# Snapshots of nascent RNA reveal cell- and stimulus-specific responses to acute kidney injury

**DOI:** 10.1172/jci.insight.146374

**Published:** 2022-03-22

**Authors:** Tian Huai Shen, Jacob Stauber, Katherine Xu, Alexandra Jacunski, Neal Paragas, Miriam Callahan, Run Banlengchit, Abraham D. Levitman, Beatriz Desanti De Oliveira, Andrew Beenken, Madeleine S. Grau, Edwin Mathieu, Qingyin Zhang, Yuanji Li, Tejashree Gopal, Nathaniel Askanase, Siddarth Arumugam, Sumit Mohan, Pamela I. Good, Jacob S. Stevens, Fangming Lin, Samuel K. Sia, Chyuan-Sheng Lin, Vivette D’Agati, Krzysztof Kiryluk, Nicholas P. Tatonetti, Jonathan Barasch

**Keywords:** Nephrology, Chronic kidney disease

## Abstract

The current strategy to detect acute injury of kidney tubular cells relies on changes in serum levels of creatinine. Yet serum creatinine (sCr) is a marker of both functional and pathological processes and does not adequately assay tubular injury. In addition, sCr may require days to reach diagnostic thresholds, yet tubular cells respond with programs of damage and repair within minutes or hours. To detect acute responses to clinically relevant stimuli, we created mice expressing Rosa26-floxed-stop uracil phosphoribosyltransferase (*Uprt*) and inoculated 4-thiouracil (4-TU) to tag nascent RNA at selected time points. Cre-driven 4-TU–tagged RNA was isolated from intact kidneys and demonstrated that volume depletion and ischemia induced different genetic programs in collecting ducts and intercalated cells. Even lineage-related cell types expressed different genes in response to the 2 stressors. TU tagging also demonstrated the transient nature of the responses. Because we placed *Uprt* in the ubiquitously active Rosa26 locus, nascent RNAs from many cell types can be tagged in vivo and their roles interrogated under various conditions. In short, 4-TU labeling identifies stimulus-specific, cell-specific, and time-dependent acute responses that are otherwise difficult to detect with other technologies and are entirely obscured when sCr is the sole metric of kidney damage.

## Introduction

Many different types of stimuli challenge the homeostatic functions of the kidney, and in some cases, damage its cells. While it may be possible to identify many of these stimuli by clinical history, the current clinical metrics of kidney injury do not focus on the presumptive stimulus or on the cellular anatomy of injury. Rather, the current diagnosis of kidney injury measures kidney failure to transfer water and creatinine from the serum to urine, known as “acute kidney injury” (AKI) (1–3).

Serum creatinine (sCr) levels reflect the synthesis of creatinine by muscle cells and its clearance by filtration into the urine — a process described by the mass transfer equation, which yields the glomerular filtration rate. According to this equation, sCr levels reflect the excretory function of the kidney at steady state but not during periods when physiologic functions rapidly decline. As a result, sCr inadequately measures functional loss at the time of patient encounter because it cannot match the kinetic demands of the injury. In fact, sCr may not even achieve minimal criteria for diagnosis (as defined by Acute Kidney Injury Network [AKIN]; Risk, Injury, Failure, Loss of kidney function, and End-stage kidney disease [RIFLE]; or Kidney Disease: Improving Global Outcomes [KDIGO]) (3, 4) when less than half the number of nephrons are injured, a manifestation of “renal reserve” (5–7), nor does elevated sCr unequivocally suggest cellular injury since most patients achieving KDIGO criteria experience resolution almost immediately (33% of cases normalize by 24 hours and ~75% by 72 hours) (8, 9). Hence, it is not surprising that it is difficult to correlate sCr with histologic or molecular findings in humans and mice (10–14). These shortcomings affect real-time decision-making in pressured clinical settings, such as the emergency department (15). Perhaps, a molecular approach to kidney injury might better align with etiologic information and with the patient’s clinical course, particularly when molecular and physiologic markers are considered in combination (16–19).

In order to develop diagnostics that directly measure tubular injury, a complete catalog of cellular and molecular responses to different stimuli is required. For example, an injurious stimulus might affect all kidney cells equally, or instead, it might activate different molecular processes in different cells. It is also possible that some stimuli affect only 1 cell type or only 1 segment of the kidney. Hence, it is not clear whether a stimulus is paired with a specific transcriptional response, whether a final common pathway is activated by different stimuli, or whether the intensity of a stimulus modulates the type or location of the response. The kinetics of the cellular response adds additional complexity since different molecular programs may appear or disappear over time. In sum, a stimulus-response map might contain stimulus-specific, cell-specific, and time-specific readouts that detail the anatomy and evolution of injury.

Here we have adapted a method called thiouracil tagging to obtain snapshots of newly synthesized RNA from a cell type of interest, directly from intact organs. Any number of stimuli can be mapped with this tool, including different types of diseases and different chemical exposures. To determine whether the method can detect stimulus-specific responses, we created models of volume depletion and ischemia/reperfusion injury, 2 common clinical stimuli associated with kidney injury. To determine whether the method can detect cell-specific responses, we examined the collecting duct because it contains neighboring, embryonically related cell types that respond to both stimuli. Its canonical principal cells and intercalated cells derive from a common precursor (the ureteric double-positive cells expressing both principal and intercalated cell markers) and share Notch/Jag1 signaling (20) due to the coexpression of *Tfcp2l1*, suggesting the possibility of coordinated responses to injury. In addition, because principal and intercalated cells are present in limited numbers (only 2%–3% of total kidney cells), the collecting duct provides a test of the method’s sensitivity. Finally, the particularly rapid expression of the biomarker Ngal (*Lcn2*) in response to ischemia but not in response to volume depletion (14, 18, 21–24) suggests that a kinetically sensitive RNA-labeling method may be particularly useful to distinguish stimulus-specific and cell-specific responses in collecting ducts. Thiouracil tagging provides a unique tool to identify time-dependent transcriptomic profiles in vivo.

Our data indicate that injurious stimuli trigger nascent pools of RNA, depicting molecularly unrelated stimulus-specific and cell-specific responses. However, the patterning of gene expression also suggested the possibility that the boundaries between these types of responses can be blurred when “two distinct hits” stimulate the nephron.

## Results

### Human kidney biopsies reveal complex patterns of gene expression.

To identify the patterning of injury genes, we first examined *LCN2* (NGAL) and *HAVCR1* (KIM-1), 2 established injury biomarker genes. We examined 2 human nephrectomies (~15 minutes warm ischemia) and 5 human biopsies with a range of pathological diagnoses, including rhabdomyolysis, tacrolimus toxicity, acute tubular injury (ATI) possibly secondary to urinary tract infection, and ischemic ATI in the setting of hepatorenal syndrome or in the setting of a nonsteroidal antiinflammatory agent (NSAIA). We found a reproducible pattern of *LCN2* (NGAL) expression in all the kidneys. *LCN2* (NGAL) mRNA was prominently expressed in principal (aquaporin 2–positive, *AQP2*^+^) and intercalated cells (*AQP2*^–^) of the collecting ducts (Figure 1A) and in the presumptive limbs of Henle. In addition, close inspection of different biopsies revealed variable levels of *LCN2* (NGAL) mRNA in cortical proximal tubules *HAVCR1^+^* (KIM-1) ranging from undetectable to intense staining (Figure 1B). The patterning of *LCN2* (NGAL) expression was validated with different chromogens and serial dilution of the probes (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.146374DS1). Similar to human kidneys, ischemic mouse kidneys expressed dose-responsive, distinct distributions of *Lcn2* (Ngal; distal nephron) and *Havcr1* (Kim-1; proximal nephron) (Figure 1C) as well as overlapping expression in proximal tubules after prolonged ischemia (Figure 1D) (21). Hence, different stimuli generate both common and variable cell-specific responses.

### Animal model for the isolation of newly synthesized RNA.

The identification of expression patterning beyond a few well-studied genes requires an unbiased method of RNA detection. In addition, a time-sensitive method would be particularly useful given the rapid changes in gene expression after injury (e.g., *Lcn2* [Ngal] transcripts elevate 2–3 hours after a stimulus but regress after 24 hours; refs. 22, 25, 26).

To fulfill these criteria, we adapted the method of Cleary and Doe et al. (27, 28). Uracil phosphoribosyltransferase (*Uprt*) was subcloned into the Rosa26 locus by homologous recombination under control of a transcriptional stop cassette, *PGK-neo-pA-3xpA* (Figure 2A). *Rosa^Uprt/+^* mice were bred with 1 of 3 Cre reporter strains to examine cell types of relatively low abundance: Hoxb7Cre induced *Uprt* expression in the collecting duct; Atp6v1b1Cre generated more focused expression in the intercalated and double-positive cells (20) of the collecting duct; and EIIaCre activated *Uprt* throughout the kidney.

To validate the *Rosa^Uprt/+^* construct, we inoculated *EIIaCre Rosa^Uprt/+^* mice with 4-thiouracil (4-TU), an analog that is incorporated into nascent RNA by Uprt but not by wild-type phosphoribosyltransferases. Isolation of 4-TU–tagged RNA was optimized using thio-biotinylation of total RNA extracts from *EIIaCre Rosa^Uprt/+^* kidneys and avidin-bead precipitation (Supplemental Figure 2). Thio-biotinylated mRNA was detected by nitrocellulose blotting with streptavidin-HRP. In contrast, in the absence of Cre, *Rosa^Uprt/+^* mice demonstrated more than 10-fold less labeling (Figure 2B).

The thio-biotinylated RNAs were largely depleted of ribosomal RNA, but they were enriched for Cre-dependent RNA species (Figure 2C). For example, segment-specific labeling with *Hoxb7Cre Rosa^Uprt/+^* enriched collecting duct markers, such as *Aqp2*, and depleted *Umod* (the marker of the thick ascending loop of Henle, TALH) and *Lrp2* (Megalin, the marker of the proximal tubule) from total kidney RNA, prepared in parallel by thio-biotinylation using *EIIaCre Rosa^Uprt/+^*. Hence, the 4-TU protocol distinguished broadly different pools of RNA based on different Cre drivers (Figure 2D).

Next, we validated 2 well-described Cre drivers that target different populations of collecting duct cell types. The drivers were validated using nuclear or membrane-expressing Rosa-Tomato-GFP mice. *Hoxb7Cre Rosa^nT-nG/nT-nG^* generated nuclear GFP^+^ kidney tubules and yielded living GFP^+^, calcein AM^+^ cells upon FACS (Supplemental Figure 3). Compared with unsorted single cells prepared from the whole kidney, *Hoxb7Cre Rosa^nT-nG/nT-nG^* enriched collecting duct principal cell genes and depleted TALH, proximal tubule, and glomerular genes. *Atp6v1b1Cre Rosa^mTmG/mTmG^* labeled a subset of the collecting duct cells enriched in intercalated cell genes but depleted principal cell, TALH, proximal tubule, and glomerular genes (Supplemental Figure 3). *Atp6v1b1Cre Rosa^mTmG/mTmG^* also detected a few scattered interstitial cells in some kidneys. To determine the identity of these cells, we scanned the FACS-isolated cells for macrophage markers *Itgam* (Cd11b), *Emr1*, *Cd68*, *Csf1R*, *Lgals3*, *Itgax*, *Ly6g6d*, *Ly6c1*, *IL4ra*, and *Cd163*. However, most markers were not enriched in the isolated cells, and in fact, *Itgam* is expressed by some kidney tubules (29, 30). *Cd163* was the only macrophage marker variably enriched in RNA pulldowns from *Atp6v1b1Cre* *Rosa^Uprt/+^* mice, but since *Cd163*^+^ macrophages are not abundant in the kidney (31), this minor component may be a different type of interstitial cell. Hence the Cre drivers demonstrate adequate cell specificity.

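The authors deposited read counts per gene, and those of the pulldowns from control mice were compared with those of total kidney RNA. Cd163, on chromosome 6 from 124304636 to 124330529 of GRCm38, was counted at 4.79 ± 1.85 CPM (SD, n = 11) in Atp6v1b1Cre pulldowns, where CPM is edgeR's unit for counts scaled to the TMM-normalized size of the library. It was at 2.59 ± 2.05 CPM (SD, n = 10) in Hoxb7Cre pulldowns and at 2.31 ± 0.998 CPM (SD, n = 21) in total kidney RNA. Its log2 fold change against total kidney RNA was 0.94 (standard error 0.20, adjusted p = 5.50e-05) in the Atp6v1b1Cre pool, from edgeR's quasi-likelihood test. In the Hoxb7Cre pool it was 0.16 (standard error 0.21, adjusted p = 0.519), and -0.24 among females alone. The difference between the pools was 0.78 (standard error 0.24, adjusted p = 0.0252). Of the other macrophage markers, Itgam was at 0.95 (standard error 0.22, adjusted p = 2.45e-04) in the Atp6v1b1Cre pool, Itgax at 0.86 (standard error 0.21, adjusted p = 3.57e-04) and Il4ra at 0.43 (standard error 0.09, adjusted p = 3.84e-05). In the Hoxb7Cre pool these were 0.25 (adjusted p = 0.357), 0.05 (adjusted p = 0.864) and 0.20 (adjusted p = 0.0571). Csf1r was lower in the Atp6v1b1Cre pool, at -0.46 (adjusted p = 1.59e-04), as were Ly6g6d, at -1.66 (adjusted p = 7.25e-08), and Ly6c1, at -1.98 (adjusted p = 2.44e-23). Cd68 and Lgals3 did not pass the threshold, at 0.18 (adjusted p = 0.454) and -0.09 (adjusted p = 0.557). No gene of the count table is named Emr1.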

Using the validated Cre drivers, we tested whether the Uprt protocol could distinguish RNA in the 2 highly related cell populations. We compared thio-biotinylated RNA pools from principal and intercalated cell types by generating *Hoxb7Cre* *Rosa^Uprt/+^* and *Atp6v1b1Cre Rosa^Uprt/+^*, respectively. To identify nascent RNA, we pulsed the mice with 4-TU for 4 hours before isolating the RNA. 

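The baseline data are 42 libraries from control mice, 20 from females and 22 from males. They comprise 10 pulldowns from Hoxb7Cre mice, 11 pulldowns from Atp6v1b1Cre mice and 21 libraries of total kidney RNA. The supplement gives 21 mice for these comparisons. Pulldown and total RNA are thus likely to come from the same mice, though the fit takes them as independent. Uprt lets the labeled cells build 4-TU, a uracil analog, into new RNA, which is then captured through biotin. Mice received 430 mg/kg of 4-TU. The authors aligned the reads to mm10 and deposited the number counted on each gene, without normalization. Total counts ran from 16939541 to 30305464 per library. Their median was 21385789.5 in Hoxb7Cre pulldowns, 20910767 in Atp6v1b1Cre pulldowns and 21314036 in total kidney RNA. Libraries were scaled by edgeR's TMM method, with sex as a covariate of the fit. Genes with at least 2 counts over the 69 libraries of the study were tested, 21175 in all. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. The Hoxb7Cre pulldown differed from total kidney RNA in 6874 genes, of which 3083 were higher. The Atp6v1b1Cre pulldown differed in 5866 genes, of which 2399 were higher. CPM did not overlap between pulldown and total RNA in 3816 and 3460 of these genes. With no fold change threshold, the alternative that moved the counts most, they were 14113 and 13511. The median log2 fold change of all tested genes was 0.107 in both pulldowns, and 0.000 without the count minimum.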

In dozens of pulldowns of newly synthesized RNA, we found de-enrichment of markers of the glomerulus, proximal tubule, and TALH, and we found enrichment of markers of the collecting duct and its principal and intercalated cells (Figure 3). 

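The 3 glomerular markers of Figure 3 were lower in both pulldowns than in total kidney RNA, at an adjusted p under 0.05. Nphs1, on chromosome 7 from 30458207 to 30488623, was the lowest, at -2.80 (standard error 0.24, adjusted p = 4.29e-14) in Hoxb7Cre and -2.69 (standard error 0.23, adjusted p = 3.50e-14) in Atp6v1b1Cre on the log2 scale. The least lowered were at -0.74 and -0.71. Of the 8 proximal tubule markers, 7 were lower in each pulldown, and Slc9a3 was higher, at 0.66 (standard error 0.13, adjusted p = 2.06e-05) and 0.67 (standard error 0.13, adjusted p = 8.39e-06). Slc5a2, on chromosome 7 from 128265683 to 128272430, was lowest among them, at -3.60 (standard error 0.31, adjusted p = 2.93e-14) and -3.75 (standard error 0.30, adjusted p = 2.77e-15). All 4 TALH markers were lower in both, with Umod, on chromosome 7 from 119462708 to 119479262, at -3.16 (standard error 0.15, adjusted p = 2.22e-23) and -3.38 (standard error 0.15, adjusted p = 6.27e-25). Of the 7 collecting duct markers, 6 were higher and 1 lower in Hoxb7Cre, and 5 were higher and 1 lower in Atp6v1b1Cre. Tmem117, on chromosome 15 from 94629185 to 95096097, was at 2.01 (standard error 0.11, adjusted p = 2.56e-21) and 1.96 (standard error 0.11, adjusted p = 4.27e-21), and Tfcp2l1, on chromosome 1 from 118627923 to 118685168, at 1.60 (standard error 0.14, adjusted p = 2.87e-14) and 1.53 (standard error 0.14, adjusted p = 6.02e-14).

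**Figure D1:**
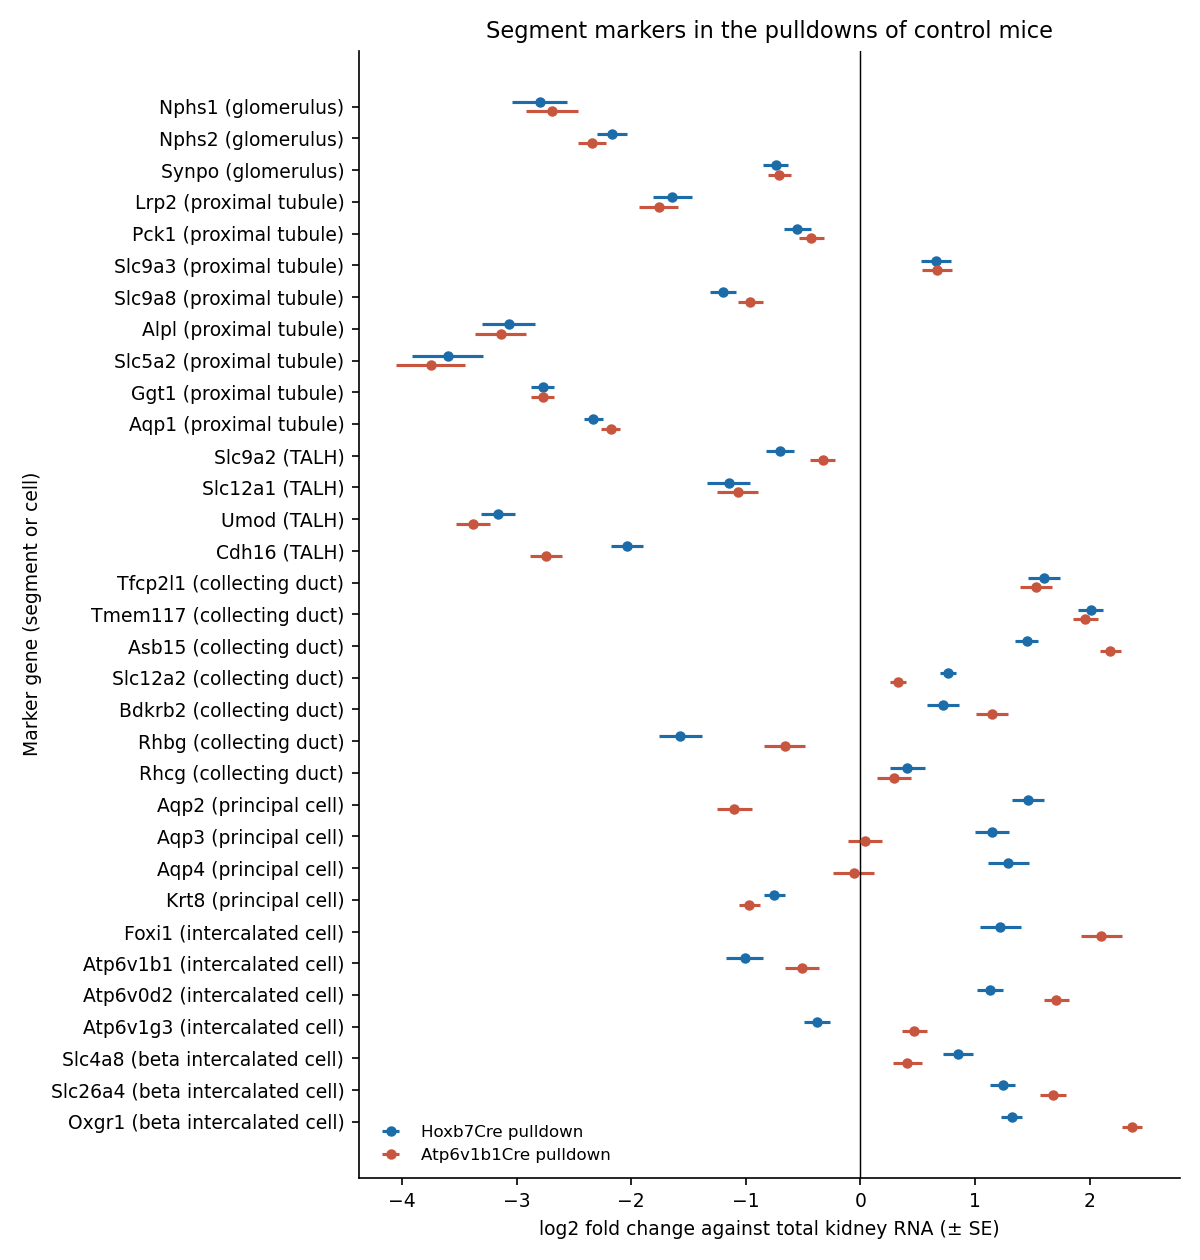
Log2 fold change of each marker in the pulldown against total kidney RNA (n = 21), with the standard error as a bar, for Hoxb7Cre (n = 10) and Atp6v1b1Cre (n = 11). Umod lies at -3.16 and -3.38, and Tmem117 at 2.01 and 1.96.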

PC markers (e.g., *Aqp2*, *Aqp3*, *Aqp4*) were enriched in the Hoxb7Cre thio-biotin pool, and intercalated cell markers (e.g., *Foxi1*, *Atp6v1b1*, *Atp6v0d2*, *Slc26a4*) were enriched in the Atp6v1b1Cre thio-biotin pool (Supplemental Tables 1 and 2 — baseline transcriptomes). 

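Aqp2, on chromosome 15 from 99579056 to 99584545, was counted at 1298 ± 492 CPM (SD, n = 10) in the Hoxb7Cre pool, 219 ± 68.4 CPM (SD, n = 11) in the Atp6v1b1Cre pool and 472 ± 84.2 CPM (SD, n = 21) in total kidney RNA. Its log2 fold change against total kidney RNA was 1.46 (standard error 0.14, adjusted p = 1.66e-12) in Hoxb7Cre and -1.10 (standard error 0.15, adjusted p = 1.60e-08) in Atp6v1b1Cre. In the Hoxb7Cre pool Aqp3 was at 1.15 (standard error 0.15, adjusted p = 3.19e-09) and Aqp4 at 1.29 (standard error 0.18, adjusted p = 1.47e-08). In the Atp6v1b1Cre pool they were at 0.04 (adjusted p = 0.852) and -0.06 (adjusted p = 0.813), and among males alone at -0.06 and 0.15. Compared directly with the Hoxb7Cre pool, the Atp6v1b1Cre pool had log2 fold changes of -2.57 (adjusted p = 1.43e-14) for Aqp2, -1.11 (adjusted p = 5.83e-06) for Aqp3 and -1.35 (adjusted p = 5.15e-06) for Aqp4. Foxi1, on chromosome 11 from 34204341 to 34208089, was at 205 ± 53.9 CPM (SD, n = 11) in the Atp6v1b1Cre pool, 112 ± 39.9 CPM (SD, n = 10) in the Hoxb7Cre pool and 48.1 ± 18.4 CPM (SD, n = 21) in total kidney RNA. Atp6v0d2, on chromosome 4 from 19876838 to 19922566, was at 122 ± 30.4 CPM, 82.8 ± 20.9 CPM and 37.9 ± 6.3 CPM in the same libraries. For Slc26a4, on chromosome 12 from 31519814 to 31560055, the values were 444 ± 99.7 CPM, 342 ± 83.5 CPM and 144 ± 30.6 CPM. Against total kidney RNA the log2 fold changes in the Atp6v1b1Cre pool were 2.10 (adjusted p = 1.74e-14) for Foxi1, 1.71 (adjusted p = 4.08e-19) for Atp6v0d2 and 1.68 (adjusted p = 1.04e-18) for Slc26a4. In the Hoxb7Cre pool they were 1.22 (adjusted p = 9.91e-08), 1.13 (adjusted p = 9.19e-13) and 1.24 (adjusted p = 4.34e-14). The Atp6v1b1Cre pool exceeded the Hoxb7Cre pool by 0.88 (standard error 0.22, adjusted p = 3.79e-03) for Foxi1, 0.58 (standard error 0.13, adjusted p = 1.09e-03) for Atp6v0d2 and 0.43 (standard error 0.13, adjusted p = 0.0216) for Slc26a4. Atp6v1b1 was at -0.51 (adjusted p = 3.55e-03) in Atp6v1b1Cre and -1.01 (adjusted p = 4.10e-07) in Hoxb7Cre. Its difference between the pools was 0.50 (adjusted p = 0.0618), and -0.01 among males alone.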

Many of the same genes were identified independently in *nT-nG/mTmG* FACS-purified collecting duct and intercalated cells, showing that Uprt identified transcripts in anatomically defined cells (Supplemental Figure 3). The numerical enrichment score for a given RNA species depended on the overlap of the expression domain of the gene and the Cre driver. 

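Car2, on chromosome 3 from 14886269 to 14900770, was counted at 147 ± 37.8 CPM (SD, n = 11) in Atp6v1b1Cre pulldowns and 406 ± 69.0 CPM (SD, n = 21) in total kidney RNA. Its log2 fold change was -1.44 (standard error 0.11, adjusted p = 7.07e-16) in the Atp6v1b1Cre pool and -1.74 (standard error 0.12, adjusted p = 6.16e-18) in the Hoxb7Cre pool. Hoxb7Cre control replicate 3 lay apart from its group in Car2, at 194 CPM, while the others ran from 86.2 to 139 CPM. Car12, on chromosome 9 from 66712296 to 66766845, was at 145 ± 45 CPM (SD, n = 11) in Atp6v1b1Cre pulldowns and 249.6 ± 39 CPM (SD, n = 21) in total kidney RNA. Its log2 fold change was -0.81 (standard error 0.14, adjusted p = 2.22e-06) in Atp6v1b1Cre and -0.90 (standard error 0.15, adjusted p = 6.51e-07) in Hoxb7Cre. Between the pools neither gene passed the threshold, at 0.30 (adjusted p = 0.118) for Car2 and 0.08 (adjusted p = 0.851) for Car12.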

For example, intercalated cell genes *Car2* and *Car12* were expressed at multiple sites in the kidney and consequently were not enriched in the Atp6v1b1Cre pulldowns (32, 33). Hence, Cre-driven Uprt labeling allows isolation of cell type–specific RNA. 

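Between the Atp6v1b1Cre and the Hoxb7Cre pulldowns of control mice 871 genes were differentially expressed, 546 of them higher in Atp6v1b1Cre and 325 higher in Hoxb7Cre. Among females alone there were 412. Oxgr1, a marker of β-intercalated cells, differed by 1.04 (standard error 0.11, adjusted p = 1.79e-09) between the pools on the log2 scale. The paper draws on segment markers in the pulldowns, RT-qPCR against EIIaCre pulldowns and sorted cells of both drivers. From these it concludes that labeling under a Cre driver isolates RNA of the cell type that expresses it.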

Even Cre drivers with overlapping domains, such as Hoxb7Cre and Atp6v1b1Cre, can still demonstrate cell-specific enrichment.

### Stimulus-specific gene expression.

Current criteria for AKI suggest that any elevation of sCr meeting RIFLE, AKIN, or KDIGO criteria marks an injury to kidney cells and consequently should correlate with tubular injury genes. However, if the type of stimulus was also important, then distinct genes should be induced by different stimuli. To evaluate whether the Uprt protocol can distinguish stimulus-dependent responses, we employed 2 extensively characterized models with elevated sCr (9). The arterial-venous ischemic model employed bilateral renal pedicle clamping for 10 minutes followed 24 hours later by 4-TU RNA labeling. The volume-depleted model employed restriction of water and food for 72 hours, followed by 4-TU RNA labeling. 

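RNA of ischemic mice was labeled with 4-TU 24 hours after 10 minutes of clamping. The injury experiment has 48 pulldown libraries, 43 of them from mice labeled as 5.5 months old. The 22 males of that age form the set the paper presents. In Hoxb7Cre they are 4 controls, 4 mice after ischemia and 3 after volume depletion, and in Atp6v1b1Cre 4 controls, 3 after ischemia and 4 after volume depletion. Total counts ran from 14237156 to 29051810 per library. In Hoxb7Cre the median was 19309432 in controls, 19665962.5 after ischemia and 24084074 after volume depletion. In Atp6v1b1Cre it was 21814280.5, 19227424 and 21258039. Male Atp6v1b1Cre controls replicates 14, 15 and 16, of 3 months, are outside that set. Their total counts were 21525154, 16939541 and 22530079. The library numbers in the labels form series A, B and C. All Hoxb7Cre pulldowns after ischemia or volume depletion are in series A, with 2 of the 4 male Hoxb7Cre controls, so that in this driver the series and the treatment are told apart by those controls alone. Most female Hoxb7Cre controls of that age are in series B or C, so values among females alone in this driver may also reflect the series.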

RNA harvest was timed so that both models demonstrated elevated levels of sCr (doubling in the ischemic model and rising 3-fold in the volume-depleted model). The volume-depleted model also resulted in a greater rise in blood urea nitrogen (BUN) and hemoconcentration, typical findings of volume depletion in both mice and humans (Figure 4A). Nonetheless, even 3 days of volume depletion demonstrated limited histologic evidence of tubular disruption (Figure 4B), limited TUNEL staining (Figure 4C), and limited induction of Ngal and Kim-1, urinary biomarkers of tubular injury (Figure 4D). In contrast, focal coagulative necrosis and prominent TUNEL staining were found in both cortical and medullary tubules subsequent to 10 minutes of ischemia. Increasing doses of ischemia (0, 5, 20, 30, 40 minutes of arterial clamping) increased urine Ngal and Kim-1 as much as 70- and 130-fold, respectively. These data are consistent with both the Ngal-reporter mouse (22) and human cohorts in emergency departments (23, 34) and in other settings (14, 18, 24).

The distinctive responses of the kidney to volume depletion and ischemia provided a useful test of the Uprt method to detect stimulus-dependent responses. Hierarchical clustering of *z* score–transformed, normalized counts (transcripts per million [TPM]; padj < 0.05 and log_2_ fold change ≥ 1) of nascent RNA demonstrated differentially expressed genes (DEGs). 

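The spread between libraries of a group was taken as the median over genes of the SD of log2 CPM, in the 43 pulldown libraries of mice of one age. It was higher in females in 5 of 6 groups of driver and treatment, with a mean ratio of 1.21 of females to males (two-sided exact sign test, p = 0.219). In Hoxb7Cre the ratio was 1.08 in controls, 1.19 after ischemia and 1.68 after volume depletion. In Atp6v1b1Cre it was 1.19, 1.21 and 0.91. By the root mean variance, a measure chosen after seeing the data, the spread was higher in females in 6 of 6 groups (two-sided exact sign test, p = 0.0313, the smallest that 6 groups allow). The dispersion that edgeR shares over genes was 0.0444 in males and 0.0782 in females.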

Both male and female mice distinguished the 2 stimuli, but, because variance of gene expression was greater in female than in male mice, we present the latter in tabular and graphical form (Supplemental Figure 4). As shown in Figure 5 (see also Supplemental Tables 3 and 4), pulldown of nascent RNA from ischemic *Hoxb7Cre Rosa^Uprt/+^* kidneys generated 596 DEGs (372 upregulated; 224 downregulated), whereas volume depletion generated 3426 DEGs (2035 upregulated and 1391 downregulated) compared with the control pulldown. 

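One edgeR fit held the groups of the 22 males. Ischemia changed 488 genes in Hoxb7Cre pulldowns, 322 up and 166 down. Volume depletion changed 3478 genes, 2035 up and 1443 down. In 423 of the ischemia genes and 3266 of the volume depletion genes, CPM of treated and control mice did not overlap. The 25 males with the younger controls gave 491 and 3532 genes. Both sexes, with sex as a covariate, gave 383 and 1178. Dropping the fold change threshold moved the ischemia count most, to 1298, and females alone moved the volume depletion count most, to 21. Over fits that each left out one library, the counts ran from 302 to 526 and from 3071 to 3677. Ischemic and control libraries share a replicate number in 2 pairs. With group means removed, these pairs correlated at -0.110 on average and other pairs at 0.016. With the replicate number as a block, 464 genes changed after ischemia and 2323 after volume depletion. Among DEGs with a mean of at least 10 counts and no overlap between groups, the most raised after ischemia were Havcr1, Mmp3 and Timp1, and Mmp3 was at 4.02 (standard error 1.05, adjusted p = 0.0252). The most raised after volume depletion were Dlx5, Hist1h1d and H1fx, with Dlx5 at 7.08 (standard error 1.08, adjusted p = 3.74e-05) and Hist1h1d at 5.74 (standard error 0.74, adjusted p = 4.25e-06). Control libraries held at most 3 counts each of Mmp3 and Dlx5. The most lowered after ischemia were Gm8615, Elovl3 and Ucp1, with Gm8615 at -5.12 (standard error 1.07, adjusted p = 7.29e-03) and Ucp1 at -4.28 (standard error 0.65, adjusted p = 7.75e-04). After volume depletion they were Vmn1r18, Prss35 and Slc6a12, with Prss35 at -6.44 (standard error 0.97, adjusted p = 2.36e-05) and Slc6a12 at -4.51 (standard error 0.60, adjusted p = 5.44e-06). Reads of histone genes and of vomeronasal receptor genes such as Vmn1r18 can align to more than one copy and then go uncounted, which leaves the counts of Hist1h1d and Vmn1r18 uncertain.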

A direct comparison of ischemia and volume depletion revealed 3462 genes unique to either stimulus. 

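Of 3723 genes called after either stimulus in Hoxb7Cre pulldowns, 3480 were called after one stimulus only. Responses to ischemia and volume depletion were also tested against each other. This test called 3112 genes, 1387 higher after ischemia and 1725 higher after volume depletion. It included 2211 (63.5%) of the genes called after one stimulus only. Of these same genes, 2525 had the same sign of log2 fold change after both stimuli.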

A Venn diagram (padj < 0.05 and log_2_ fold change ≥ 1) illustrates that only a few genes were shared by both models (Figure 5, B and C). Further inspection of Hoxb7Cre RNA pulldowns showed 24 DEGs that were regulated in opposing directions by ischemia and volume depletion (Supplemental Table 5; padj < 0.05). These data demonstrate that different stimuli induce unique transcripts even in a single segment of the kidney. 

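Both stimuli changed 228 genes in the same direction, 134 up and 94 down, where independent calls would share 42.3. Opposite directions were called for 15 genes, all of them listed in Supplemental Table 5 and all called in the direct test of the stimuli. The direct test adds little here, since these genes were selected for opposite changes against the same controls. Cyp27b1, on chromosome 10 from 127048246 to 127054884, was at 14.7 ± 3.3 CPM (SD, n = 4) in Hoxb7Cre controls, 7.09 ± 2.6 CPM (SD, n = 4) after ischemia and 142 ± 54.7 CPM (SD, n = 3) after volume depletion. Its log2 fold changes were -1.05 (standard error 0.26, adjusted p = 0.016) and 3.27 (standard error 0.27, adjusted p = 3.51e-08). Over the fits that left out one library they ran from -1.32 to -0.88 and from 2.91 to 3.44. Among females alone the ischemic value was 0.38. Slitrk6 was at 1.92 (standard error 0.45, adjusted p = 0.0128) after ischemia and -2.62 (standard error 0.59, adjusted p = 1.28e-03) after volume depletion, and the latter was 1.66 among females alone. Most female Hoxb7Cre controls are of another library series than the injured females, which limits the female values of both genes.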

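Both stimuli were compared with the same 4 Hoxb7Cre controls. With its own pair of controls for each stimulus, 90.0 genes on average were called in the same direction after both. With a shared pair there were 141.2. Genes called in opposite directions averaged 13.8 with separate pairs and 5.5 with a shared pair. From the genes changed by one stimulus and those regulated in opposing directions, the paper concludes that different stimuli induce their own transcripts within one segment of the kidney.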

The unique transcripts were detected in the pool of newly synthesized RNA by the Uprt technique.

The Hoxb7Cre driver labels many cell types in the collecting duct. To determine whether stimulus-dependent responses can be reproduced in a subset of collecting duct cells, we examined responses to ischemia and volume depletion using the Atp6v1b1Cre driver (padj < 0.05 and log_2_ fold change ≥ 1). We found that ischemia generated 719 DEGs (274 upregulated; 445 downregulated) while volume depletion generated 1192 DEGs (790 upregulated and 402 downregulated) (Figure 5 and Supplemental Tables 6 and 7). 

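In Atp6v1b1Cre pulldowns ischemia changed 598 genes, 242 up and 356 down. Volume depletion changed 1091 genes, 730 up and 361 down. CPM of treated and control mice did not overlap in 550 and 733 of these genes. With male controls replicates 14, 15 and 16 included, 718 and 1291 genes were called. In these mice Cyp27b1 was at 22.0, 42.5 and 7.9 CPM. Both sexes together gave 961 and 2131 genes, and females alone 244 and 2095. With the replicate number as a block, 0 (3279 at an unadjusted p under 0.05) genes were called after ischemia and 2228 after volume depletion. Male ischemic and control mice of this driver share 0 replicate numbers. By the design alone, the block raised the variance of the ischemia comparison 3.29-fold and that of volume depletion 3.12-fold, and residual degrees of freedom fell from 16 to 7, so the count of 0 does not show that the effect is absent. The 1 pair of a volume depleted and a control mouse with the same number correlated at -0.307 and other pairs at 0.020, and the 1 pair of an ischemic and a volume depleted mouse at 0.151 and other pairs at -0.014. Fits that left out one library gave from 233 to 645 genes for ischemia and from 695 to 1642 for volume depletion. By the same rule, the most raised after ischemia were Havcr1, Fgg and Fgb, with Fgg at 5.11 (standard error 0.70, adjusted p = 3.74e-04), and the most lowered were Cntnap5a, Alk and Hapln1, with Cntnap5a at -3.41 (standard error 0.76, adjusted p = 8.46e-03). After volume depletion the most raised were Hist1h1d, Socs2 and Cish, with Hist1h1d at 5.06 (standard error 0.85, adjusted p = 5.71e-04) from control libraries of at most 3 counts. The most lowered were 4930579F01Rik, Ces1g and Armc4, with 4930579F01Rik at -3.56 (standard error 0.50, adjusted p = 9.29e-05). The value of 4930579F01Rik was 0.44 among females alone.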

A direct comparison of ischemia and volume depletion revealed 1661 unique DEGs that were uniquely expressed in either ischemia or volume depletion. When depicted in a Venn diagram (padj < 0.05 and log_2_ fold change ≥ 1) we found that there were few genes in common between ischemia and volume depletion (125 genes). 

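Of 1566 genes called after either stimulus in Atp6v1b1Cre pulldowns, 1443 were called after one only, and 975 of these (67.6%) differed between the stimuli when tested directly. That test called 2446 genes. Both stimuli changed 95 genes in the same direction, 20 up and 75 down, where independent calls would share 14.4. With separate pairs of controls for the stimuli the mean number was 31.0, against 51.2 with a shared pair. Genes called in opposite directions averaged 27.3 with separate pairs and 12.2 with a shared pair. Opposite directions were called for 28 genes, and the direct test called all of them. These genes were selected for opposite changes against the same controls, so this outcome follows largely from the selection. Cyp27b1 was at 13.6 ± 0.673 CPM (SD, n = 4) in Atp6v1b1Cre controls, 3.66 ± 0.931 CPM (SD, n = 3) after ischemia and 61.9 ± 17.8 CPM (SD, n = 4) after volume depletion. Its log2 fold changes were -1.89 (standard error 0.29, adjusted p = 7.73e-04) and 2.19 (standard error 0.25, adjusted p = 1.70e-05), and ran from -2.06 to -1.70 and from 2.00 to 2.33 over fits without one library.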

Further inspection of Atp6v1b1Cre RNA pulldowns showed 41 DEGs that were regulated in opposing directions (Supplemental Table 8; *P* < 0.05). Hence, both Cre drivers were able to demonstrate stimulus-dependent, nascent DEGs.

### Cell-specific responses to stimuli.

The discovery that biomarkers of kidney injury can derive from different segments of the nephron suggested that injurious stimuli can induce cell-specific responses (Figure 1). To determine whether segment-specific expression is a general principle reproduced in unbiased screens, we used the Uprt technique. We directly compared Hoxb7Cre and Atp6v1b1Cre tagged thiouracil-RNA (Figure 5; padj < 0.05 and log_2_ fold change ≥ 1) to determine whether responses to a single stimulus could be resolved in related adjacent cell types. Out of all the unique ischemia DEGs (1180 DEGs), only 10.9% (127 DEGs) were modulated in both Hoxb7Cre and Atp6v1b1Cre pools; 0.7% (8 DEGs) responded oppositely in the 2 pools (Supplemental Table 9). Consequently, 89% (1045 DEGs) of the genes were uniquely regulated in 1 of 2 pulldowns. 

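Here 986 genes were called after ischemia in at least one driver. Both drivers shared 98 of them (9.9%) in the same direction, 69 up and 29 down, where independent calls would share 6.5. In one driver only, 886 genes (89.9%) were called. Of these, 287 (32.4%) differed between the drivers in a test of the interaction of driver and ischemia, and 65.6% had the same sign in both. Over all genes this test called 738, and among females alone 0 (1525 at an unadjusted p under 0.05). Opposite directions were called for 2 genes (0.20%), Muc1 and Hsd11b2. Muc1, on chromosome 3 from 89229056 to 89233381, was at -1.17 (standard error 0.21, adjusted p = 2.56e-03) in Hoxb7Cre and 1.45 (standard error 0.23, adjusted p = 7.73e-04) in Atp6v1b1Cre, a difference of 2.62 (standard error 0.31, adjusted p = 1.34e-04). Hsd11b2, on chromosome 8 from 105518746 to 105523988, was at -1.0 (standard error 0.29, adjusted p = 0.0435) and 1.01 (standard error 0.31, adjusted p = 0.0456), a difference of 2.01 (standard error 0.43, adjusted p = 8.05e-03). Among females alone the Hoxb7Cre values were 1.31 for Muc1 and 1.33 for Hsd11b2. Most of those female controls are of another library series than the injured mice, so the series may have a part in these values.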

Out of all the volume depletion DEGs (3842 DEGs), 19.9% (765 DEGs) were modulated in both Hoxb7Cre and Atp6v1b1Cre pools, and 0.28% (11 DEGs) responded oppositely in the 2 pools (Supplemental Table 10). Consequently, 79.8% (3066 DEGs) of genes were differentially regulated in 1 of the 2 pulldowns.

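After volume depletion 3867 genes were called in at least one driver, and 690 of them (17.8%) in both and in the same direction, 520 up and 170 down, where independent calls would share 94.8. In one driver only, 3165 genes (81.8%) were called. Of these, 480 (15.2%) differed between the drivers in the interaction test, and 86.4% had the same sign in both. Over all genes the test called 621, and 4 of 30 splits of the libraries, the real one included, gave at least as many. In these splits the treatment was redrawn within each driver, so that some libraries kept theirs. How many did so does not alone account for the counts. A split that kept 1 of 3 treated Hoxb7Cre and 4 of 4 treated Atp6v1b1Cre libraries gave 2 genes. In splits with 2684 and 3080 genes, 0 of 3 treated Hoxb7Cre libraries kept their treatment, so the response of this driver entered largely reversed. The splits thus do not measure chance for a difference between drivers. They cannot tell whether the 621 genes exceed a chance division of the libraries. The test called 85 genes with both sexes and 0 (4450 at an unadjusted p under 0.05) among females alone. Opposite directions were called for 12 genes (0.31%). Dio3 was at 1.73 (standard error 0.50, adjusted p = 9.15e-03) in Hoxb7Cre and -1.95 (standard error 0.55, adjusted p = 0.019) in Atp6v1b1Cre, a difference of -3.68 (standard error 0.74, adjusted p = 6.29e-03). Atp6v1b1Cre libraries after volume depletion held from 0.064 to 0.147 CPM of Dio3, which is few reads, so the size of its fall is uncertain. Nipal1 was at -1.28 (standard error 0.43, adjusted p = 0.0229) and 1.79 (standard error 0.40, adjusted p = 4.67e-03), a difference of 3.07 (standard error 0.59, adjusted p = 4.40e-03).

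**Figure D2:**
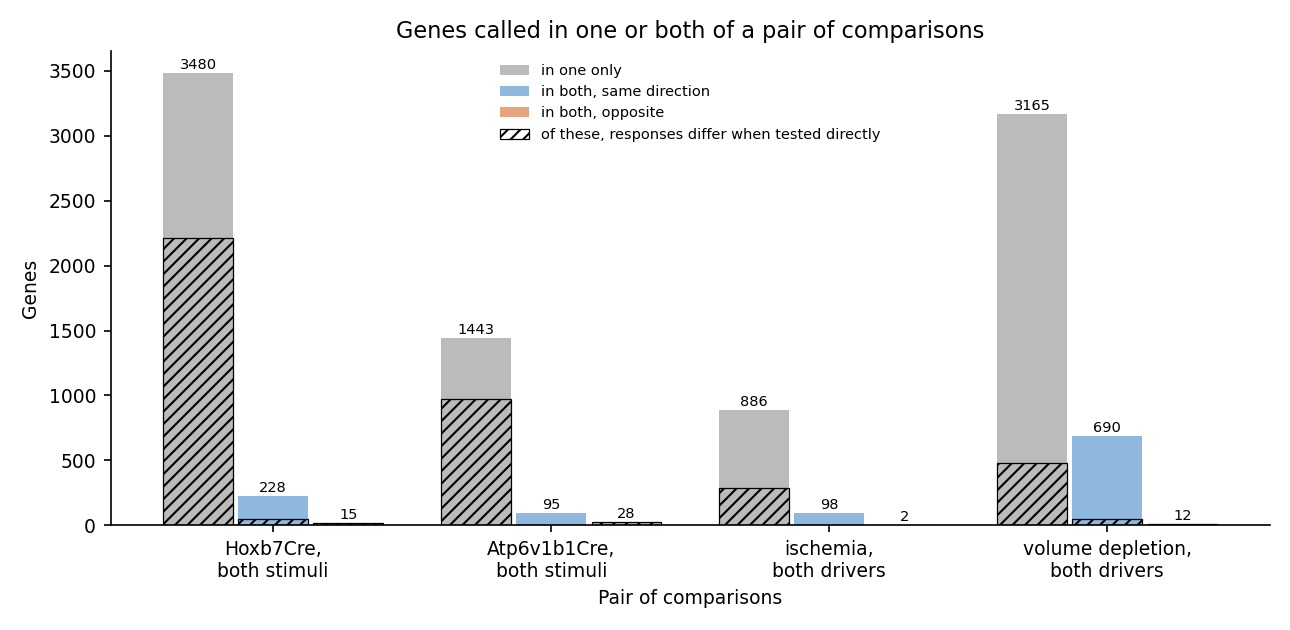
Number of genes called in both or in one of a pair of comparisons in the 22 males, with those whose responses differed in a direct test marked. For volume depletion in one driver only, 480 of 3165 genes differed.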

To determine whether the Uprt method can detect cell-specific responses outside the collecting duct, we created *Lrp2^CreERT2/+^ Rosa^Uprt/+^* mice (Supplemental Figure 5). In a preliminary analysis, renal ischemia/reperfusion injury resulted in 1666 upregulated and 1538 downregulated differentially expressed nascent transcripts (padj < 0.05). Baseline tubular genes *Slc5a12*, *Gatm*, *Slc34a1*, *Alpl* (S1 segment); *Galnt11*, *Lrp2*, *Slc5a8* (S2 segment); and *Atp11a*, *Slc6a6*, *Slc22a14* (S3 segment) were downregulated, while nascent transcripts associated with injury were prominently upregulated, such as *Spp1*, *Havcr1*, *Serpina10*, *Top2a*, *S100a6*, *Il34*, *Cxcl1*, *Vcam1*, *Lcn2*, and *Krt20* (9). Thirty percent of the modulated nascent transcripts were present in single-cell RNA sequencing of proximal tubule clusters of mouse kidneys subjected to a similar protocol of ischemic injury (21). In addition, only 21% of modulated genes were found in the ischemic *Hoxb7Cre Rosa^Uprt/+^* RNA pulldowns. These data authenticate the use of Uprt-nascent RNA technology to detect different types of responses by different types of epithelial cells.

Taken together, the data indicate that despite the fact that sCr is elevated in all of our models, the stimulus and its target cell determine the transcriptomic responses (Figure 5, B and C). 

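The paper draws on genes shared between and particular to the stimuli and the drivers, and on pulldowns from a proximal tubule driver. From these it concludes that stimulus and target cell set the transcriptomic response. Among the 22 males, treatment explained the first principal component with an R2 of 0.82 and the driver with an R2 of 0.00. This component set volume depletion apart, from 36.58 to 39.21 in Hoxb7Cre. Ischemia, from -12.22 to -9.14, lay within the controls, from -20.78 to -7.13. In Atp6v1b1Cre ischemia and controls overlapped too. On the third component treatment had an R2 of 0.87. On the second component, with 15.4% of the variance, R2 was 0.03 for treatment and 0.95 for the driver. Controls of the drivers lay apart on it, so it includes their difference without injury.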

The responses to ischemia and volume depletion were distinct, and the responses of the different cell types were divergent particularly when stimulated with ischemia. It is particularly notable that the Uprt method identified these disparate responses despite related cell identities, overlapping Cre driver domains, and limited representation of cell types.

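Log2 fold changes were correlated across the 4389 genes called in at least one of the comparisons of a stimulus with its control, and genes are not independent replicates. Pearson's r between the drivers was 0.645 for volume depletion and 0.241 for ischemia. Between the stimuli it was 0.461 within Hoxb7Cre and 0.138 within Atp6v1b1Cre. Volume depletion in Hoxb7Cre and ischemia in Atp6v1b1Cre correlated at -0.184, and volume depletion in Atp6v1b1Cre and ischemia in Hoxb7Cre at 0.227. Spearman's rho was 0.703, 0.147, 0.473, 0.026, -0.243 and 0.296 in the same order. Over fits without one library, r ran from 0.606 to 0.659 for volume depletion between drivers and from 0.122 to 0.291 for ischemia between drivers. With both sexes r was 0.601 between drivers for volume depletion and 0.489 for ischemia, 0.190 within Hoxb7Cre, 0.117 within Atp6v1b1Cre, -0.033 for volume depletion in Hoxb7Cre with ischemia in Atp6v1b1Cre and -0.090 for volume depletion in Atp6v1b1Cre with ischemia in Hoxb7Cre. When the stimuli were given separate controls, r was 0.363 within Hoxb7Cre and 0.058 within Atp6v1b1Cre.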

### Pathway analysis of differentially expressed genes.

The relatedness of gene sets was further tested by overrepresentation analysis. We found that ischemia and volume depletion highlighted unique pathways. 

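Up- and downregulated genes were tested for Reactome sets by a one-sided hypergeometric test against the tested genes, over 949 sets of 10 to 500 genes, at an adjusted p under 0.01. Ischemia gave 18 sets in Hoxb7Cre. Its upregulated genes held 29 of 253 genes (adjusted p = 2.53e-14) of extracellular matrix organization, 20 of 118 genes (adjusted p = 6.11e-13) of degradation of the extracellular matrix and 15 of 81 genes (adjusted p = 4.05e-10) of integrin cell surface interactions. They held 13 of 68 genes (adjusted p = 5.13e-09) of collagen formation. In Atp6v1b1Cre ischemia gave 16 sets. Upregulated genes held 18 of 253 genes (adjusted p = 7.82e-07) of extracellular matrix organization and 10 of 118 genes (adjusted p = 4.96e-04) of its degradation. Downregulated genes held 19 of 179 genes (adjusted p = 1.93e-07) of biological oxidations. No set of cytokine signaling, Toll-like receptors or complement passed after ischemia in either driver, and sets above 500 genes were not tested. Among upregulated genes of Hoxb7Cre, the set of chemokines binding their receptors did not pass, with 5 of 46 genes (adjusted p = 0.0267). With DESeq2 in place of edgeR it passed, with 10 of 46 genes (adjusted p = 6.08e-07). With the replicate number as a block there were 33 sets in Hoxb7Cre and 0 in Atp6v1b1Cre, where this fit called 0 genes and ischemic and control males share no replicate number.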

In the case of ischemia, reproducible pathways included immune regulation (e.g., immune system, cytokine signaling, TLR signaling), complement cascades, and matrix degradation and collagen turnover (integrin signaling, degradation of matrix, collagen formation). In contrast, in the case of volume depletion, Uprt labeling of nascent RNA highlighted metabolic regulators (FoxO signaling, adipogenesis, and white fat cell differentiation). 

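Volume depletion gave 7 Reactome sets in Hoxb7Cre and 2 in Atp6v1b1Cre, all among upregulated genes. Those of Hoxb7Cre held 64 of 276 genes (adjusted p = 1.72e-08) of class A rhodopsin-like receptors, 24 of 98 genes (adjusted p = 3.58e-03) of interferon gamma signaling and 44 of 242 genes (adjusted p = 5.0e-03) of cytokine signaling in the immune system. Those of Atp6v1b1Cre held 30 of 276 genes (adjusted p = 2.90e-05) of class A rhodopsin-like receptors. Biological oxidations, among downregulated genes of Atp6v1b1Cre, did not pass, with 13 of 179 genes (adjusted p = 0.0123). With DESeq2 in place of edgeR it passed, with 14 of 179 genes (adjusted p = 8.51e-03). KEGG and WikiPathways were not analysed here.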

Many genes activated by volume depletion were in fact inhibitors of inflammatory pathways (Figure 2E and Figure 6).

In sum, RNA pulldowns from the intact kidney showed that ischemia generated immune and clotting reactions and matrix turnover in the collecting ducts, data echoed in the proximal tubule by the enrichment of cytokine and immune signaling. In contrast, volume depletion reset metabolic parameters and produced inhibitors of inflammation. The reciprocal nature of the data sets suggests that ischemic changes in sCr are distinct from volume-induced changes in sCr.

### Snapshots of RNA.

Given that 4-TU labels only RNA undergoing synthesis during the pulse of 4-TU (a 4-hour period), the Uprt technique can provide snapshots of gene expression in response to a stimulus. Since the collecting duct is sensitive to volume depletion, we restricted access to food and water for variable lengths of time (24, 48, or 72 hours). Utilizing preliminary information from unbiased Uprt pulldowns (Supplemental Tables 4 and 7), we selected a series of volume-activated genes and quantified their expression by 4-TU labeling of the kidney at 24, 48, and 72 hours followed by thio-biotinylation, RNA isolation, and RT-qPCR. Most commonly, genetic activation peaked 1 day after the initiation of dietary restriction, but then decayed despite continued restriction (Figure 2E). Hence, Uprt RNA pulldown can be used to identify time-sensitive changes in the transcriptome.

To further test the value of Uprt, we applied the same protocol of volume depletion to both *Atp6v1b1Cre Rosa^Uprt/+^* mice and *Atp6v1b1Cre Rosa^nT-nG/nT-nG^* mice. However, rather than extract nascent intercalated cell RNA directly from the intact *Atp6v1b1Cre Rosa^Uprt/+^* expressing kidneys, intercalated cells from *Atp6v1b1Cre Rosa^nT-nG/nT-nG^* mice were first isolated by kidney dissociation and FACS prior to total RNA extraction. We compared the same genes in the 2 preparations by RT-PCR (Figure 2E and Supplemental Figure 6). While the nascent Uprt RNA pool demonstrated a discrete spike in gene expression on day 1 of volume depletion (e.g., *Irs2*, *Foxo3*, *Dusp1*, *Socs3*, *Zfp36*, *Cebpd*, *Gadd45b*), it was blunted or not apparent at all in RNA isolated from sorted cells. The data suggest that Uprt labeling enhances detection of initial responses that may be less evident in the steady-state RNA pool.

## Discussion

### The Uprt method.

We have adapted the Uprt method developed by Gay et al. (27, 28) to identify the transcriptional responses of kidney cells. Uprt RNA tagging is a particularly powerful tool for the study of acute kidney diseases because it identifies dynamic changes in gene expression by labeling nascent RNA in a brief time interval using a short pulse of 4-TU. In addition, because we subcloned the Uprt enzyme into the Rosa26 locus, *Uprt* can be expressed in any cell of the mouse. Targeted expression is then achieved by removal of the transcriptional stop cassette *PGK-neo-pA-3xpA* by a cell-specific Cre driver. Consequently, the Uprt method permits spatial characterization of gene expression — even in neighboring cells — such as principal and intercalated cells. In addition, this method is sensitive enough to allow for purification of RNA transcribed in rare or dispersed mammalian cell types, such as intercalated cells. Because the technique identifies only actively transcribed RNA, it enhances the identification of stimulus-induced transcripts, providing a useful method to analyze gene expression in tissue injury, which can be limited or patchy in distribution.

It is important to note that the Uprt method does not require overexpression of an endogenous protein that could have deleterious effects. It has no effect on mouse viability and a negligible effect on gene expression of the Uprt construct (27, 28). Furthermore, the technique allows transcriptional labeling of specific cells within intact renal tissues, thus preserving cell interactions and organ physiology without designing freezing protocols, RNA preservatives, or cell dissociation and isolation technologies developed for single-cell assays, nor is there a need for kidney dissection, tubule isolation, or FACS purification to enrich for a specific cell type. A single pulldown from a single kidney is sufficient to generate adequate amounts of RNA for RNA sequencing, even from a minor cell population, and hence there is no need to pool separate batches. In sum, in contrast to dissociation-based methods, where the concern is that the process of purification may trigger a number of changes in gene expression and cause cell stress and death (35, 36), Uprt tagging avoids these additional injuries. As a result, the detection of gene expression is more likely to reflect physiologic responses to stimuli, rather than changes due to the processing of tissues. The strengths and weaknesses of different technologies of identifying cell-specific transcripts are compared in Supplemental Figure 7.

Uprt tagging is complementary to other RNA purification methods such as translating ribosome affinity purification (TRAP) (35). TRAP measures total RNA species stable enough to undergo translation, while Uprt measures snapshots of kinetically active transcription. In addition, whereas TRAP can only label mRNA, Uprt tagging has the potential to purify time-resolved mRNA, noncoding RNA, miRNA, and rRNA (27, 28). Nonetheless, despite these and other technical differences between models, approximately 50% of Hoxb7Cre-driven, Uprt-labeled transcripts induced by ischemia were also found in the Hoxb7Cre-driven Ribotrap gene set (*P* overlap = 0.008) (25). The overlap was specific because no other condition (such as volume stimulation of the kidney) measured by Uprt labeling overlapped with the Ribotrap ischemic set (*P* overlap = NS). The comparison also confirmed the expression of a number of genes known to be associated with ischemic collecting ducts, including *Lcn2* (Ngal), *Timp1*, and *Clu* (clusterin) and revealed unexpected modulation of *Alb* (albumin; typically a serum protein), *Havcr1* (Kim-1) and *Krt20* (both typically associated with the ischemic proximal tubule), and *Lif* and *Crlf* (which can drive tubulogenesis) transcripts.

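Havcr1, on chromosome 11 from 46739822 to 46779578, went from 3.05 ± 1.86 CPM (SD, n = 4) to 133 ± 97.0 CPM (SD, n = 4) after ischemia in Hoxb7Cre and from 1.98 ± 1.62 CPM (SD, n = 4) to 126 ± 156 CPM (SD, n = 3) in Atp6v1b1Cre. Its log2 fold changes were 5.45 (standard error 0.84, adjusted p = 8.91e-04) and 6.03 (standard error 0.89, adjusted p = 6.78e-04). Without one library they ran from 4.99 to 5.92 and from 4.32 to 6.74. Krt20, on chromosome 11 from 99428385 to 99438153, went from 2.22 ± 0.443 CPM (SD, n = 4) to 21.3 ± 11.7 CPM (SD, n = 4) in Hoxb7Cre, a log2 fold change of 3.26 (standard error 0.70, adjusted p = 8.51e-03). In Atp6v1b1Cre the change was 3.57 (standard error 0.71, adjusted p = 4.27e-03), with control replicate 9 apart from the other controls at 9.64 CPM. Without one library Krt20 ran from 2.81 to 3.49 in Hoxb7Cre and from 1.65 to 4.53 in Atp6v1b1Cre. Lcn2, on chromosome 2 from 32384637 to 32387739, was at 10.9 ± 3.53 CPM (SD, n = 4) in Hoxb7Cre controls and 74.6 ± 71.9 CPM (SD, n = 4) after ischemia. Timp1, on chromosome X from 20870166 to 20874737, was at 0.197 ± 0.139 CPM (SD, n = 4) and 2.1 ± 1.75 CPM (SD, n = 4). Clu passed the threshold in neither driver, at 0.97 (adjusted p = 0.0968) in Hoxb7Cre and 1.13 (adjusted p = 0.0558) in Atp6v1b1Cre. Neither did Alb, at 0.78 (adjusted p = 0.369) and -1.39 (adjusted p = 0.103). Lif was at 2.91 (adjusted p = 9.98e-03) in Hoxb7Cre and 1.36 (adjusted p = 0.19) in Atp6v1b1Cre. Among females alone its Hoxb7Cre value after ischemia was -0.74, where most controls are of another library series than the injured mice. Volume depletion in males gave Lif a log2 fold change of 3.32 in Hoxb7Cre and 0.77 in Atp6v1b1Cre, so its rise was not particular to ischemia.

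**Figure D3:**
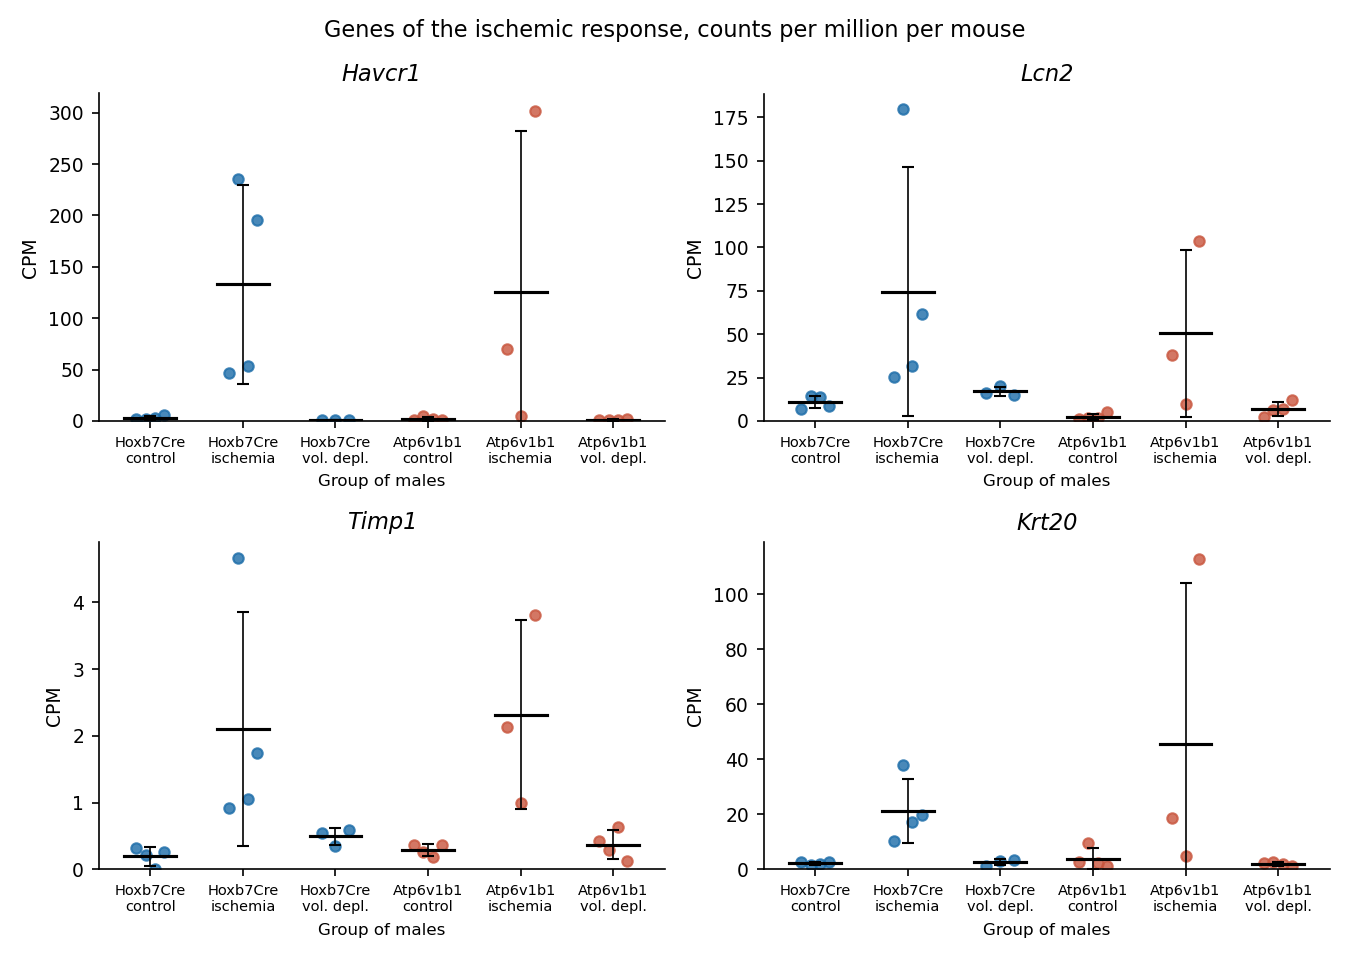
CPM of genes in each of the 22 males, with a point per mouse, the mean as a line and the SD as a bar. Havcr1 averaged 133 CPM in ischemic and 3.05 CPM in control Hoxb7Cre mice.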

The Uprt-labeled RNA pools also overlapped with our published laser capture microdissection (LCM) RNA-Seq of large kidney regions subjected to ischemic and volume-depleted conditions (9). By surveying Kyoto Encyclopedia of Genes and Genomes (KEGG), Reactome, and WikiPathways, we found that 50% of pathways were identical in the 2 RNA-Seq databases. In short, Ribotrap and LCM provided complementary data to Uprt snapshots of nascent transcription. While these data supported our analyses, they also demonstrated that the nascent RNA pool differed from the steady-state RNA pool, implying a higher sensitivity to detect early and acute gene expression (Figure 2 and Supplemental Figure 6).

While the Cre-driven tagging of actively transcribed RNA allowed us to characterize the immediate transcriptional response to noxious stimuli in vivo, it also implied certain limitations. First, the Uprt method, by definition, may overrepresent uracil-rich RNA, and this might affect studies requiring absolute quantification and comparison between different genes. These limitations were not problematic here since our focus was on relative changes in the expression of each gene individually, though this consideration may influence the use of pathway and other types of data analyses where the relative weighting of multiple genes is relevant. Second, and most important, the method is not representative of the transcriptome since it enriches for nascent transcripts only and therefore may not fully map onto steady-state databases, such as TRAP or single-cell analyses. For example, if a transcript demonstrates rapid turnover, then it could be highly represented at some point after a stimulus in a Uprt RNA-Seq pulldown but potentially not in steady-state RNA-Seq if the transcript is also rapidly degraded. In other words, it is conceivable that labeling nascent transcripts may represent higher RNA turnover rather than higher levels of translatable RNA. In this light, it is essential to account for baseline differences in expression kinetics with control mice by performing identical pulldowns at the same time as the experimental model. Yet, even then, one must still consider that expression kinetics is likely to vary between different genes, potentially again limiting gene-to-gene comparisons. We suggest that once snapshots of candidate transcripts are identified by serial Uprt assays, their abundance at time points of interest are further analyzed by PCR or other techniques starting with bulk or translatable RNA. In this regard, the Uprt method may be complementary to the TRAP method.

A second set of limitations of the Uprt method is the need to fully characterize the Cre driver. The resolution of Uprt data is determined by the boundaries of Cre expression, and in most tissues, it seems likely that an average profile of similar cells will be obtained. For example, we previously identified a double-positive subset of intercalated cells (Atp6v1b1^+^Aqp2^+^) using lineage tracing, gene knockout, and immunocytochemistry, while other authors identified similar “transitional cells” using single-cell technology (20, 36, 37). In contrast to the single-cell approach, the Uprt method is less likely to distinguish double-positive transitional cells from definitive intercalated cells, unless a specific double-positive transitional cell promoter is identified and amenable to drive Cre. Thus, Uprt and single-cell analyses provide different types of data resolution, namely enhanced kinetic information and enhanced subsegment spatial information, respectively. Indeed, comparison of these technologies is useful because it seems that rapid turnover of RNA in untreated kidneys best overlaps with the double-positive subset of intercalated cells (Xu, Kiryluk, Sims et al., unpublished observations).

Despite limitations imposed by the Cre driver, the Uprt method is an important method to detect differentially timed responses. For example, in the well-characterized response of macrophages to lipopolysaccharide (LPS), response genes are grouped into primary and secondary cohorts (38–40). Primary response genes are preloaded with polymerase II, which constitutively produces low levels of full-length unspliced transcripts. Transcription is regulated at postinitiation steps, and within 1 hour of exposure to LPS, productive elongation generates mature, protein-coding transcripts (41). In contrast, induction of secondary response genes is delayed, since they are regulated by a mechanism that requires new protein synthesis and chromatin remodeling (42). The Uprt method may be very well suited for a kinetic analysis of this pathway, since inoculation with 4-TU can be given at any time after application of LPS; therefore, labeling immediately after injury can be compared with labeling at a later time point to compare primary response genes with secondary response genes.

Since Uprt is permanently activated in the initial cell type by a specific Cre driver, and in all of its descendants, the method might identify changes in cell identity if pulses of 4-TU are administered at different times after a stimulus. If an injured cell does not revert to baseline, but rather expresses genes inappropriate for the initial cell type defined by the Cre driver, then the labeled RNA cohort would change from a Cre-appropriate gene set into a Cre-inappropriate gene set. These unexpected genes may be involved with repair or the redifferentiation of the cell, for example during epithelial-to-mesenchymal transition.

### Stimulus-specific and cell-specific responses.

The Cre-driven Uprt method describes a kinetic and spatially restricted approach to non-steady-state cellular responses. Given that acute injury of any tissue represents a non-steady-state condition, we applied the Uprt method to examine snapshots of RNA to identify acutely regulated transcripts.

We found that the acute response of the kidney was stimulus specific, cell specific, and time dependent, which could not be defined by the level of sCr alone. More than 30 years ago, Zager et al. demonstrated that measurements of tubular cell energetics were preserved in models of volume depletion but not in acute ischemic diseases of the kidney (40). More recently, work with mouse models (9, 41) provided further evidence for stimulus-specific transcriptomic responses. For example, we found that while both ischemic and volume-depleted collecting ducts expressed a variety of inflammatory molecules, it was notable that the volume-depleted model expressed many types of cytokine and inflammatory inhibitors as well as cell survival molecules (Figure 2). These included JAK/STAT inhibitors (*Cish*, *Socs2*, *Socs3*; refs. 42–46), MAPK inhibitors (*Dusp1*, *Spry1*,*2*,*4*; refs. 47–52), transcriptional inhibitors of inflammation (*Foxo3*; refs. 53–55), cell cycle arrest and survival under stress regulators (*Gadd45g*, *Gadd45b*; refs. 56–60), additional apoptotic suppressors (*Irs*, *Nfil3*; refs. 61–63), metabolic regulators of carbon metabolism and energy generation (*Pdk4*, *Nmrk1*, *Cebpd*; refs. 64–68), and most interestingly, *Zfp36*, an RNA-binding protein implicated in the destruction of cytokine transcripts containing AU-rich elements (69, 70). 

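In Hoxb7Cre volume depletion took Dusp1, on chromosome 17 from 26505591 to 26508472, from 107.8 ± 53.6 CPM (SD, n = 4) to 1095 ± 188 CPM (SD, n = 3). Its log2 fold change was 3.34 (standard error 0.36, adjusted p = 5.84e-07), and -0.28 (standard error 0.32, adjusted p = 0.67) after ischemia. Foxo3, on chromosome 10 from 42181845 to 42276695, went from 112 ± 24.5 CPM (SD, n = 4) to 751 ± 125 CPM (SD, n = 3), a change of 2.74 (standard error 0.20, adjusted p = 1.89e-08). Zfp36, on chromosome 7 from 28376784 to 28379228, changed by 3.64 (standard error 0.40, adjusted p = 6.23e-07). The direct test of ischemia against volume depletion gave -3.63 (adjusted p = 3.61e-07) for Dusp1, -2.67 (adjusted p = 9.77e-09) for Foxo3 and -3.60 (adjusted p = 8.41e-07) for Zfp36. In Atp6v1b1Cre their responses to volume depletion were 2.10 (adjusted p = 3.42e-04), 1.45 (adjusted p = 4.17e-05) and 2.21 (adjusted p = 4.76e-04), and those to ischemia -1.19 (adjusted p = 0.0409), -1.48 (adjusted p = 4.65e-04) and -0.78 (adjusted p = 0.221). Cish, on chromosome 9 from 107296659 to 107302784, passed the threshold in Atp6v1b1Cre, at 4.02 (standard error 0.39, adjusted p = 1.80e-06), from 22.9 ± 3.78 CPM (SD, n = 4) to 372 ± 275 CPM (SD, n = 4), and not in Hoxb7Cre, at 0.47 (standard error 0.37, adjusted p = 0.368). Of the other genes, Socs3 and Spry4 were raised by both stimuli in Hoxb7Cre, Socs3 by 2.20 (adjusted p = 0.0238) and 4.21 (adjusted p = 1.59e-05) and Spry4 by 1.13 (adjusted p = 0.0145) and 3.38 (adjusted p = 5.04e-08). Among females alone the ischemic values were -2.07 and -2.09, where most controls are of another library series than the injured mice. Volume depletion raised the rest in Hoxb7Cre, from 1.23 (adjusted p = 1.50e-03) for Spry2 to 4.18 (adjusted p = 3.98e-05) for Cebpd. In Atp6v1b1Cre Spry2 did not pass the fold change threshold, at 0.83 (adjusted p = 0.0366), and the rest ran from 1.20 (adjusted p = 0.0121) for Spry1 to 4.34 (adjusted p = 1.70e-05) for Socs2.

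**Figure D4:**
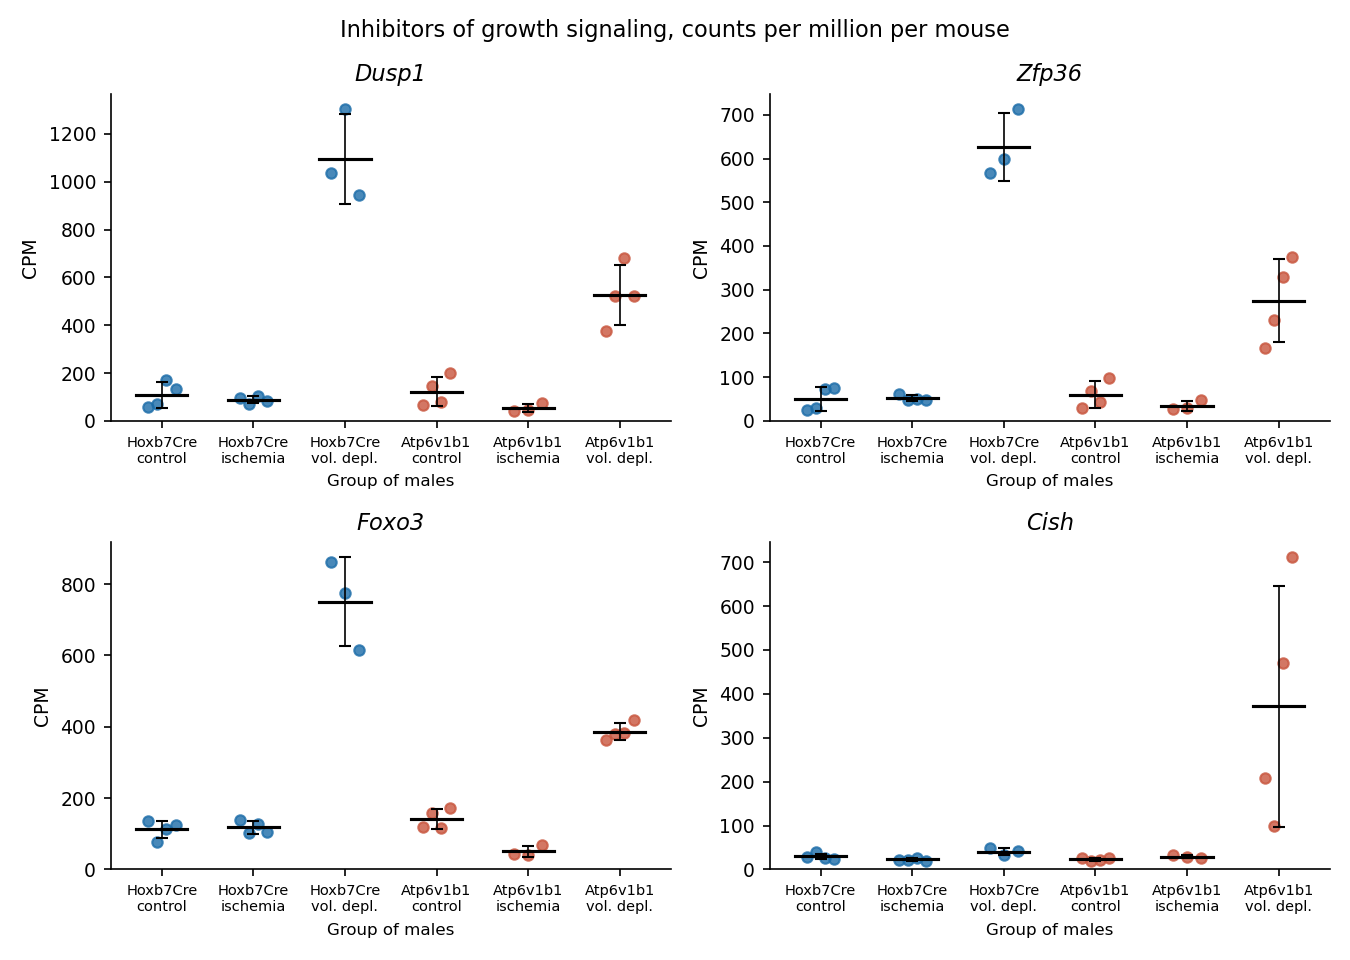
CPM of inhibitors in each of the 22 males, with a point per mouse, the mean as a line and the SD as a bar. Dusp1 averaged 1095 CPM in volume-depleted and 107.8 CPM in control Hoxb7Cre mice.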

The robust upregulation of these transcripts suggested a form of adaptation and cellular protection present in the volume-depleted collecting duct but not in the ischemic tubule.

The identification of unique cell- and stimulus-dependent transcriptional responses will reveal secreted urine and plasma proteins that may provide noninvasive means of detecting rapidly evolving cellular damage. We have previously identified several secreted proteins in the urine and plasma as markers of cellular injury (71, 72). We found that similar to Yuen et al. (41) and Xu et al. (9), transcript levels of secreted proteins distinguished ischemic and volume-depleted states (Supplemental Table 11; *q* < 0.01). 

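After ischemia the log2 fold change in Hoxb7Cre pulldowns was 2.78 (standard error 0.63, adjusted p = 0.0107) for Lcn2 and 3.35 (standard error 0.61, adjusted p = 2.79e-03) for Timp1. In Atp6v1b1Cre these were 4.41 (standard error 0.71, adjusted p = 1.07e-03) and 2.93 (standard error 0.59, adjusted p = 4.68e-03). Without one library Lcn2 ran from 1.84 to 3.07 in Hoxb7Cre and from 3.36 to 5.11 in Atp6v1b1Cre. Il34 was at 1.98 (adjusted p = 7.37e-05) in Hoxb7Cre and 1.61 (adjusted p = 7.28e-04) in Atp6v1b1Cre, and Mmp7 at 2.13 (adjusted p = 0.0355) and 2.72 (adjusted p = 0.021). Mmp8 and Cxcl5 passed the threshold in Hoxb7Cre, at 3.26 (adjusted p = 0.035) and 4.56 (adjusted p = 4.74e-03), from control libraries of at most 3 counts each. In Atp6v1b1Cre they did not, at 2.05 (adjusted p = 0.0743) and 2.33 (adjusted p = 0.0578). None of these genes passed it after volume depletion. Lcn2 was then at 0.66 (adjusted p = 0.46) in Hoxb7Cre and 1.52 (adjusted p = 0.135) in Atp6v1b1Cre, and Timp1 at 1.27 (adjusted p = 0.184) and 0.29 (adjusted p = 0.839). Among females alone Il34 was at -0.10 after ischemia in Hoxb7Cre, where most controls are of another library series than the injured mice. The Atp6v1b1Cre controls held at most 3 counts of Mmp7 per library.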

Most notably, we found a number of secreted protein-coding genes that were activated by ischemia and detected with both Atp6v1b1Cre and Hoxb7Cre but that were not appreciably activated by volume depletion (*Lcn2*, *Mmp7*, *Mmp8*, *Cxcl5*, *Timp1*, *Il34*). Conversely, we found secreted protein-coding genes that were activated by volume depletion, but they were not appreciably activated or were inhibited by ischemia (*Wnt11*, *Wnt8b*). Hence, not only pathway analyses, but also distinct profiles of secreted proteins, confirmed the intrinsic differences between ischemia and volume depletion despite reduced renal excretory capacity in both cases. Therefore, the analysis of secreted proteins identified by Uprt may provide diagnostic biomarkers that differentiate tubular injury and volume depletion. 

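Wnt11, on chromosome 7 from 98835084 to 98854747, was at 0.461 ± 0.239 CPM (SD, n = 4) in Hoxb7Cre controls, 0.241 ± 0.0936 CPM (SD, n = 4) after ischemia and 9.48 ± 3.13 CPM (SD, n = 3) after volume depletion. Its log2 fold changes were -0.90 (standard error 0.69, adjusted p = 0.509) and 4.35 (standard error 0.56, adjusted p = 4.03e-06). In Atp6v1b1Cre they were -2.08 (standard error 0.69, adjusted p = 0.063) and 1.74 (standard error 0.50, adjusted p = 0.0213). Wnt8b was at 2.30 (standard error 0.58, adjusted p = 3.34e-03) after volume depletion in Hoxb7Cre and did not pass the threshold in Atp6v1b1Cre, at 1.52 (standard error 0.55, adjusted p = 0.0634). After ischemia it was at -0.10 (adjusted p = 1) and -0.37 (adjusted p = 0.789).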

Consistent with these findings, we previously found that serum NGAL also contributes to urinary NGAL as a result of kidney injury, but not volume depletion (73, 74). However, further investigation of serum NGAL is required (22, 74, 75) because proteinuria and NGAL fail to correlate reproducibly in different diseases (34, 76), human (aggregates) and mouse (monomer) NGAL have biochemical and structural differences (74, 76), and the transplantation of Ngal-KO kidneys into WT mice suppressed urinary Ngal (22), while WT kidneys transplanted into Ngal-KO mice generated serum Ngal. These types of analyses should be generally applied to all biomarker candidates.

### “Two-hit” hypothesis.

While genetic and molecular evidence point to distinct pathological entities, clinically, volume depletion and ischemia are aggregated into the single diagnostic group called “AKI.” Although this may be a consequence of the problems of diagnostic criteria based solely on sCr and urine output, it also leads to the question of whether volume-induced elevation of sCr is simply an attenuated form of ischemia-induced changes. In other words, because clinical experience suggests that volume depletion that is severe enough or prolonged enough (e.g., hypovolemic or cardiogenic shock) may lead to structural tubular injury (formerly known as acute tubular necrosis or ATI), the question arises as to whether outside of these catastrophic settings, the 2 states represent a continuous spectrum, or independent states of excretory dysfunction (77). We favor the latter hypothesis because our mouse models were subjected to volume depletion as severe and prolonged as possible and elevated sCr to a level greater than the ischemic set, and yet volume and ischemic transcriptional profiles were still distinct. Furthermore, we found that volume-stimulated genes normalized within 24 hours of volume repletion (9), suggesting that these genes constitute an appropriate homeostatic response to extracellular fluid volume depletion without tubular cell damage. Taken together, our findings argue against a “spectrum of injury” model, but rather suggest that the progression from volume depletion to ischemia may require a “second hit.”

The notion of a “two-hit model” is consistent with results of animal studies as well as with well-known clinical phenomena. In healthy animals, for instance, suprapharmacologic doses of gentamicin are needed to cause tubular necrosis. When combined with additional insults, such as volume depletion, however, clinically relevant gentamicin doses are sufficient to cause kidney damage (78). Myoglobin nephrotoxicity follows a similar pattern: its toxicity is enhanced by volume depletion or prostaglandin synthesis inhibition (79). Similar phenomena have been recognized in clinical practice. It is well known, for example, that intravascular volume depletion is a risk factor for nephrotoxicity of chemotherapeutic agents (80), precipitation of light chains (81), as well as numerous other agents such as NSAIAs, aminoglycosides, and amphotericin B (82). The recognition of volume depletion as a predisposing factor for radiological contrast-induced nephropathy has led to the study of extracellular volume expansion as a successful strategy to minimize risk (83) and eventually shaped practice guideline recommendations (84). Furthermore, it is interesting to note that tubular injury is an unusual complication of intravascular volume depletion states such as heart failure (85) or cirrhosis in the absence of other secondary causes of injury such as aminoglycoside therapy or hypotension secondary to blood loss (86). All of these examples suggest that the classical “two-hit” model might provide a conceptual model that is closer to clinical phenomena than a continuum or “spectrum of injury” model.

As a preliminary exercise to test the relevance of the distinction between ischemic and volume-depleted models, we repeated the volume depletion protocol in *Zfp36*-knockout mice. *Zfp36^–/–^* mice (Supplemental Figure 8) have chronic inflammatory disease marked by elevated interleukins (87, 88) but without overt tubular damage (based on urinary biomarkers, immunocytochemistry for Kim-1, and normal sCr levels). *Zfp36* was also markedly elevated in the volume-depleted model (Figure 2E), suggesting that it may have a role in reducing inflammatory responses. However, volume depletion in *Zfp36^–/–^* mice (~18% loss in body weight) not only demonstrated the clinical characteristics of volume depletion (elevated BUN and plasma sodium), along with a potential marker of volume depletion, high–molecular weight *Pappa2* (9) (Supplemental Figure 8B), but also activated classical markers of ischemic tubular damage, which were not expressed in wild-type volume-depleted mice or in the *Zfp36^–/–^* controls. These included urinary Ngal and Kim-1 immunostaining (Supplemental Figure 8, C and D; uncut gel, Supplemental Figure 9). These preliminary data reinforce the notion that elevations of sCr represent independent stable disease entities and that a “second hit” changes the transcriptional output. They are consistent with many types of clinical experiences that suggest a synergistic effect between different types of stimuli. This reasoning may explain the variable distribution of *LCN2* (NGAL) beyond the collecting ducts and limbs of Henle in different kidney biopsies and mouse models (Figure 1). Whether the combination of chronic inflammatory disease with other insults leads to a molecular and cellular phenotype equivalent to ischemia or to a phenotype that represents a third, hybrid phenotype will be solved by kinetic and steady-state RNA analyses in the future.

In summary, Uprt RNA tagging is a powerful technique that provides time-resolved snapshots of RNA expression in a single cell type or kidney segment. The application of this technique to the study of acute failure of the kidney’s excretory function reveals a remarkably fine-tuned response: rather than a singular final common pathway (Figure 1), (*i*) a stimulus can activate different genes in different cells (Figures 1, 5, and 6), (*ii*) a different stimulus can induce different sets of genes, and (*iii*) the patterning of gene expression is transient (Figure 2E). A complete spatial and temporally resolved map should help develop approaches to precisely phenotype acute kidney diseases.

## Methods

### Animal models.

The cDNA of *Uprt* from *Toxoplasma gondii* (*T*. *gondii*) was inserted by LR Gateway conversion reaction into a Rosa26 targeting vector, *pBigT-DEST*. The final targeting vector was verified by sequencing and restriction digestion. *Uprt*-knockin mice were generated by standard homologous recombination in mouse embryonic stem (ES) cells (KV1 ES line, a 129B6N hybrid ES line, Columbia University Herbert Irving Comprehensive Cancer Center: Genetically Modified Mouse Models Shared Resource) and blastocyst injection of targeted ES cells into C57BL/6J blastocysts (mice from The Jackson Laboratory) to generate germline chimeras. The presence of transcriptional stop cassette *PGK-neo-pA-3xpA* prevented downstream *Uprt* cDNA expression, while mating with mice expressing tissue/cell-specific Cre activated the expression of *Uprt* cDNA in a cell-specific manner. Because mammalian cells do not have functional *Uprt*, cell-specific expression of *T*. *gondii Uprt* allowed incorporation of 4-TU (MilliporeSigma) in nascent mRNA in the Cre-targeted cells. To isolate the labeled mRNA, transcripts were thio-biotinylated in vitro and isolated on streptavidin beads (Miltenyi Biotec) for RNA-Seq. The *Rosa^Uprt/+^* mice were backcrossed with C57BL/6J for 5 generations and maintained as *Rosa^Uprt/Uprt^*. They were bred with Hoxb7Cre, Atp6v1b1Cre, and *Lrp2^CreERT2/+^* (see below) to generate *Hoxb7Cre Rosa^Uprt/+^*, *Atp6v1b1Cre Rosa^Uprt/+^*, and *Lrp2^CreERT2/+^ Rosa^Uprt/+^*, respectively.

We created *Lrp2^CreERT2/+^* by recombineering, replacing the translational STOP (TAG) with P2a-CreERT2-frt-neo-frt cassette. The modified bacteria artificial chromosome clone was confirmed by junctional PCR and sequenced across the P2a-CreERT2-frt-neo-frt cassette as well as the 5*′* and 3*′* of the insertion site. The *Lrp2^CreERT2/+^* mice were then generated by standard homologous recombination in mouse ES cells and blastocyst injection of targeted ES cells. The P2a sequence allows expression of *Lrp2* and *CreERT2* from the same allele. The Neo cassette was removed by crossing Actin-Flpe mice (The Jackson Laboratory), and the resulting *Lrp2^CreERT2/+^* mice were maintained as homozygotes (Supplemental Figure 5).

For RNA-Seq, both sexes were used at 5 months old, while 3-month-old mice were used for all other experiments. To ubiquitously label all cells in the mouse, we deleted the stop cassette by breeding the *Rosa^Uprt/Uprt^* mouse with the *EIIaCre* mouse (The Jackson Laboratory strain 003724) (89) and subsequently removed the EIIaCre to obtain a mouse line called *Rosa^UprtdSTOP/+^*. *Zfp36^–/–^* (90) (gift from Perry Blackshear, Department of Biochemistry, Duke University, Durham, North Carolina, USA), *Hoxb7Cre* (91) (The Jackson Laboratory strain 004692), *Atp6v1b1Cre* (92) (gift from Raoul Nelson, Division of Nephrology, Department of Pediatrics, University of Utah, Salt Lake City, Utah, USA), *Rosa^mTmG/mTmG^* (93) (The Jackson Laboratory strain 007676), and *Rosa^nT-nG/nT-nG^* (94) (The Jackson Laboratory strain 023035) mice were described previously. All primers for genotyping are listed in Supplemental Table 12.

For volume depletion, adult mice with known genotypes had restricted access to water and food for 24, 48, or 72 hours. For the ischemia/reperfusion injury model, adult mice were anesthetized with ketamine (100 mg/kg body weight) and xylazine (10 mg/kg body weight) and laparotomy was performed and both renal arteries were occluded with microvascular clamps for 10 minutes. During the procedure, the animals were warmed (36.5°C), and treated with 300 μL of sterile saline to compensate for volume losses.

### Validation of Cre drivers.

*Rosa^nT-nG^* 2-color fluorescent reporter mice were generated by breeding *Rosa^nT-nG^* mice with *Hoxb7Cre* or *Atp6v1b1Cre* mice to label collecting duct cells with GFP and untargeted kidney cells with red fluorescent protein (Tomato). Kidneys from *Hoxb7Cre Rosa^nT-nG/nT-nG^* reporter mice or *Atp6v1b1Cre Rosa^mTmG/mTmG^* reporter mice were harvested and digested using Multi Tissue Dissociation Kit 2 (Miltenyi Biotec). Quartered tissues were dissociated with Buffer X, Buffer Y, Enzyme P, Enzyme D, and Enzyme A using a MACS Dissociator (all from Miltenyi Biotec; 30 minutes at 37°C). Cells were collected by centrifugation (800*g* for 10 minutes), filtered (100- and 40-micron cell strainers from Falcon, Corning), and treated with live cell dye, Calcein Violet AM (0.5 μM, Thermo Fisher Scientific C34858). Live duct cells (Calcein AM^+^ and GFP^+^) were collected by BD FACSAria II Cell Sorter (Columbia University Flow Cytometry Core).

### Isolation of nascent RNA.

4-TU (MilliporeSigma 440736, 10 mg) was dissolved in DMSO (100 μL), diluted with shaking for 30 minutes in 50 mM Tris/HCl pH 8.8 (900 μL) at 50°C in the dark, and inoculated (430 mg/kg body weight; i.p.).

Nascent RNA was isolated by harvesting kidneys 4 hours after inoculation and performing 2 purification steps. Total RNA (~250–400 μg RNA per kidney) was first isolated from kidneys by homogenization (PowerGen125; 30 seconds; maximal output; Thermo Fisher Scientific) in TRIzol (4 mL; Life Technologies 15596-026). Next, 4-TU–labeled RNA was biotinylated with a sulfhydryl-specific biotin reagent (EZ-link Biotin HPDP; 1 mg/mL, Pierce Biotechnology, 21341) dissolved in *N,N*-dimethylformamide (MilliporeSigma D4551) at 37°C. Thio-biotinylation was initiated by mixing 100 μg of total RNA with the EZ-link Biotin HPDP reagent (final concentration: 0.2 mg/mL) in 1 mL of 10 M Tris/HCl at pH 7.5 with 1 mM EDTA (25°C). The reaction was terminated after 3 hours by removing free biotin with chloroform extraction (twice) and then solubilizing RNA in water (65°C; 10 minutes). Thio-biotinylated RNA was purified with streptavidin beads (100 μL, Miltenyi Biotec, 130-074-101) and magnetic columns (Miltenyi Biotec, 130-042-602). The beads were washed (100 mM Tris at pH 7.5, 10 mM EDTA, 1 M NaCl, 0.1% v/v Tween 20) at 65°C (3 washes) and at 25°C (3 washes), and thio-biotinylated RNA was then eluted with 5% (v/v) β-mercaptoethanol in 100 μL water. The RNA was concentrated with RNeasy MinElute Cleanup Kit (Qiagen, 74204) and stored in water (–80°C).

Concentrations of reagents were initially optimized by examining a range of Biotin HPDP (0, 50%, 100%, EZ-link) (Pierce Biotechnology, 21341) and a range of streptavidin beads (0, 50%, 100%, 200%), where 100% is the amount we currently utilize as per Gay and Doe (28). The capture of 4-TU–nascent RNA by the beads was measured by a Bioanalyzer (Supplemental Figure 2). The pulldown was optimal at 100% cross-linking reagent and 50% or 100% beads.

### RT-qPCR.

Biotinylated RNA purified from 200 μg total kidney RNA was subjected to DNase I treatment, followed by cDNA synthesis using random primers (Superscript III, Invitrogen). cDNA (2 ng) was used for quantitative PCR reactions (SYBR Select Master Mix, Thermo Fisher Scientific). Primers are listed in Supplemental Table 12.

### Human and mouse ISH.

ISH on FFPE human and mouse kidney tissues was performed using the chromogenic RNAscope 2.5 HD reagent kit (RED, ACD, catalog 322350) and the RNAscope 2.5 HD duplex reagent kit (ACD, catalog 322430) according to the manufacturer’s protocols. The following probes of interest were used in single or dual channel: Hs-LCN2 (catalog 559441; Supplemental Figure 1B without dilution) and Hs-LCN2-C2 (catalog 559441-C2; Figure 1, A and B, at 1:600; Supplemental Figure 1A at 1:3000), Hs-HAVCR1-O1 (catalog 538081; Figure 1B without dilution), Hs-AQP2 (catalog 434861; Figure 1, A and B, without dilution), Mm-Lcn2-C2 (catalog 313971-C2; Figure 1, C and D, at 1:1600 dilution), and Mm-Havcr1 (catalog 472551; Figure 1, C and D, at 1:25 dilution) (Supplemental Table 13). Briefly, tissue sections were deparaffinized and rehydrated with xylene and ethanol washes, blocked with hydrogen peroxidase, heated in target retrieval buffer, and digested by protease. The tissue sections were then incubated with RNAscope target probe(s) at 40°C in a hybridization oven for 2 hours. RNA signal was amplified using the kit’s amplification system conjugated to alkaline phosphatase and/or HRP, and signal was detected using chromogenic substrate solutions. Tissue sections were then counterstained with hematoxylin, dried in a 60°C oven, and mounted for image analysis. Bright-field images were captured using the Olympus IX73 inverted microscope under low (100×) and high (600×) magnifications.

### Dot blot.

Total RNA from *Rosa^Uprt/+^* and *EIIaCre Rosa^Uprt/+^* kidneys was thio-biotinylated in vitro, then spotted on zeta membranes. The thio-biotinylated RNAs were detected with streptavidin-HRP and visualized with ECL.

### Immunoblots.

Immunoblots were used to measure urinary Ngal with 4% to 15% sodium dodecylsulfate–polyacrylamide gel electrophoresis (Bio-Rad Laboratories) and detected using goat anti-mouse Ngal (1:1000; R&D Systems, catalog AF1857) and goat polyclonal HRP secondary antibodies (1:5000; Jackson ImmunoResearch, catalog 705-035-147) (Supplemental Table 13).

### Immunohistochemistry.

Mouse kidneys were fixed (4% paraformaldehyde/0.1 M phosphate buffer at 4°C overnight), transferred to 30% sucrose/0.1 M phosphate buffer (4°C overnight), and embedded in O.C.T. Compound (Tissue-Tek). Frozen sections of 20 μm were used for immunofluorescence staining with goat anti mouse Kim-1 (1:200; R&D Systems, catalog AF1817) and rabbit anti mouse Megalin (1:400; Abcam catalog ab76969) (Supplemental Table 13). Fluorescent secondary antibodies, Alexa Fluor 594–AffiniPure F(ab*′*)2 Fragment Donkey Anti-Goat and Alexa Fluor 488–AffiniPure F(ab*′*)2 Fragment IgG Donkey Anti-Rabbit IgG (1:1000; Jackson ImmunoResearch Laboratories), were used for Kim-1 and Megalin identification, respectively. All slides were costained with DAPI to identify nuclei.

### RNA-Seq.

RNA was quantified by Agilent 2100 Bioanalyzer with the RNA pico kit (Agilent 5067-1513). We submitted 300 ng of total RNA and 20–60 ng of purified biotinylated RNA to Columbia University Genome Center for poly(A) mRNA purification, library construction, and RNA-Seq (30 million reads; Illumina HiSeq 2000).

### Data analysis.

Illumina RTA was used to perform base calling, and CASAVA (version 1.8.2) was used for converting base call files (.BCL) to FASTQ format and for performing sequence adaptor trimming. Reads were then trimmed using Trimmomatic version 0.36 (LEADING: 10 TRAILING: 10 MINLEN:30) and then aligned to the mouse reference genome (mm10) using STAR aligner version 2.5.3a (default settings). Count tables were generated with HTSeq (version 0.6.1p2) using default settings. Gene expression levels were normalized to transcript length and library size (TPM). Transcripts with fewer than 2 counts across all samples were removed. Statistical analysis was performed in R (version 3.3.2), and additional Bioconductor packages were part of release 3.4. Data were deposited: Gene Expression Omnibus series GSE99084; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99084

### Identification of genes and pathways.

DEGs were identified using DESeq2 package (version 1.14.1) modeling for the sex, RNA pulldown, and treatment effects (design = ~sex + group, group represents the RNA and treatment). Pathway enrichment analysis was performed using our data set (padj < 0.01; log_2_ fold change ≥ 1) against KEGG (release 82.0), Reactome (version 60), and WikiPathways (version 20170510) databases. *P* values were calculated using hypergeometric distribution in R and corrected for multiple comparisons using the Benjamini-Hochberg procedure. The effects of batch and sex were displayed using principal component analysis (Supplemental Figure 4).

### Statistics.

All pairwise comparisons (e.g., transcript levels of genes between EIIaCre and HoxB7Cre, relative mRNA expression of genes in different cell types over time compared with day 0, and creatinine, BUN, and HCT for ischemia and volume depletion models compared with controls) were analyzed using 2-tailed Student’s *t* test. *P* values of less than 0.05 were considered statistically significant. All data are presented as mean ± SD.

### Study approval.

All mouse experiments were approved by the IACUC at Columbia University (protocol no. AC-AABG4552). This study was approved by the Institutional Review Board of Columbia University Irving Medical Center, New York, New York, USA (protocol no. AAAO2107).

## Author contributions

Order of co–first authors was assigned by the originator first, followed by data scientist and then experimentalist (mouse models). THS subcloned *Rosa Uprt* and *Lrp2^CreERT2^*, established the mouse models, and performed and analyzed most experiments with RNA extractions and RNA-Seq; KX, JS, ADL, CSL, SM, NP, MSG, EM, TG, NA, QYZ, FL, PIG, AB, and YL performed or analyzed mouse models of ischemia and volume depletion; JS, KX, JSS, AJ, SA, SKS, NPT, NP, and RB performed informatics and biomarker analyses; MC, KX, and VD evaluated human tissue and performed ISH; and KX, BDDO, KK, THS, and JB wrote the manuscript with the help of all the authors.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supplemental table 7

Supplemental table 8

Supplemental table 9

Supplemental table 10

Supplemental table 11

Supplemental table 12

Supplemental table 13

## Figures and Tables

**Figure 1:**
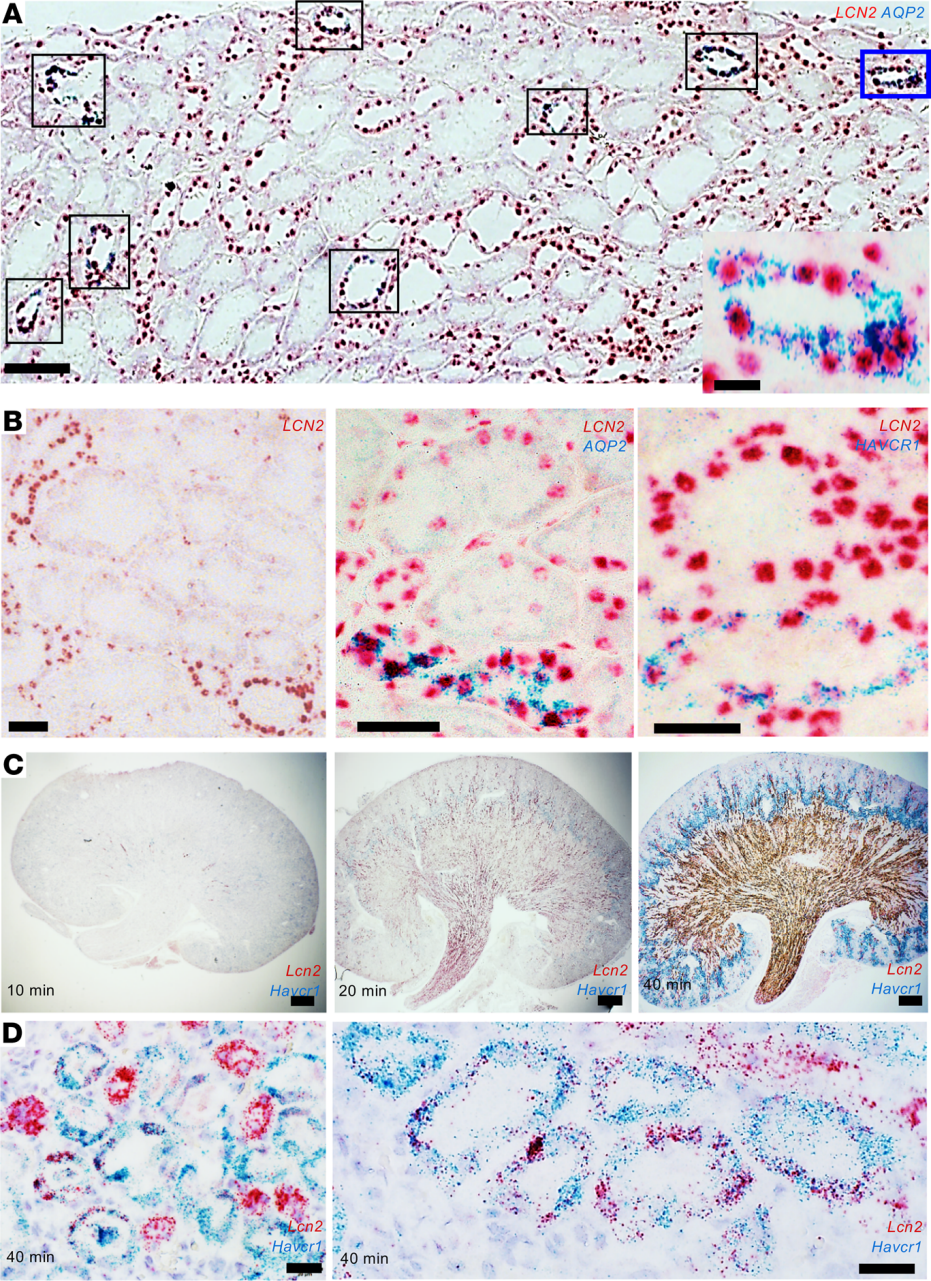
Patterning of gene expression. (**A**) Human kidney biopsy. Mild ATI due to NSAIA. *LCN2* (NGAL) is strongly expressed in *AQP2*^+^ collecting ducts (e.g., boxed tubules) containing both intercalated cells (*AQP2*^–^) and principal cells (*AQP2*^+^) expressing *LCN2* (NGAL). One tubule is outlined and shown in the inset. (**B**) Human kidney biopsies. Left: Ischemic ATI with hepatorenal syndrome. Middle: Nephrectomy — 18 minutes of warm ischemia followed by cold ischemia. Right: Delayed graft function and tacrolimus toxicity. Note *AQP2* (middle) and *HAVCR1* (KIM-1; right) mark collecting ducts and proximal tubules, respectively. Distal nephron segments consistently express *LCN2* (NGAL), but proximal tubule expression is variable. A total of 2 nephrectomies and 5 biopsies were analyzed. (**C**) Cross-clamping the mouse renal pedicle for 10–40 minutes resulted in the progressive broadening of *Lcn2* (Ngal) message throughout the medullary and cortical-medullary zones and *Havcr1* (Kim-1) message in the cortex and outer stripe of the outer medulla. (**D**) Severe ischemia (40 minutes) induced overlapping *Lcn2* (Ngal) and *Havcr1* (Kim-1) expression in the proximal tubule. ISH detected by RNAscope; red = *LCN2*; blue = *AQP2* or *HAVCR1* (KIM-1). Bars **A** = 100 μm; bars **A** (inset) = 10 μm; bars **B** = 50 μm; bars **C** = 500 μm; bars **D** = 20 μm.

**Figure 2:**
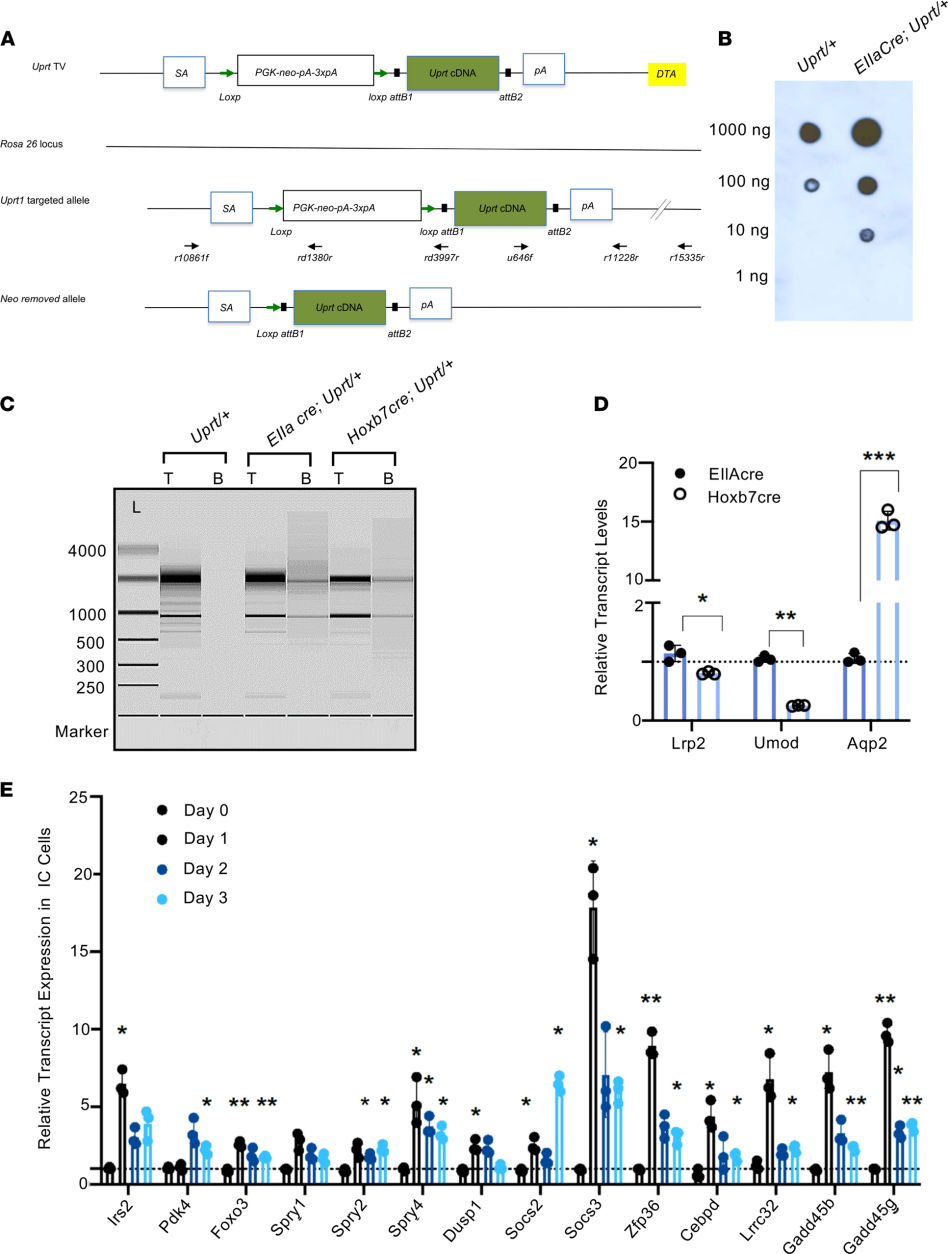
Cell- and time-specific labeling of nascent RNA by UPRT. (**A**) Uprt mice. A knockin vector was created with *Uprt* cDNA flanked by a floxed-stop cassette. *Rosa26^Uprt^* is expressed after Cre-mediated deletion of *PGK-neo-pA-3xpA*. *DTA*, diphtheria toxin A; *SA*, splicing acceptor; *pA*, poly(A) tail; TV, targeting vector. (**B**) Dot blot analysis of biotinylated RNA. Total RNA was extracted from kidneys of 3-month *Rosa^Uprt/+^* and *Rosa^Uprt/+^ EIIaCre* littermates, thio-biotinylated in vitro, and spotted on zeta membranes. The thio-biotinylated RNAs were detected with streptavidin-HRP and visualized with ECL. RNA isolated from *Uprt*-expressing kidneys (*EIIaCre Rosa^Uprt/+^*) was efficiently biotinylated. (**C**) Capture of nascent RNA from Uprt^+^ mice by magnetic beads. A total of 1 ng of total kidney RNA (T) and 0.14 ng of biotinylated RNA were loaded on RNA pico-chips and analyzed by Agilent 2100 Bioanalyzer. RNA size ladder (L) in nt at left. Note that ribosomal RNA was de-enriched in the biotinylated RNA pool. (**D**) Snapshots of nascent RNA. *Aqp2*, a collecting duct marker, was enriched in the *Hoxb7Cre Rosa^Uprt/+^* RNA pool compared with the *EIIaCre Rosa^Uprt/+^* pool, whereas markers of TALH and proximal tubule, *Umod* and *Lrp2*, respectively, were de-enriched. *Actb* was an internal control. Transcript levels in EIIaCre were set to 1. *P < 0.05; **P < 0.01; ***P < 0.001. Data represent mean ± SD. Student’s 2-tailed *t* test (*n* = 3 technical replicates). (**E**) Time-dependent gene expression. *Atp6v1b1Cre Rosa^Uprt/+^* mice (3 months old) were treated with water and food withdrawal for 0, 1, 2, and 3 days. 4-TU was administered and labeled RNA was isolated for reverse transcriptase quantitative PCR (RT-qPCR) after 4 hours. mRNA expression level of day 0 control was set as 1; *Actb* was a reference. Bonferroni-adjusted significance: *P < 0.05, **P < 0.01, ***P < 0.001 compared with day 0 control (2-tailed Student’s *t* test). *n* = 3 technical replicates. Data represent mean ± SD.

**Figure 3:**
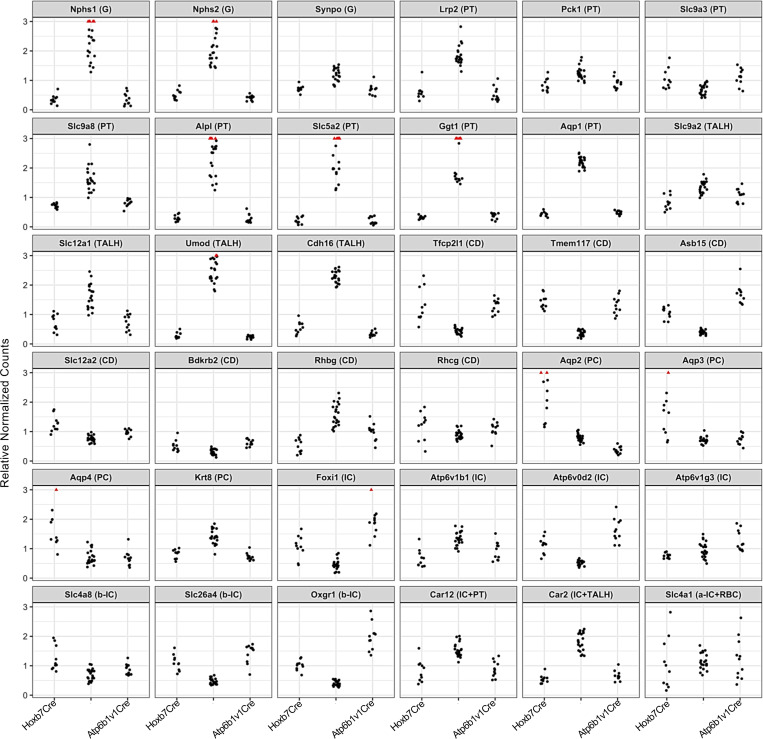
Enrichment of kidney segment markers in nascent RNA. Normalized counts (DESeq2) were plotted for 3 RNA pools (total kidney RNA; *Hoxb7Cre Rosa^Uprt/+^* and *Atp6v1b1Cre Rosa^Uprt/+^* pulldown RNA; respectively, *n* = 10, 21, 11 independent RNA samples). The *y* axis represents the ratio of counts per library size normalized for the average count of each gene across all samples. G, glomerulus; PT, proximal tubule; TALH, thick ascending limb of Henle; CD, collecting duct; PC, principal cells of the collecting duct; IC, intercalated cells of the collecting duct; α-IC, α-intercalated cells, β-IC, β-intercalated cells. Note the de-enrichment of most G, PT, and TALH markers and conversely the enrichment of PC markers by HoxB7Cre (*Aqp* *2*, *3*, *4*), IC markers by Atp6v1b1Cre (*Foxi1*, *Atp6v0d2*, *Atp6v1g3*, *Oxgr1*), and collecting duct markers in both pulldowns (*Rhcg*, *Slc4a8*, *Slc26a4*). Some genes failed to comply with their known status as a canonical marker, suggesting low rates of RNA turnover or incomplete characterization of their distribution, including *Slc9a3* (95). Alternatively, some genes are expressed in multiple segments of the kidney — *Rhbg* (96): connecting segment and CD; *Car12* (carbonic anhydrase 12) (32): PT and CD; *Car2* (carbonic anhydrase 2) (97): TALH and CD; *Slc4a1* (98): RBC and CD — and consequently demonstrated mixed patterns in RNA pulldowns. HoxB7Cre pulldown vs. total RNA: adjusted *P* (padj) < 10^–3^ (range: 3.0 × 10^–3^ to 2.2 × 10^–104^) for all genes except *Rhcg*, *Atp6v1g3*, *Slc4a1* (padj = NS). Atp6v1b1Cre pulldown vs. total RNA: padj < 10^–3^ (range: 7.7 × 10^–3^ to 2.07 × 10^–126^) for all genes except for *Rhcg*, *Slc4a1*, *Atp6v1b1*, *Slc9a2*, *Aqp3*, *Aqp4* (padj = NS).

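In the 42 control libraries Rhcg was at a log2 fold change of 0.41 (standard error 0.15, adjusted p = 0.0167) in Hoxb7Cre and 0.29 (standard error 0.15, adjusted p = 0.0803) in Atp6v1b1Cre. Its Hoxb7Cre value was 0.00 among females alone. Atp6v1g3 was at -0.38 (standard error 0.11, adjusted p = 3.75e-03) in Hoxb7Cre and 0.47 (standard error 0.11, adjusted p = 2.06e-04) in Atp6v1b1Cre. Slc4a1 passed the threshold in neither pool, at -0.15 (adjusted p = 0.664) and 0.04 (adjusted p = 0.917). Slc9a2 was lower in both, at -0.70 (adjusted p = 1.01e-06) and -0.33 (adjusted p = 8.53e-03). So were Rhbg, at -1.57 (adjusted p = 6.16e-10) and -0.66 (adjusted p = 9.53e-04), and Krt8, at -0.75 (adjusted p = 1.14e-09) and -0.97 (adjusted p = 3.56e-13).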

**Figure 4:**
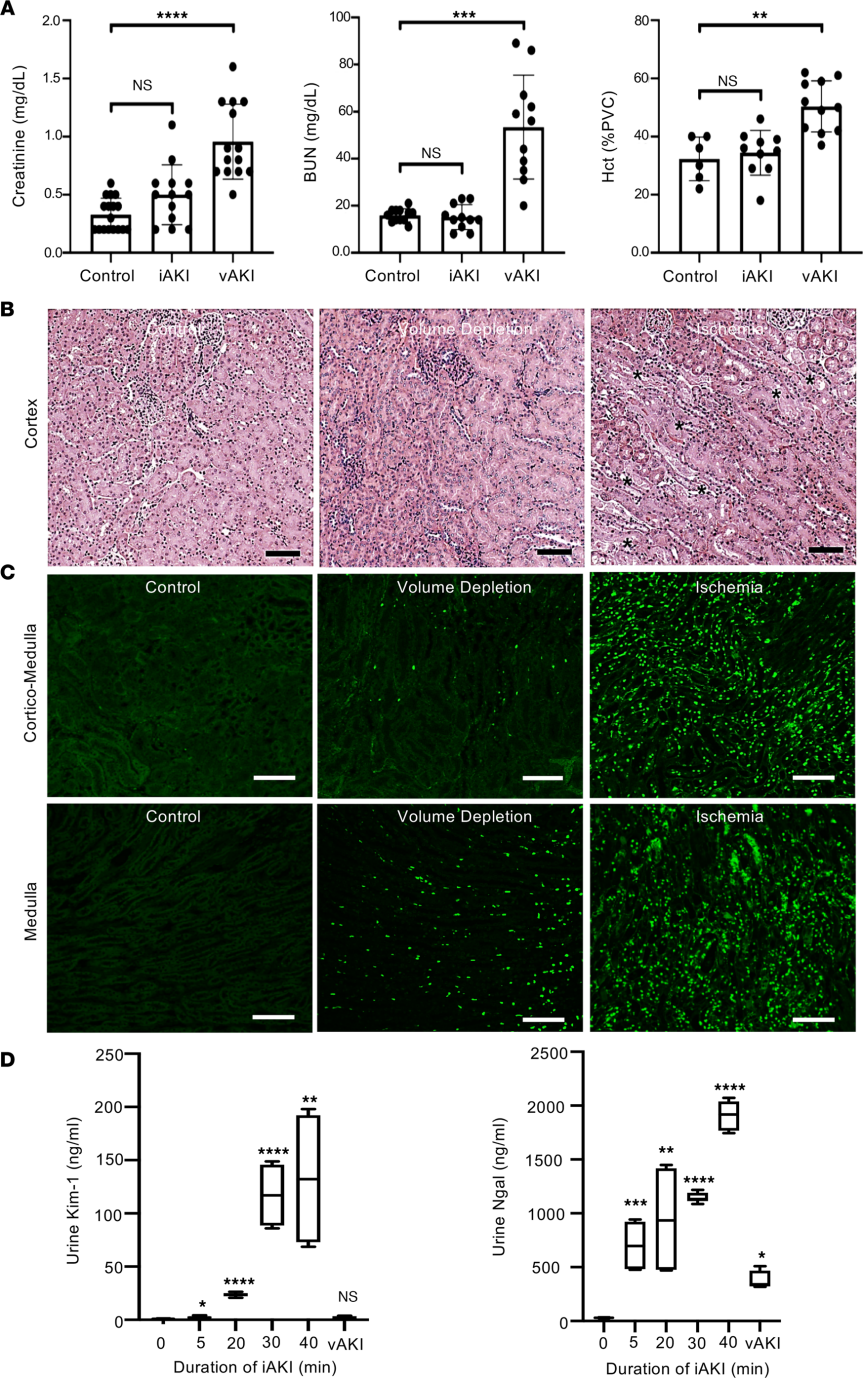
Models of different forms of azotemia. (**A**) Ischemic injury of the kidney elevated sCr at the 24-hour time point (*P* = NS; control *n* = 16, ischemia *n* = 13) but had no effect on BUN (*P* = NS) or hematocrit (HCT; *P* = NS). Volume depletion (volume depletion) elevated sCr 3-fold (*P* < 10^–5^; volume depletion *n* = 14), BUN 3-fold (*P* < 0.001; control *n* = 11, volume depletion *n* = 11), and HCT 1.5-fold (*P* < 0.01; control *n* = 6, volume depletion *n* = 11). Ischemia differed from volume depletion in all 3 parameters. Significance was determined by Student’s 2-tailed *t* test. *P* values were Bonferroni corrected. Data represent mean ± SD. Bars = 100 μm. PVC, packed volume of cells. (**B**) Renal artery ischemia generated focal coagulative necrosis of tubules (*) while volume depletion failed to demonstrate evidence of extensive kidney damage. H&E stain. Bars = 100 μm. (**C**) Renal artery ischemia generated TUNEL^+^ cell death (green) throughout the cortico-medullary junction and medulla, whereas volume depletion had little effect, except for a few scattered cells in the medulla. TUNEL was assayed by Click-iT Plus TUNEL kit (Invitrogen). Bars = 100 μm. (**D**) Urinary tubular injury markers Kim-1 and Ngal were induced by ischemic injury in a dose-dependent fashion but demonstrated limited responses to prolonged volume depletion (3 days) despite higher sCr levels. Urine Ngal and Kim-1 were quantified by ELISA (mouse Ngal: R&D Systems MLCN20; mouse Kim-1: R&D Systems MKM100) (*n* = 4) and compared with normal control. (**A** and **D**) *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.00001 (2-tailed Student’s *t* test). *P* values were Bonferroni corrected. The box plots depict the minimum and maximum values (whiskers), the upper and lower quartiles, and the median. The length of the box represents the interquartile range.

**Figure 5:**
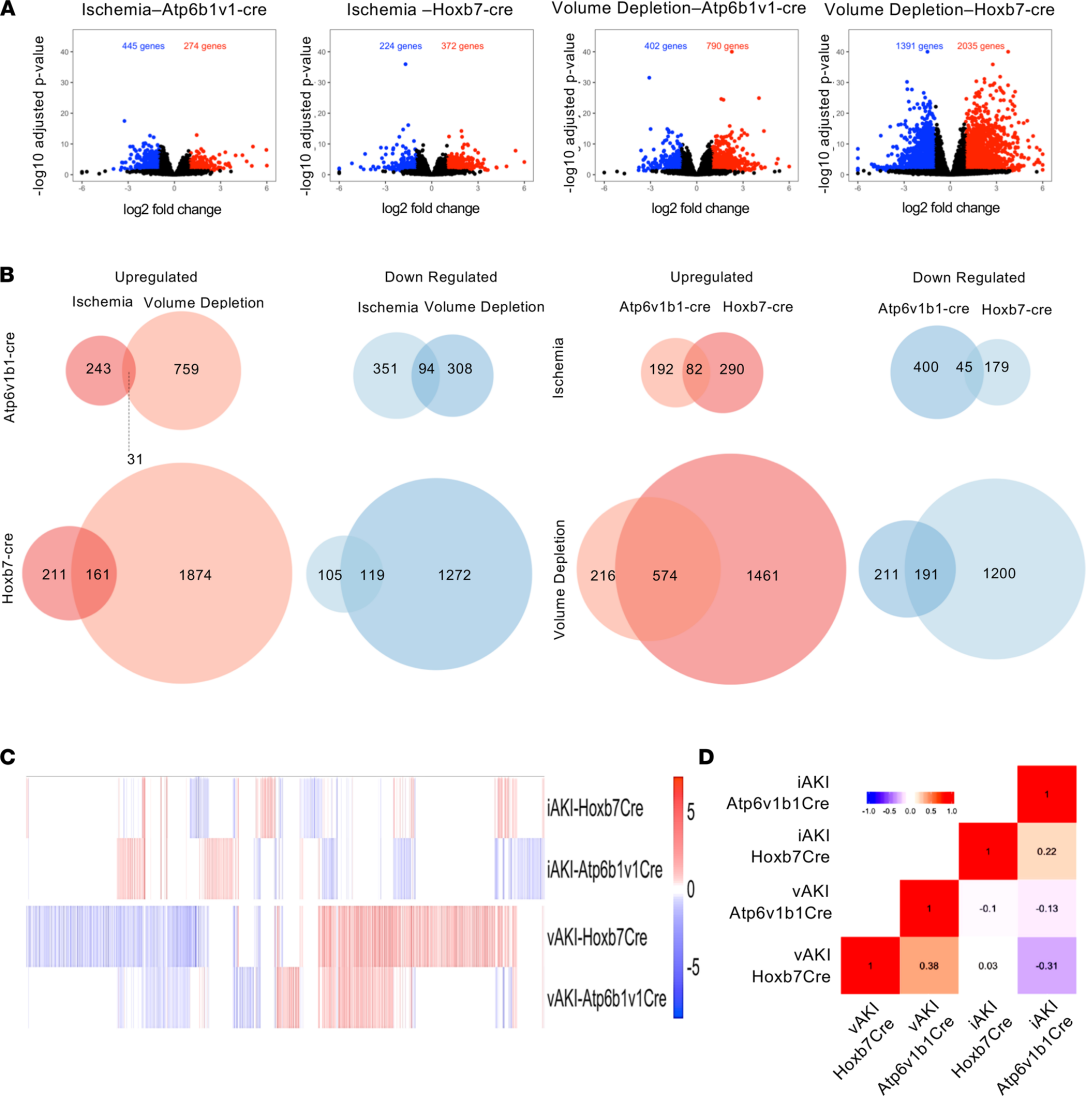
Response to AKI differs according to stimulus and cell type. (**A**) Comparison of differential gene expression. Hoxb7-Cre = collecting duct; Atp6v1b1-Cre = intercalated cells and their derivatives. Volcano plot shows log_2_ fold change for all DEGs with cutoff –1, +1 and padj < 0.05 in each RNA pool. (**B**) The Venn diagrams represent significantly upregulated and downregulated DEGs (log_2_ fold ≥ 1; padj < 0.05). The numbers in the Venn diagrams represent the number of DEGs shown in **A**. Note the differential responses to ischemia and to volume depletion (stimulus-specific responses) in the collecting duct. Also note that the 2 Cre drivers enrich for different sets of genes despite overlapping RNA pools (cell-specific responses). (**C**) Heatmap of all DEGs according to stimulus and cell type (padj < 0.05). (**D**) Pearson correlation matrix of all DEGs according to stimulus and cell type. Numbers represent correlation coefficients (*P* < 10^–4^). *n* = 7, volume depleted; *n* = 7, ischemia; control, *n* = 8.

**Figure 6:**
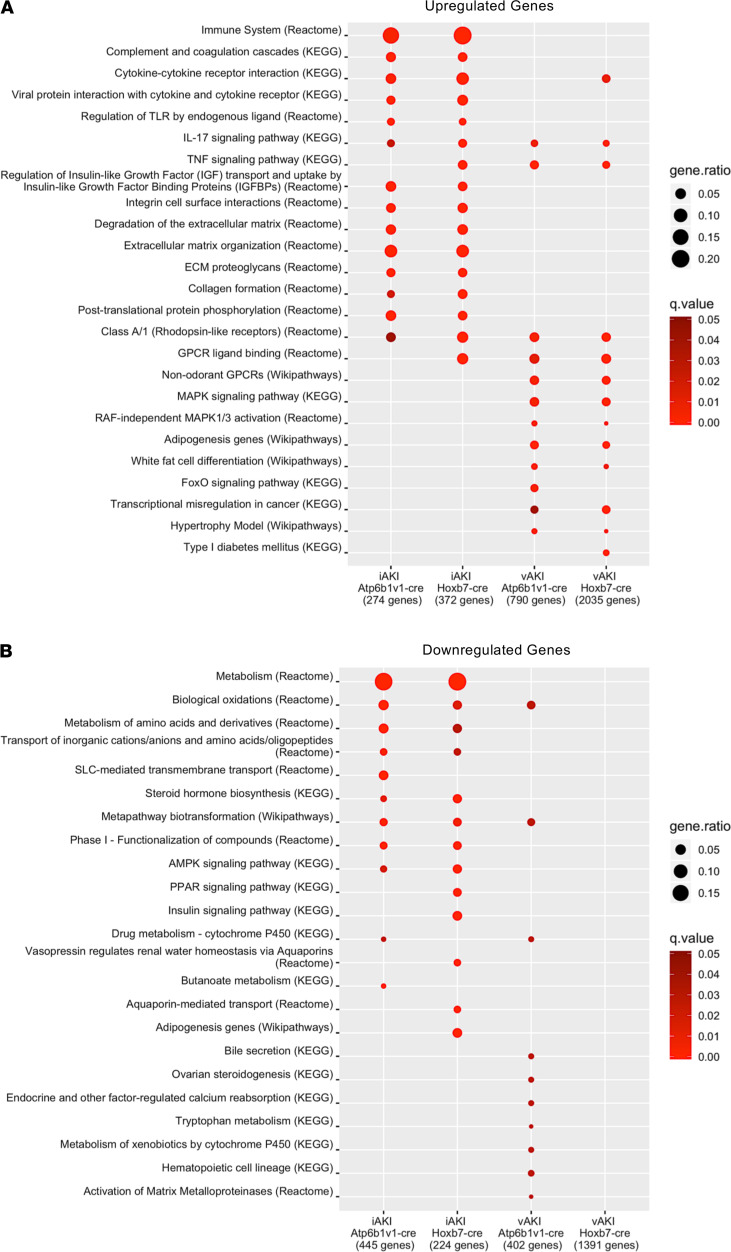
Pathway overrepresentation analysis. Enrichment of pathways in (**A**) significant upregulated DEGs (padj < 0.05; log_2_ fold change ≥ 1) and (**B**) significant downregulated DEGs (padj < 0.05; log_2_ fold change ≤ 1) from each RNA pool. Red color represents –log_10_ *q* value restricted to *q* < 0.05. Note the relatedness of pathways uniquely activated by ischemia or by volume depletion.

# Supplementary material for: Snapshots of nascent RNA reveal cell- and stimulus-specific responses to acute kidney injury
**Source:** JCI Insight. 2022 Mar 22;7(6):e146374. doi: 10.1172/jci.insight.146374
**Supplement:** Supplemental data

# Snapshots of Nascent RNA Reveal Cell- and Stimulus-Specific Responses to Acute Kidney Injury

Tian Huai Shen<sup>\*1</sup>, Jacob Stauber<sup>\*1</sup>, Katherine Xu<sup>\*1</sup>,  
Alexandra Jacunski<sup>2</sup>, Neal Paragas<sup>3</sup>, Miriam Callahan<sup>1</sup>, Run Banlengchit<sup>1</sup>,  
Abraham Levitman<sup>1</sup>, Beatriz Desanti De Oliveira<sup>1</sup>, Andrew Beenken<sup>1</sup>, Madeleine S. Grau<sup>1</sup>,  
Edwin Mathieu<sup>1</sup>, Qing-Yin Zhang<sup>1</sup>, Yuanji Li<sup>1</sup>, Tejashree Gopal<sup>1</sup>, Nathaniel Askanase<sup>1</sup>,  
Siddarth Arumugam<sup>4</sup>, Sumit Mohan<sup>1,5</sup>, Pamela Good<sup>6</sup>, Jacob Stevens<sup>1</sup>, Fangming Lin<sup>6</sup>,  
Samuel K. Sia<sup>4</sup>, Chyuan-Sheng Lin<sup>7</sup>, Vivette D'Agati<sup>7</sup>, Krzysztof Kiryluk<sup>1</sup>,  
Nicholas P. Tatonetti<sup>†2</sup> and Jonathan Barasch<sup>†1</sup>

## Supplemental Figures and Figure Legends

\*Equal Contribution

†Nicholas Tatonetti PhD

Department of Biomedical Informatics

Columbia University

Presbyterian Hospital PH20-402

630 West 168<sup>th</sup> St

New York, NY 10032

†Jonathan Barasch MD PhD

Department of Medicine and Pathology and Cell Biology

Columbia University

1150 St Nicholas Ave,

New York, NY 10032

**Key Words:** Kidney, Serum Creatinine, Acute Tubular Injury, Acute Kidney Injury, Volume Depletion, Uracil Phosphoribosyl Transferase, TU-Tagging.

Figure S1. **Patterning of Gene Expression.** (A) Human Kidney Biopsy. Nephrectomy- 18 minutes of warm ischemia followed by cold ischemia. *LCN2* (NGAL) is expressed in large tubular ducts in excess of surrounding proximal tubules. RNAscope Red-NGAL probe (Cat. No. 559441-C2) was diluted 1:3000 (5 times the dilution used in Figure 1). (B) Acute tubular injury in the setting of pyelonephritis. *LCN2* (NGAL) is expressed in tubules. RNAscope Green-NGAL probe (Cat. No. 559441). Bar = 20 $\mu$ m.

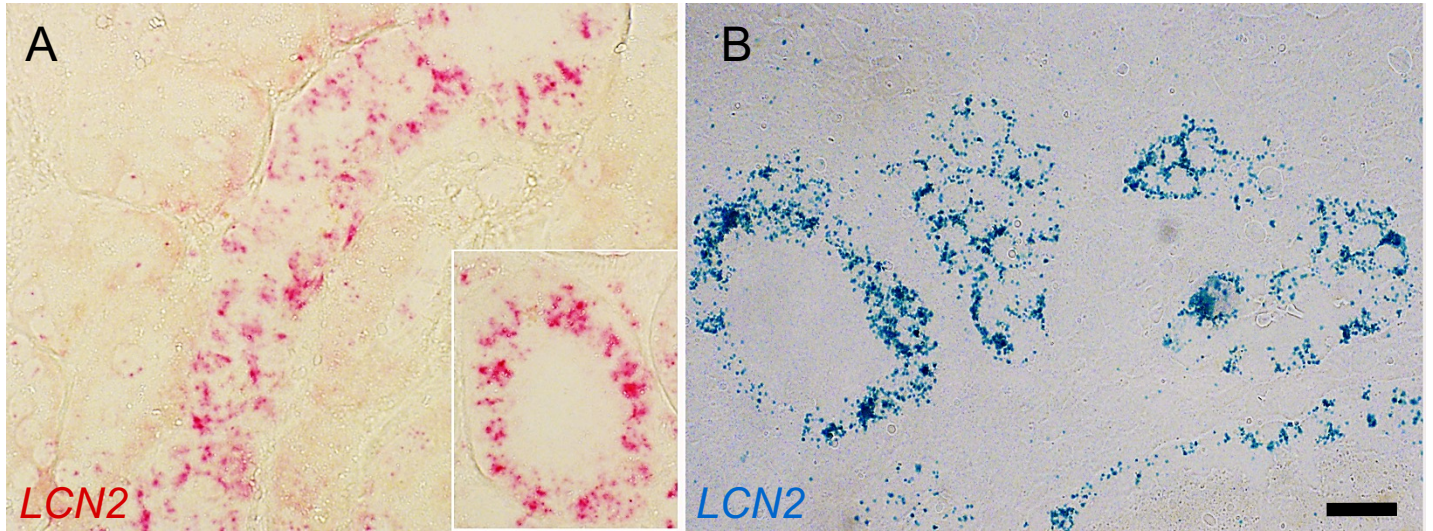

Figure S1

Figure S2. **Optimization of the pulldown of 4-TU labeled RNA.** Total RNA extracts from kidneys of 3 month old mice *EllA*Cre; *Rosa*<sup>Uprtf/+</sup> were thio-biotinylated and thio-RNA recovered using avidin-bead precipitation. A range of Biotin HPDP (0%, 50%, 100%, Cx-L), and a range of avidin beads (0, 50%, 100%, 200%) were evaluated by BioAnalyzer detection of RNA. Note that the pulldown was optimal at 100% crosslinking reagent and 50% or 100% beads. 100% refers to recommendations of Gay et al (28).

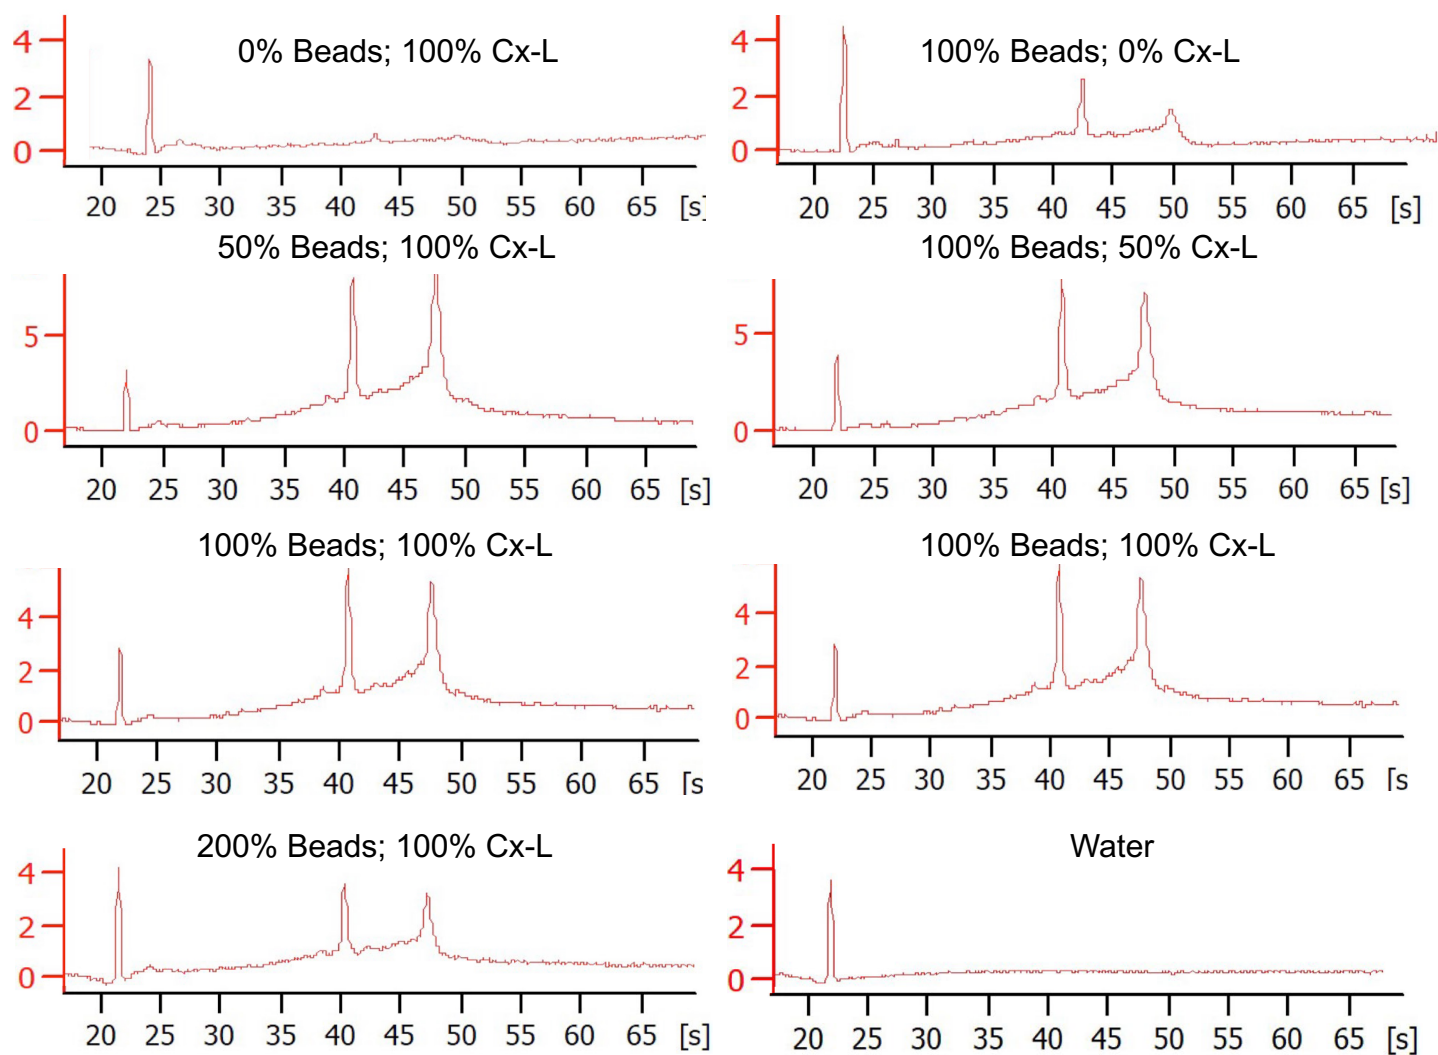

Figure S2

**Figure S3. Validation of Cell Specific Cre Driven RNA Isolation.** *Hoxb7Cre;Rosa<sup>nT-nG/nT-nG</sup>* and *Atp6v1b1Cre;Rosa<sup>mTmG/mTmG</sup>* mice revealed collecting duct specific GFP staining. The GFP<sup>+</sup> cells were isolated from 3 month old *Hoxb7Cre;Rosa<sup>nT-nG/nT-nG</sup>* and *Atp6v1b1Cre;Rosa<sup>mTmG/mTmG</sup>* mice by FACS (gated for Calcein AM<sup>+</sup> live cells) from dissociated kidneys and then subjected to RT-qPCR. Note that *Hoxb7Cre* enriches for PC genes while *Atp6v1b1Cre* enriches for IC genes, despite overlapping Cre domains. Scale Bar = 100μm.

### Hoxb7Cre nTnG

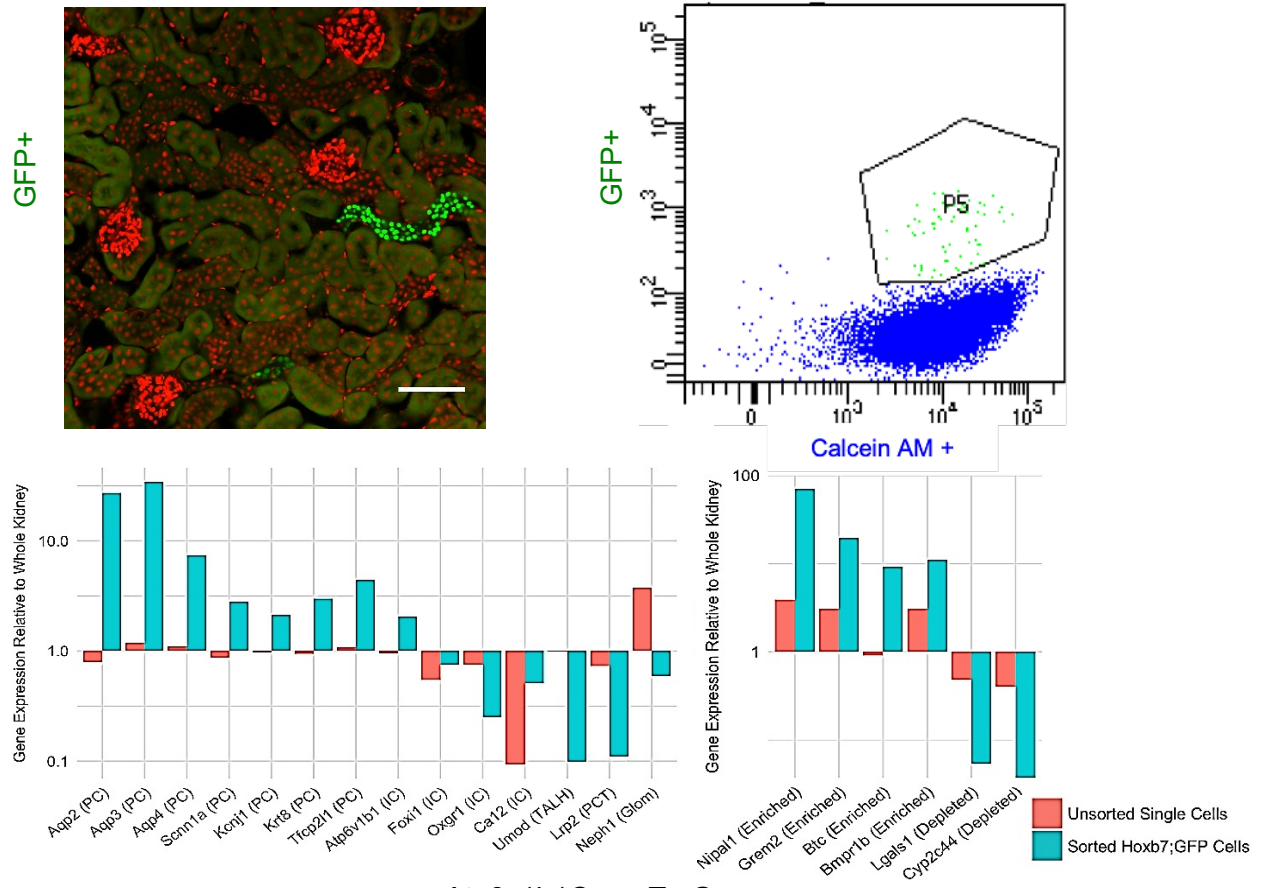

### Atp6v1b1Cre mTnG

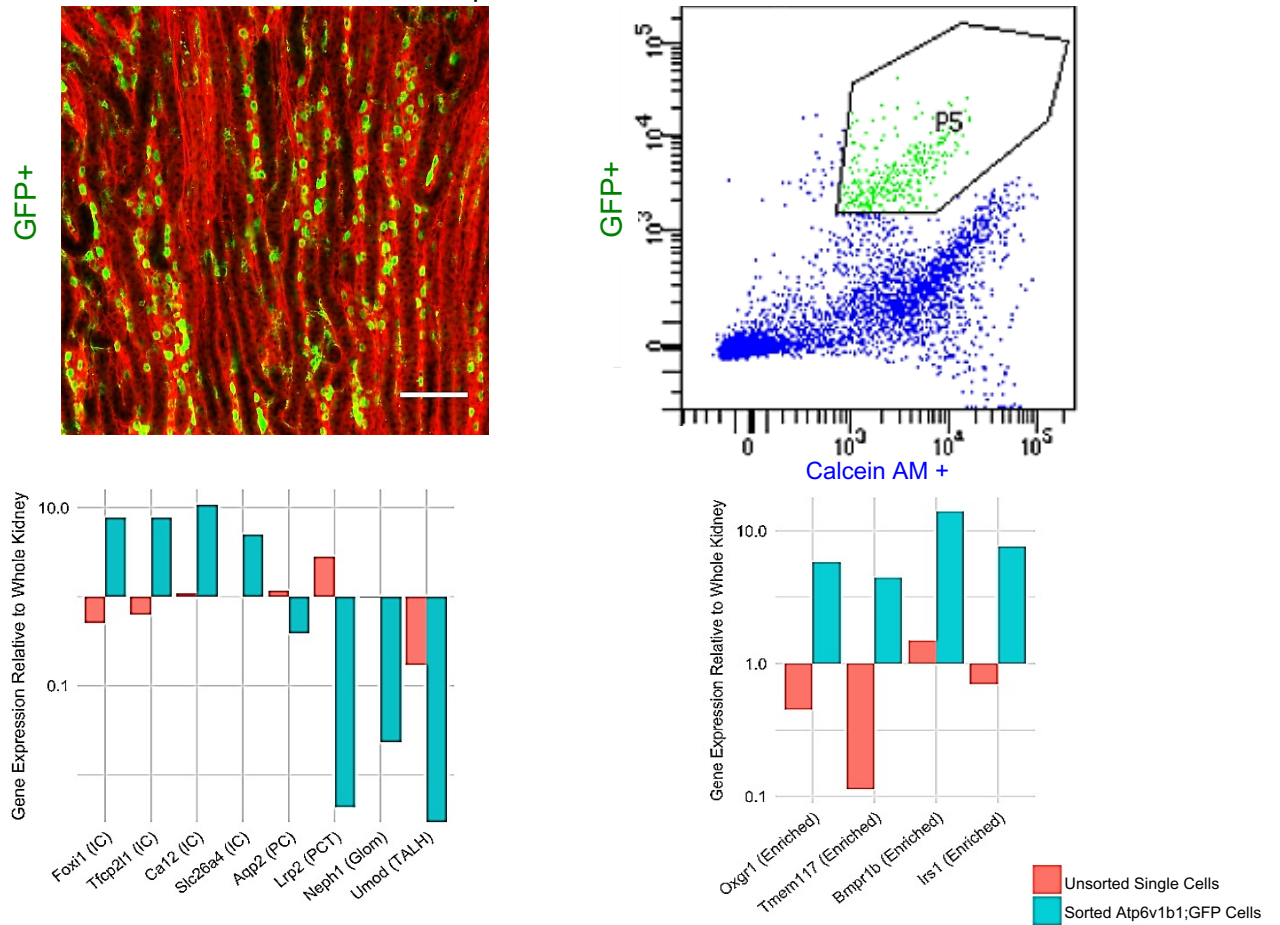

Figure S3

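Principal components of the 69 libraries were computed from log2 CPM with a prior count of 2, over the 500 most variable genes. The first held 54.1% of the variance, and the kind of RNA, pulldown or total, explained it with an R2 of 0.98. The second held 22.3%, and sex explained it with an R2 of 0.95. Ddx3y, a Y-linked gene, ran from 6.48 to 8.91 log2 CPM in the 36 libraries labeled male and from -3.43 to 2.23 in the 33 labeled female.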

Figure S4. **Principal Component Analysis.** (A) Inspection of variance across PC1 and PC2 revealed that PC1 distinguished total kidney RNA vs *Hoxb7Cre;Rosa<sup>Uprt/+</sup>* and *Atp6v1b1Cre;Rosa<sup>Uprt/+</sup>* pulldowns while PC2 distinguished male from female mice at baseline. (B) Inspection of variance across PC1 and PC2 revealed that PC1 distinguished volume depletion from ischemia and PC2 distinguished *Hoxb7Cre;Rosa<sup>Uprt/+</sup>* and *Atp6v1b1Cre;Rosa<sup>Uprt/+</sup>* pulldowns. Volume Depleted mice, n=7; Ischemic mice, n=7; Control mice, n=8.

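Among the 22 males the first component held 43.2% of the variance and the second 15.4%. The driver explained the second with an R2 of 0.95, and treatment with an R2 of 0.03. For the library series the R2 was 0.01 on the first and 0.07 on the second. After DESeq2's variance stabilizing transformation these components held 54.4% and 11.5%.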

## A Pulldown vs Total RNA and Male vs Female Mice

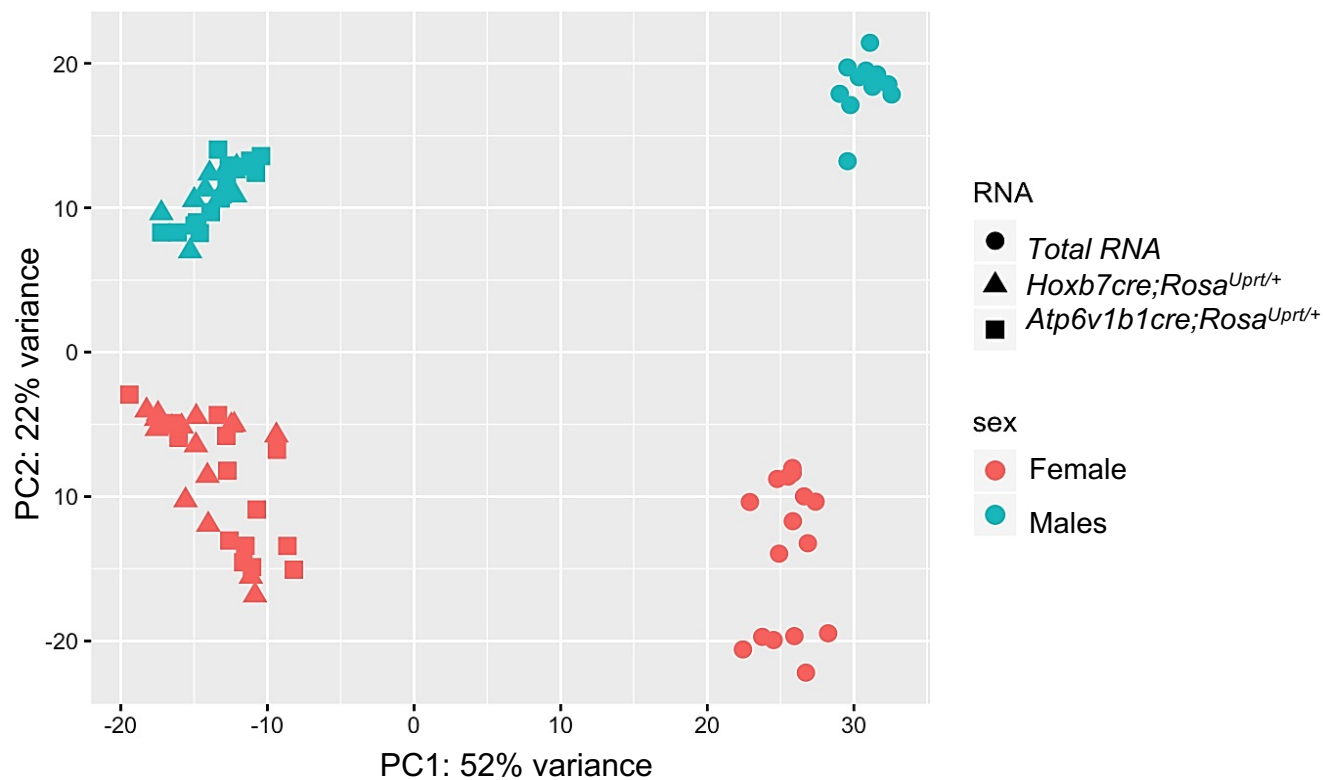

## B Male Mice

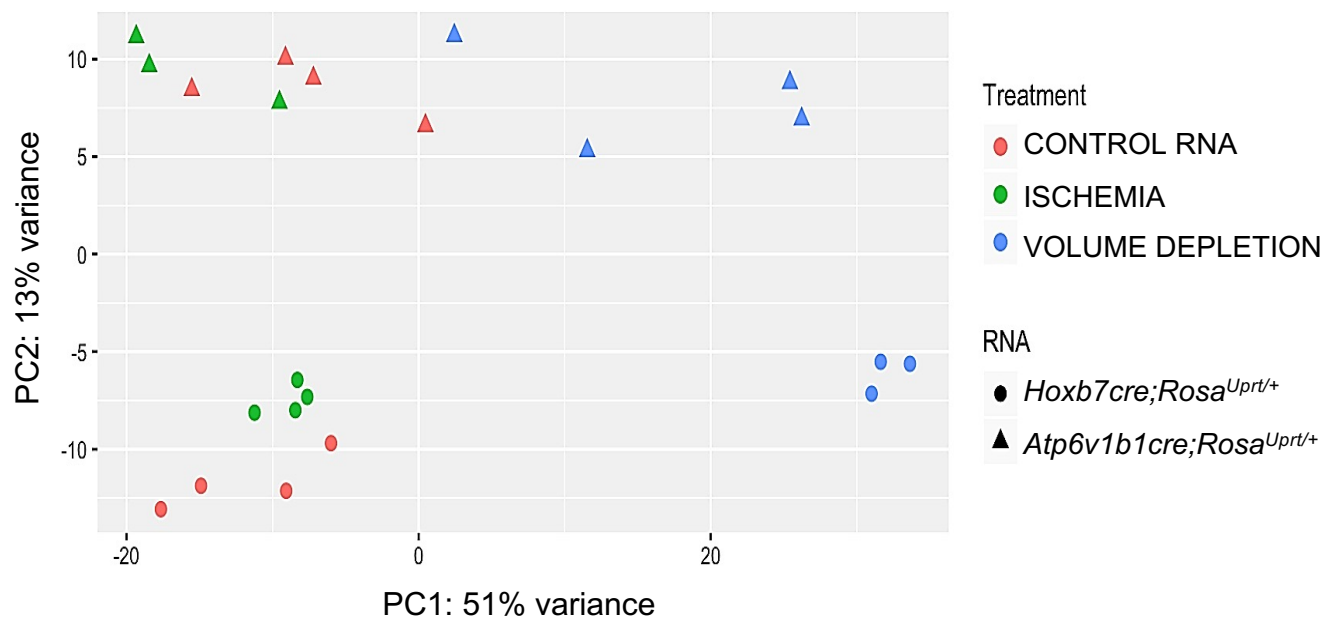

Figure S4

Figure S5. **Generation of *Lrp2*<sup>CreERT2/+</sup>**: *Lrp2* translational STOP (TAG) was replaced with the “P2a-CreERT2-frt-neo-frt” cassette, permitting the expression of both *Lrp2* and *CreERT2* from the same allele. The Neo cassette was removed by crossing Actin-Flpe mice.

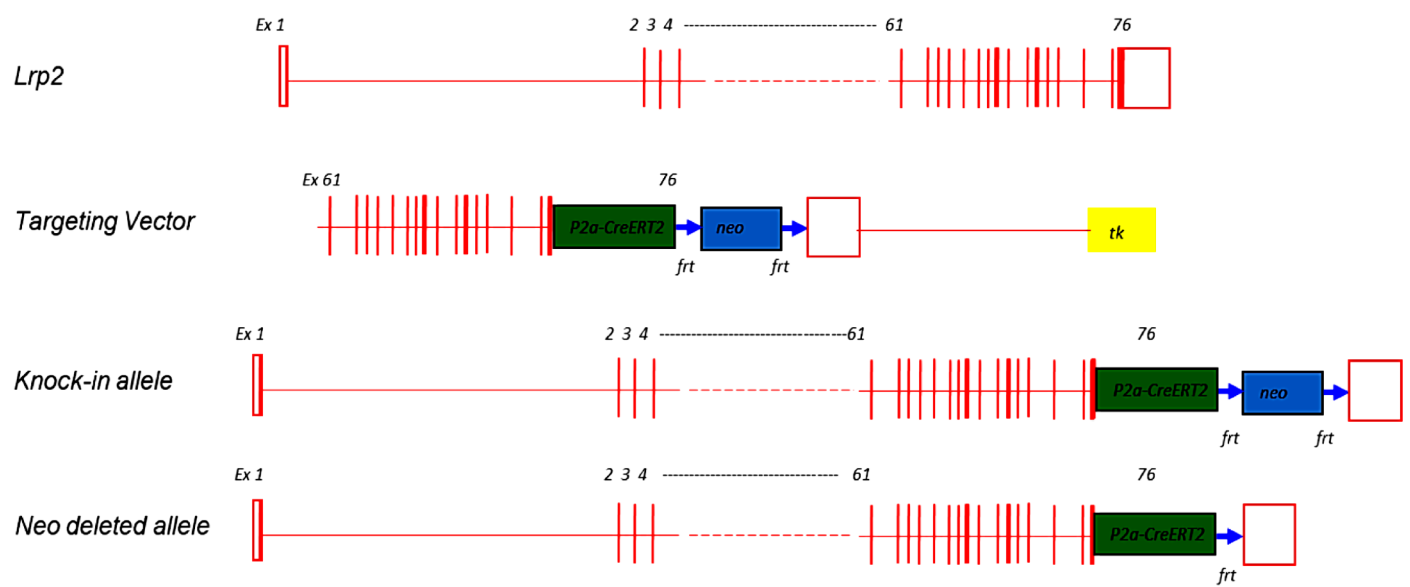

Figure S5

**Figure S6. Time-dependent gene expression in mouse model of volume depletion.** GFP labeled intercalated cells were isolated by FACS from *Atp6v1b1Cre;Rosa<sup>mTmG/mTmG</sup>* 3 month old mice subject to volume depletion for 0, 1, 2, and 3 days and assayed by RT-qPCR using *Actb* as reference. mRNA expression at day 0 (control) was set as 1. The asterisks indicate Bonferroni adjusted significance: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , respectively compared to day 0 control (two tailed t test); ns indicates no significance.  $n=8$ . Data should be compared to Figure 2E.

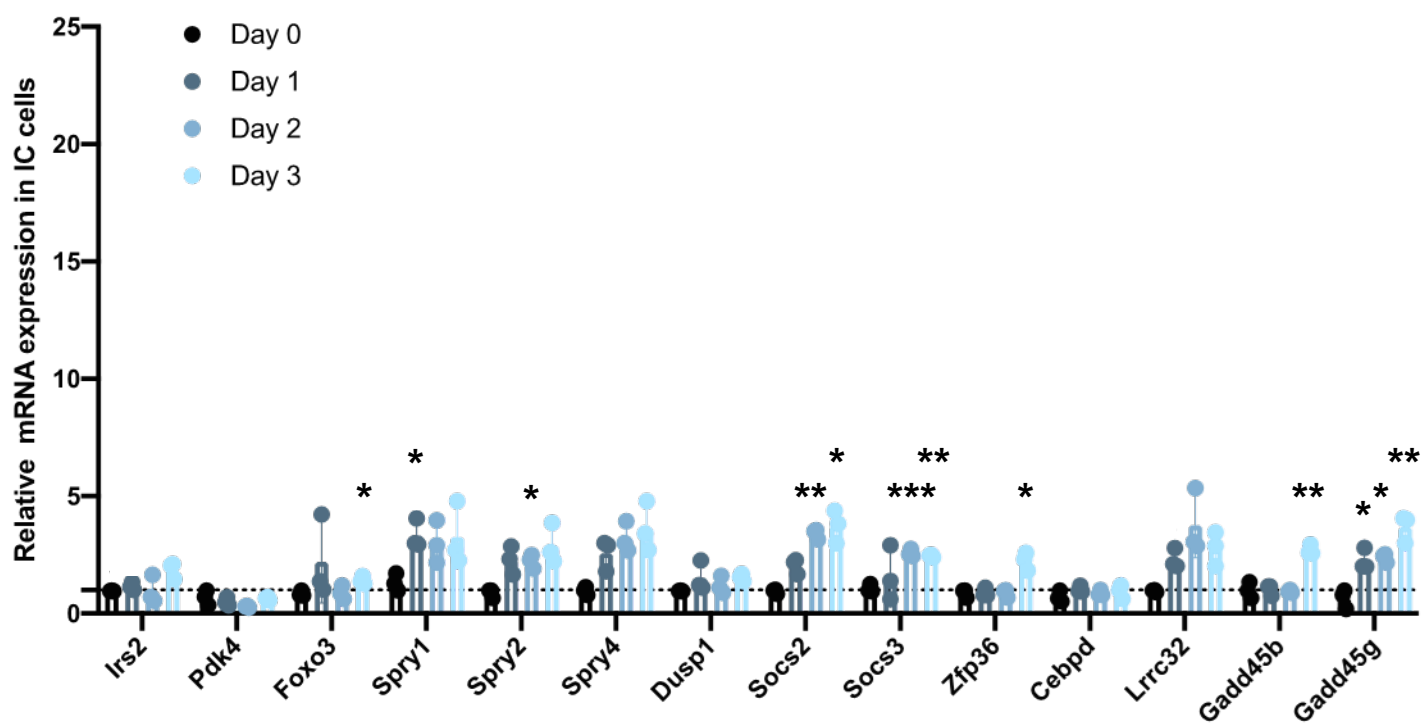

Figure S6

Figure S7. **Strengths and weaknesses of different transcriptomic methods.**

| Method                                                                              | Strengths                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 | Weaknesses                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| UPRT<br>Labeling<br><br>Sequencing<br>Nascent<br>RNA                                | <p>Labels RNA in a specific cell type within intact tissue, preserving cellular interactions and organ physiology.</p> <p>Labels kinetically active nascent transcription at a chosen time point</p> <p>Labels several types of RNA: mRNA, noncoding RNA, miRNA, and rRNA.</p> <p>Isolates adequate amounts of nascent RNA even derived from rare or dispersed cells without batch pooling.</p> <p>Isolates nascent RNA without organ dissection or tissue dissociation.</p> <p>No effect on mouse viability. No variation in the expression of UPRT.</p> | <p>Depends on Cre drivers. Useful only in species that can express Cre.</p> <p>UPRT measures nascent transcripts which do not fully map to steady state transcriptomic databases.</p> <p>May over-represent uracil-rich RNA, impacting pulldown efficiency and hence quantitative comparisons across all members of a gene-set.</p>                                                                                                                                                                                                                                                                                                   |
| Fluorescence activated cell sorting (FACS)<br><br>Sequencing<br>Steady<br>State RNA | <p>Isolates different cell types on the basis of surface markers, gene expression, cellular size and granularity.</p> <p>Isolates a quantifiable number of cells from a specific population (ranging from a single cell to millions of cells).</p> <p>Isolates cells for analysis of steady state RNA by RNA-seq.</p>                                                                                                                                                                                                                                     | <p>Tissue dissociation into a single cell suspensions results in selective cell isolation, cell stress and death.</p> <p>Flow cytometry contributes to cell stress and cell death, yet requires living cells for successful sorting.</p> <p>Cell recovery can vary 50-70%, potentially limiting rare cell types.</p> <p>Depends on the availability of antibodies targeted to the cell surface antigens.</p>                                                                                                                                                                                                                          |
| Single cell<br>scRNA-seq<br><br>Sequencing<br>Steady<br>State RNA                   | <p>Provides gene expression at single cell resolution</p> <p>Categorizes heterogeneous cell types independently of predefined markers or assumptions regarding cell hierarchies</p> <p>Able to discover novel cell types</p> <p>Enables bioinformatic reconstruction of a dynamic cellular process such as development, differentiation, cell states and disease progression.</p>                                                                                                                                                                         | <p>Depends on RNA preservation, including freezing protocols</p> <p>Depends on tissue dissection or FACS purification to enrich for a specific cell types.</p> <p>Tissue dissociation into single cell suspensions results in selective cell isolation and contributes to cell stress and cell death, yet living cells are required for successful analysis.</p> <p>Low RNA capture efficiency, low sequencing coverage, low detection of specific transcripts, high dropout rates, high level of technical noise, and complex informatics</p> <p>Contamination by dying or dead cells or by mixed multiple cells (i.e. doublets)</p> |

Figure S7

**Figure S8. Two Hits: Volume Depletion and Chronic Inflammation (Zfp36 KO).** (A) *Zfp36* expression in *Zfp36*<sup>+/+</sup> vs *Zfp36*<sup>-/-</sup> 3 month mice \*p<0.05; \*\*\*p<0.001 (B) *Pappa2* expression marked volume depletion in both wild type and *Zfp36*<sup>-/-</sup> mice. \*\*\*p<0.001; WT Control vs WT volume depletion; *Zfp36* knockout control vs *Zfp36* knockout volume depletion. Significance was determined by Student's two tailed t-test. Data represent mean  $\pm$  SD. (C) Urine immunoblot for Ngal reveals limited expression of Ngal in wild type mice even after 72 hours of volume depletion. In contrast, volume depletion stimulated Ngal expression in mice with chronic inflammatory disease due to *Zfp36* deletion (3 month old littermates). Cloned purified Ngal proteins are standards. (D) Induction of Kim-1 in proximal tubules of *Zfp36*<sup>-/-</sup> mice exposed to volume depletion. In contrast, wild type control mice, *Zfp36*<sup>-/-</sup> control mice, and wild type (all 3 month old littermates) volume depleted mice all failed to express this marker of ischemic nephropathy. sCr was elevated equivalently in wild type and *Zfp36*<sup>-/-</sup> volume depletion; n=8 mice; WT Control vs WT volume depletion: p= 0.02; *Zfp36* knockout control vs *Zfp36* knockout volume depletion: p= 0.025. Bars= 25 $\mu$ M.

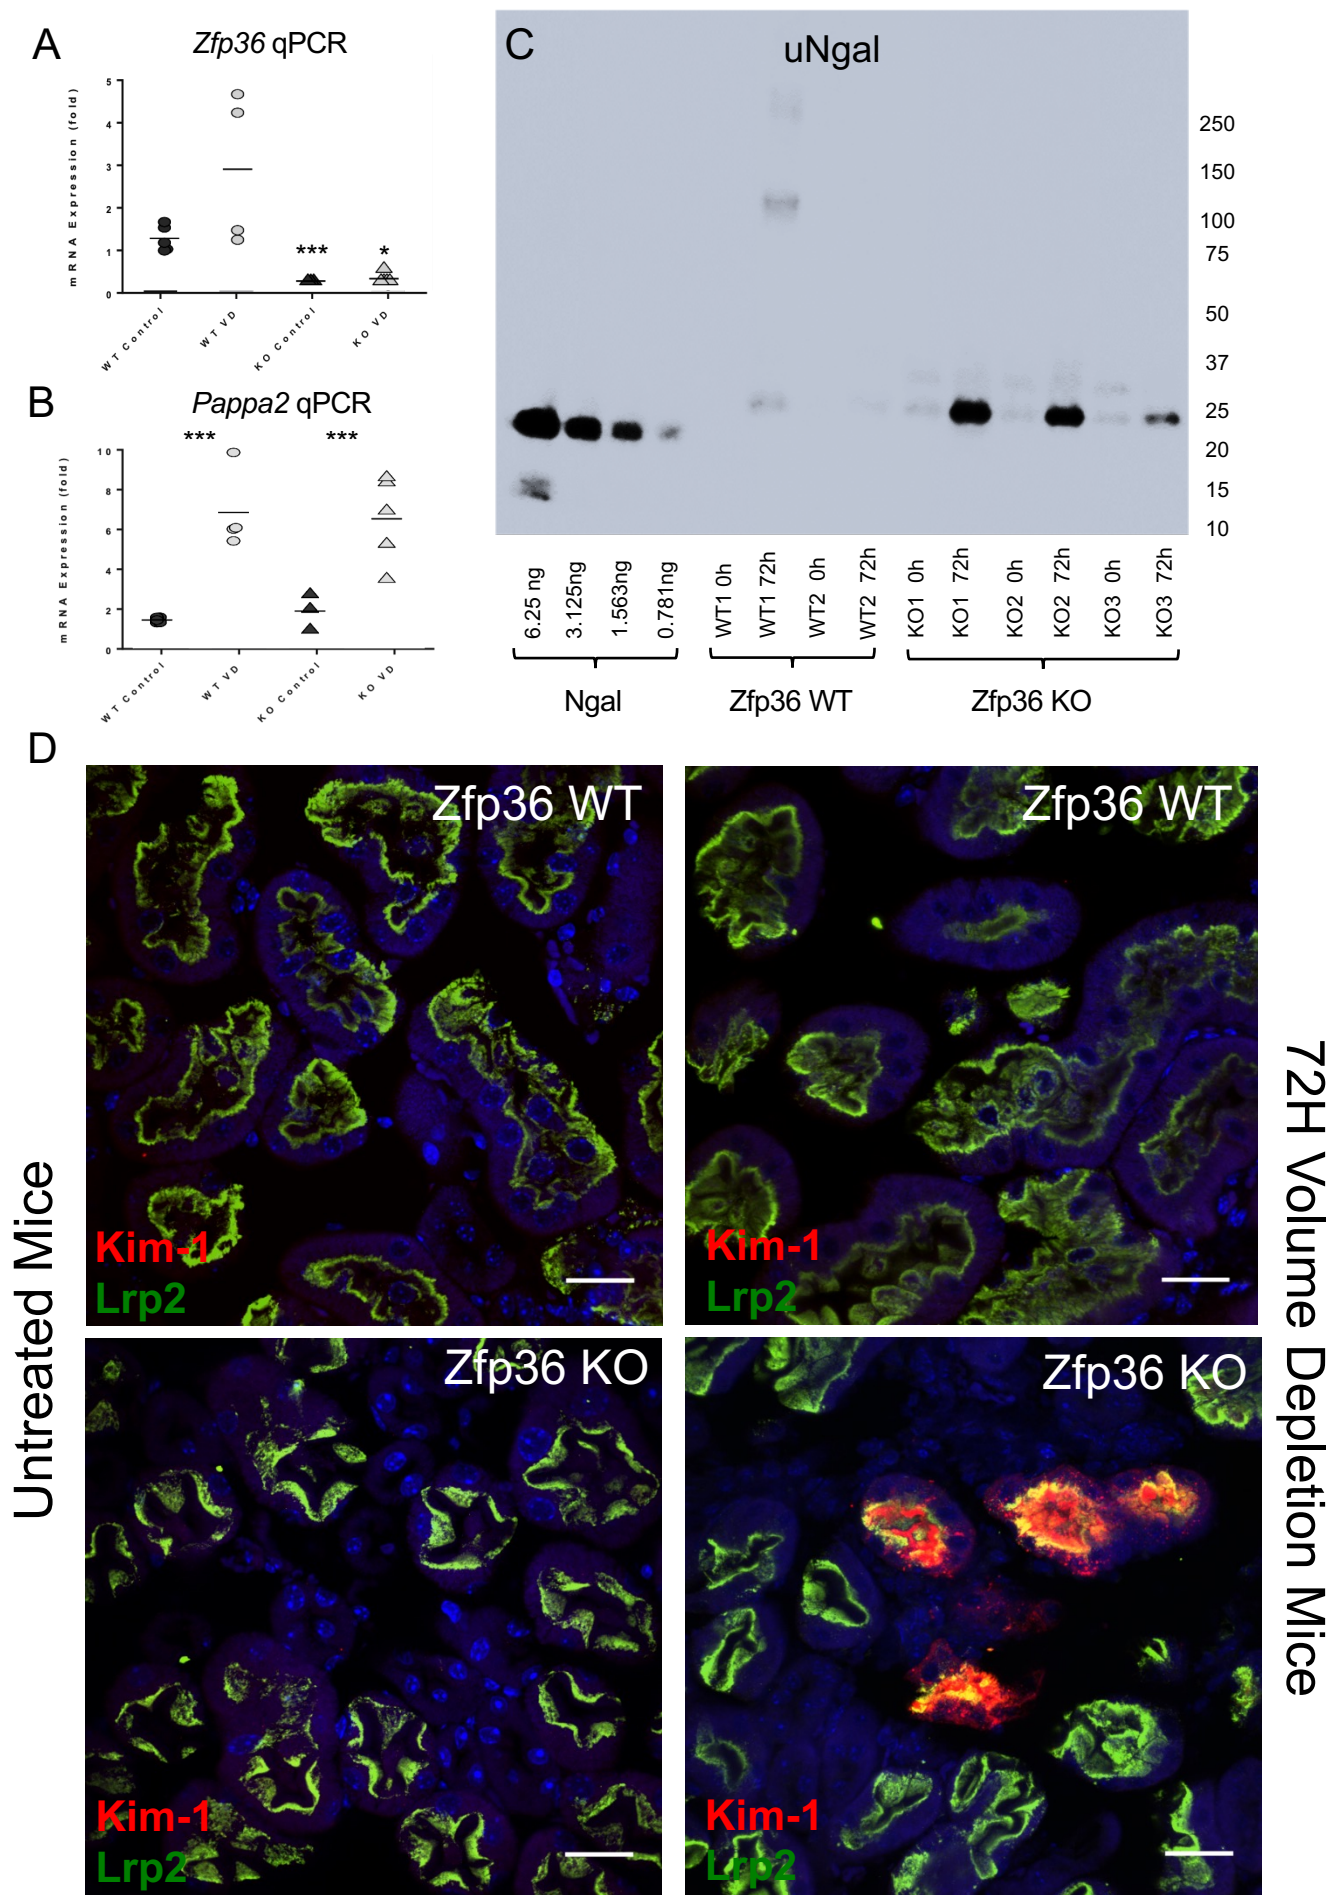

Figure S8

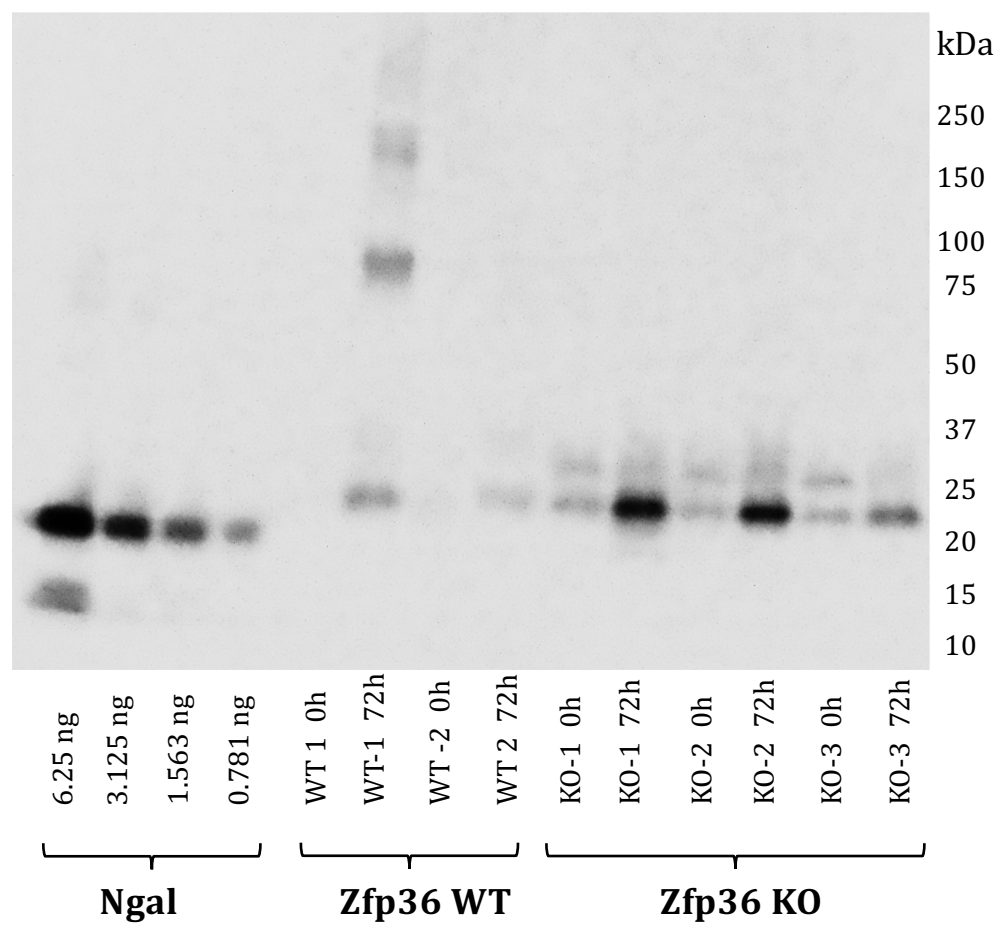

Figure S9

## **Supplemental Tables: Control, Ischemic and Volume Depleted Mice Datasets.**

Supplemental Table 1. Hoxb7Cre pulldown vs Total RNA values from male and female controls;  $p < 0.05$ ;  $n = 21$  mice

Supplemental Table 2. Atp6v1b1Cre pulldown vs Total RNA values from male and female controls;  $p < 0.05$ ;  $n = 21$  mice.

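Supplemental Tables 1 and 2 give the authors' DESeq2 log2 fold change against total kidney RNA for each gene. Among the genes of these tables that could be read, 1993 and 1994 are in the count table. Across them, the log2 fold changes from edgeR and those of the tables correlated with a Pearson r of 0.971 for Hoxb7Cre and 0.961 for Atp6v1b1Cre. Genes are not independent replicates, and the tables list genes the authors called. The median absolute difference was 0.018 for Hoxb7Cre and 0.014 for Atp6v1b1Cre.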

Supplemental Table 3. Hoxb7Cre pulldown ischemia vs Hoxb7Cre pulldown from control kidneys;  $p < 0.05$ ; male mice;  $n = 7$ .

Supplemental Table 4. Hoxb7Cre pulldown volume depleted vs Hoxb7Cre pulldown from control kidneys;  $p < 0.05$ ; male mice;  $n = 7$ .

Supplemental Table 5. Hoxb7Cre pulldown from ischemic vs volume depleted kidneys;  $p < 0.05$ ;  $\log_2$  fold  $> 1$

Supplemental Table 6. Atp6v1b1Cre pulldown ischemia vs Atp6v1b1Cre pulldown from control kidneys; male;  $p < 0.05$ ;  $n = 7$ .

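For ischemia in Atp6v1b1Cre, the count table holds 1992 of the 1998 genes that could be read from the authors' table. In 0 of them did the sign of the log2 fold change differ from edgeR's. The median absolute difference in log2 fold change was 0.006.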

Supplemental Table 7. Atp6v1b1Cre pulldown volume depletion vs Atp6v1b1Cre pulldown from control kidneys;  $p < 0.05$ ; male;  $n = 8$ .

Supplemental Table 8. Atp6v1b1Cre pulldown from ischemic vs volume depleted kidneys;  $p < 0.05$ ;  $\log_2$  fold  $> 1$

Supplemental Table 9. Atp6v1b1Cre vs Hoxb7Cre pulldowns from ischemia kidneys;  $p < 0.05$ ;  $\log_2$  fold  $> 1$

Supplemental Table 10. Atp6v1b1Cre vs Hoxb7Cre pulldowns from volume depleted kidneys.  $p < 0.05$ ;  $\log_2$  fold  $> 1$

Supplemental Table 11. Genes coding for secreted proteins comparing volume depletion and ischemic kidneys;  $p < 0.05$ ;  $\log_2$  difference  $> 1$ .

Supplemental Table 12. Primers

Supplemental Table 13. Probes and Antibodies

How the deposited data were processed for this re-analysis (not part of the article)

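The data are read counts of 69 RNA-sequencing libraries of mouse kidney. They come from mice that express Uprt in the Hoxb7Cre or the Atp6v1b1Cre domain and received 430 mg/kg of 4-thiouracil 4 hours before the kidney was taken. There are 48 libraries of biotinylated pulldown RNA, from control mice, from mice 24 hours after 10 minutes of ischemia and from mice after 72 hours of volume depletion, and 21 of total kidney RNA of control mice. Conditions, sexes, ages and replicate numbers come from the sample labels.

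The deposited values are raw counts of reads per gene, not normalized. To make them, the authors called bases with Illumina RTA and trimmed adaptors with CASAVA, trimmed low quality ends with Trimmomatic, aligned reads to mm10 with STAR at default settings and counted them per gene symbol with HTSeq at default settings. The annotation behind the gene symbols was not found in the paper. HTSeq at default settings counts no read that aligns to more than one place, so members of gene families with nearly the same sequence, such as histones, hemoglobins, defensins and the Ly6 genes, and overlapping genes, are uncertain. Positions are those of GRCm38.

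Each library holds from 12618062 to 30305464 counts, with a median of 20868430, and the 22 male libraries of the injury comparisons hold from 14237156 to 29051810. At these depths the variation between mice, with a common dispersion of 0.0444 in the male libraries and 0.0473 in the controls, outweighs counting error except in genes with few counts. A group in which each library has 3 counts or fewer of a gene is taken as at the floor. The size of a fold change against it is taken as uncertain. Intervals and floors cover counting error only.

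Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and with DESeq2 1.42.0 as an alternative. Tables were joined in Python 3.11 and drawn with matplotlib 3.10.9. Genes with at least 2 counts over the 69 libraries, the paper's filter, were tested, 21175 of 24411. Libraries were normalized by TMM, and fold changes were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called with an adjusted p under 0.05 and a log2 fold change of at least 1 in size, the paper's thresholds, and is then named a differentially expressed gene (DEG). CPM are edgeR's, scaled to the TMM-normalized size of the library among the libraries compared, so that a library's value can vary a little between comparisons. Log2 CPM use a prior count of 2.

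Injury was compared in one fit of the 22 male pulldown libraries of mice of 5.5 months, with 4 controls, 4 after ischemia and 3 after volume depletion in Hoxb7Cre, and 4, 3 and 4 in Atp6v1b1Cre, by the labels. The remaining 3 male Atp6v1b1Cre controls are of mice of 3 months and enter one of the alternatives. The difference between the drivers was tested as the difference of their log2 fold changes. Pulldown and total kidney RNA were compared in the 42 control libraries of both sexes, with sex as a covariate. Differences between the sexes were tested in the 43 pulldown libraries of mice of 5.5 months. Replicate numbers do not pair the libraries of one mouse, since total RNA is numbered over both genotypes, and no pairing was used. Control pulldowns and total RNA are equal in number for each genotype, sex and age, and the supplement gives 21 mice for its comparisons of them. They are thus likely to come from the same mice, while the fit takes them as independent.

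Correlations are Pearson's r of log2 fold changes across the genes called in any of the 4 injury comparisons. Principal components used log2 CPM of the 500 most variable genes. DEGs were tested for overrepresentation in 949 Reactome sets of 10 to 500 tested genes by the hypergeometric test, against the tested genes, with an adjusted p under 0.01, and 96.1% of the genes of the sets were found in the counts. KEGG and WikiPathways sets and clusters of TPM were not analysed here, nor were single cell data and other organs.

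Genes named were set by a rule fixed before the data were examined. It takes the genes that the paper names for these samples, the markers of Fig. 3, the genes of Supplemental Tables 5, 8, 9 and 10, sex and red cell markers, and for each of the injury comparisons and those with total kidney RNA the 3 genes of highest and 3 of lowest fold change among DEGs with a mean of at least 10 counts whose groups do not overlap. Which of these genes the text names, and which with values per group, was chosen after their values were seen. Some genes that the rule takes are not reported here, and the screens and counts of named genes leave them out.

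The alternatives, fixed together with this rule, were DESeq2 with and without a prior on the fold change, DESeq2's size factors, the filter filterByExpr and no filter, no fold change threshold, 25 males, both sexes with sex as a covariate, females only, only the groups compared in the fit, the replicate number as a block, the series of library numbers as a covariate, and each library left out in turn. For the controls they were mice of 5.5 months only, one sex, total RNA of mice with the same Cre and blocks of genotype, sex and age. For correlations, components and sets they were other gene lists, another transformation and another background. One alternative, the root mean variance as a measure of the spread within groups, was added after the data were seen.

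Libraries were also split at random into groups of the same sizes, with 35 splits for the injury comparisons, all there are, and 30 drawn for others. The fits were tested on simulated data in which 200 genes were changed in counts with a dispersion of 0.05. In the injury design edgeR recovered 191 of them and called 2 unchanged genes, and DESeq2 recovered 189 without a prior and 145 with one. In the design of the controls edgeR recovered 200, and for a difference between the sexes 163.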

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

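The tests of library size and library series below, and the splits of female libraries, were chosen after the results were seen.

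Genes named by the rule in the data processing were screened for a library far from the others of its group, in groups of 4 to 10 libraries. The screen covered 909 groups of libraries, and in 67 of them (7.4%) one library stood apart, where chance gives about 1 in 20, or 45.5. CPM of the library is followed in parentheses by the range of the others.

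Among the 4 male Atp6v1b1Cre controls, replicate 11 stood apart in Cpt1b at 2.2 (1.16 to 1.32), Fat4 at 25.5 (16.3 to 17.5), Gbp2b at 0.186 (0.732 to 0.832), Gm8615 at 2.87 (0.277 to 0.632) and Map2k6 at 53.7 (38.5 to 40.6). It also stood apart in Mir1192 at 0.782 (0.263 to 0.324), Prkag3 at 43 (27.4 to 28.3) and Socs3 at 10.9 (2.61 to 3.6). Replicate 6 did so in Cryaa at 0.824 (3.32 to 3.65), Lincppara at 1.74 (3.69 to 4.06) and Ly6c1 at 14.8 (19.7 to 20.2). Replicate 9 did so in Dlx5 at 0.0527 (0 to 0), Krt20 at 9.64 (1.19 to 2.56), Mmp3 at 1.05 (0 to 0.137) and Stra6l at 19.7 (15.7 to 15.8). Replicate 10 did so in Elovl3 at 15.0 (2.01 to 3.57).

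Among the 4 male Atp6v1b1Cre libraries after volume depletion, replicate 1 stood apart in Csf1r at 56.4 (40.2 to 41.4), Fam196b at 0.896 (1.66 to 1.73), Mmp8 at 0.39 (0 to 0.064), Slc6a12 at 18.2 (2.12 to 4.78) and Slitrk6 at 3.58 (1.03 to 1.34). It also stood apart in Synpo at 55.0 (73.5 to 76.2) and Timd2 at 10.3 (6.87 to 7.21). Replicate 2 did so in Dio3 at 0.147 (0.064 to 0.0779). Replicate 6 did so in Gm8615 at 1.56 (0.039 to 0.11) and Plk3 at 638 (355 to 401).

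Among the 4 male Hoxb7Cre controls, replicate 3 stood apart in Car2 at 218 (124 to 138), Mmp3 at 0.158 (0 to 0), Muc1 at 100.2 (51.7 to 59.1) and Tmem27 at 93.3 (69.0 to 72.1). Replicate 4 did so in Cldn19 at 9.96 (18.0 to 19.1) and Cryaa at 0.861 (0.21 to 0.311). Replicate 5 did so in Fgg at 1.71 (1.18 to 1.24).

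Among the 4 male Hoxb7Cre libraries after ischemia, replicate 4 stood apart in 4930579F01Rik at 1.85 (0.902 to 1.04) and Cd163 at 9.64 (6.63 to 6.84). Replicate 7 did so in Ces1g at 4.46 (0.755 to 1.33) and Gbp2b at 2.59 (0.053 to 0.141). Replicate 5 did so in Cfd at 2.74 (0.807 to 0.955), D8Ertd82e at 16.9 (21.7 to 22.4), Fam196b at 1.32 (2.07 to 2.17), Krt8 at 118 (81.8 to 85.2) and Lif at 12.5 (2.72 to 3.44). It also stood apart in Slc5a2 at 30.2 (60.8 to 63.8), Socs3 at 22.4 (6.86 to 9.26) and Spry1 at 36.6 (26.2 to 27.1). Replicate 6 did so in Dio3os at 4.56 (2.5 to 2.64), Dlx5 at 0.053 (0 to 0), Errfi1 at 1625 (1055 to 1114), Muc1 at 35.9 (26.7 to 27.6) and Rel at 10.5 (6.51 to 7.03). It also stood apart in Slc26a4 at 362 (344 to 347) and Synpo at 31.4 (40.3 to 41.8).

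Among the 10 Hoxb7Cre controls of both sexes, replicate 10 stood apart in Alb at 5.42 (0.774 to 3.18). Replicate 3 did so in Car2 at 194 (86.2 to 139) and Muc1 at 89.1 (22.3 to 52.6). Replicate 6 did so in Cd68 at 11.1 (1.59 to 6.31), Ces2e at 1.47 (0.192 to 0.756), Cish at 152 (21.6 to 60.2), Dlx5 at 0.322 (0 to 0.143) and H1fx at 1.07 (0.0467 to 0.519). It also stood apart in Hist1h1d at 1.97 (0 to 0.334), Timp1 at 0.751 (0 to 0.297) and Zfp831 at 1.07 (0.0391 to 0.238). Replicate 9 did so in Dact1 at 9.63 (2.71 to 6.12). Replicate 1 did so in Il34 at 5.21 (11.4 to 16.1) and Lrp2 at 1904 (447 to 975). Replicate 4 did so in Vmn1r18 at 4.95 (0.28 to 2.52).

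Over all tested genes, the same screen found a library apart in 9.7% of 105875 gene and group combinations, more often than among the named genes, so that the spread of counts that all genes share may account for their number. A library was apart in its total counts in 0 of these 5 groups, so a difference in library size does not account for it. The library apart in most genes was Atp6v1b1Cre control replicate 11 among the males, at 3.39% of 21175 genes, and Hoxb7Cre control replicate 6 among the controls of both sexes, at 2.59%. Dlx5 in male Atp6v1b1Cre controls and Hoxb7Cre mice after ischemia, and Mmp3 in male Hoxb7Cre controls, were at 3 counts or fewer in each library. Reads of Hist1h1d, Vmn1r18 and Ly6c1 can also align to similar genes and then go uncounted. No biological explanation of single libraries was tested.

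The response to ischemia differed between the drivers in 738 genes by a test of the difference itself. With each library thinned to 14237156 counts there were 712, and with the library series as a covariate 1247, so neither library size nor library series removes the difference. Of 30 splits of the libraries, in which the treatment was redrawn within each driver, 1 gave as many genes, the real one. The others gave at most 662, in a split where 0 of 4 treated Hoxb7Cre and 1 of 3 treated Atp6v1b1Cre libraries kept their treatment. That split exchanged the treated and control Hoxb7Cre libraries, so the response of this driver entered with its sign reversed. These splits thus do not measure chance for a difference between drivers. With the replicate number as a block 0 (3813 at an unadjusted p under 0.05) genes differed, where ischemic and control males of Atp6v1b1Cre share 0 numbers and the block raised the variance of this difference 2.73-fold by design. Among females alone 0 (1525 at an unadjusted p under 0.05) differed. Gene length and RNA of other cells were not tested for this difference, and it is not put forward as a biological one.

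For volume depletion the difference between the drivers was called in 621 genes. There were 579 after thinning and 1415 with the library series, which leaves the difference in place. However, 4 of 30 splits of the libraries, the real one included, gave as many genes, and the others among them gave 658, 2684 and 3080. In that with 658 genes 3 of 3 treated Hoxb7Cre and 3 of 4 treated Atp6v1b1Cre libraries kept their treatment, and in those with 2684 and 3080 0 of 3 treated Hoxb7Cre and 3 of 4 treated Atp6v1b1Cre libraries kept their treatment. The remaining splits gave at most 4. Another split that kept 0 of 3 and 3 of 4 gave 0 genes, and 1 that kept 1 of 3 and 4 of 4 gave 2. The number of libraries that kept their treatment thus does not alone account for these counts. Where 0 of 3 treated Hoxb7Cre libraries kept it, the group named as treated held controls alone. The response of this driver then entered largely reversed, so such splits do not measure chance for a difference between drivers. They cannot tell whether the 621 genes exceed a chance division of the libraries. With both sexes 85 genes differed, with the replicate number as a block 53, and among females alone 0 (4450 at an unadjusted p under 0.05).

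In Hoxb7Cre pulldowns the response differed between the sexes in 1479 genes for ischemia and 2294 for volume depletion, in the 43 pulldowns of mice of 5.5 months. Each library thinned to 12618062 counts gave 1379 and 2094, so library size does not remove the difference. With the library series as a covariate there were 1440 and 2346. All Hoxb7Cre libraries of injured mice are of series A. Among Hoxb7Cre females of 5.5 months, series and treatment are told apart by control replicate 1 alone, so a part played by the series is not ruled out. Of 30 splits that redrew the sex within each group, 1 gave as many for ischemia and 1 for volume depletion, the real split in both, and the others gave at most 60 and 882. With the replicate number as a block the counts were 0 (1915 at an unadjusted p under 0.05) and 1. Without one library they ran from 141 to 2639 and from 1220 to 3922. In Atp6v1b1Cre the sexes differed in 0 (676 at an unadjusted p under 0.05) genes for ischemia and 0 (1756 at an unadjusted p under 0.05) for volume depletion. By the design alone, the block raised the variance of the Hoxb7Cre differences 1.58-fold for ischemia and 1.70-fold for volume depletion. Residual degrees of freedom fell from 31 to 19. Whether this accounts for the fall with the block was not tested. The paper presents the injury comparisons in males alone. Gene length and RNA of other cells were not tested, and no biological explanation is put forward.

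Female libraries of the injury experiment, for which the paper presents males, were compared on their own. Ischemia changed 440 genes in Hoxb7Cre and 244 in Atp6v1b1Cre, and volume depletion 21 and 2095. In Atp6v1b1Cre 1 of 30 splits gave as many for ischemia and 1 of 30 for volume depletion, the real split in both, with at most 3 and 4 genes in the others. In Hoxb7Cre, among splits that part 1 pair of the same replicate number as the real one does, 1 of 17 gave as many for ischemia and 1 of 17 for volume depletion. A share of 1 in 17 is the smallest these splits allow. Over all 30 splits drawn, one that parts 0 pairs gave 1672 genes for ischemia and one gave 939 for volume depletion, so that these counts cannot be told apart from a chance division of the libraries. Of the 488 ischemia genes of males in Hoxb7Cre, 27 were called in females, 8 of them in the opposite direction, and of 3478 volume depletion genes 7. In Atp6v1b1Cre these were 120 of 598 and 584 of 1091. Library size, library series and gene length were not tested for females alone.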

How the results depend on the processing

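The root mean variance was chosen as a measure of the spread after seeing the data, and all other alternatives below were set before the data were examined. In parentheses after each value stands the value of the analysis described in the data processing. A count is listed where it moved by more than 1.5 times, a correlation or percent of variance where it moved by more than its SD over the fits that each left out one library, and a gene where its sign reversed. For every change listed, the cause was not tested.

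Of the counts, correlations, percents and ratios under another setting, 267 stayed within these limits, 136 moved and 1 changed sign. Among log2 fold changes of genes named in the text and percents of DEGs that were upregulated, 2459 values kept their sign and their side of an adjusted p of 0.05, 123 no longer passed it, 78 newly passed it and 120 reversed. A further 13, all of them percents of upregulated genes, moved by more than 10 points. DESeq2 without a prior called 468 of the 488 ischemia genes and 3309 of the 3478 volume depletion genes of Hoxb7Cre, and 569 of 598 and 1057 of 1091 in Atp6v1b1Cre. In the comparison between the pulldowns, total RNA of mice with the same Cre and blocks of genotype, sex and age cannot give a value of their own. By the root mean variance the mean ratio of female to male spread was 1.19 (1.21).

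With DESeq2 without a prior on the fold change, in place of edgeR, there were 7 (2) genes called in opposite directions in the drivers for ischemia. There were 1 (0) genes whose responses differed between the sexes for ischemia in Atp6v1b1Cre and 32 (0) between the sexes for volume depletion in Atp6v1b1Cre. Pearson's r was 0.671 (0.645) for volume depletion in both drivers. The sign reversed in Atp6v1b1Cre against Hoxb7Cre for Slc9a3 -0.01 (0.01). With DESeq2 with such a prior, there were 16 (28) genes called in opposite directions for the stimuli in Atp6v1b1Cre, 4 (2) in opposite directions in the drivers for ischemia and 7 (12) in opposite directions in the drivers for volume depletion. There were 2 (0) genes whose responses differed between the sexes for ischemia in Atp6v1b1Cre and 35 (0) between the sexes for volume depletion in Atp6v1b1Cre. Pearson's r was 0.720 (0.645) for volume depletion in both drivers and 0.262 (0.227) for volume depletion in Atp6v1b1Cre with ischemia in Hoxb7Cre. Signs were reversed in Atp6v1b1Cre against Hoxb7Cre for Slc9a3 0.00 (0.01).

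With DESeq2's size factors in place of TMM, there were 4 (2) Reactome sets for volume depletion in Atp6v1b1Cre. Log2 fold changes reversed in sign in Atp6v1b1Cre against Hoxb7Cre for Slc9a3 -0.01 (0.01). With only the genes that pass filterByExpr, there were 6 (2) genes called in opposite directions in the drivers for ischemia. Pearson's r was 0.702 (0.645) for volume depletion in both drivers, 0.297 (0.241) for ischemia in both drivers and 0.419 (0.461) for both stimuli in Hoxb7Cre. A reversed sign was found in Hoxb7Cre after ischemia for Nmrk1 -0.02 (0.01). With no count minimum, the sign reversed in Hoxb7Cre after ischemia for Nmrk1 -0.01 (0.01). With all 25 males, Pearson's r was 0.608 (0.645) for volume depletion in both drivers. The percent of variance was 40.1 (43.2) on the first component of the 22 males and 16.4 (15.4) on the second component of the 22 males. The sign reversed in Atp6v1b1Cre after volume depletion for Mmp8 0.15 (-0.19). In Hoxb7Cre after ischemia it reversed for Nmrk1 0.00 (0.01). In Atp6v1b1Cre after ischemia it reversed for Cebpd -0.06 (0.02).

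With both sexes, with sex as a covariate, there were 1178 (3478) genes called for volume depletion in Hoxb7Cre, 961 (598) for ischemia in Atp6v1b1Cre, 2131 (1091) for volume depletion in Atp6v1b1Cre and 2032 (3112) between the stimuli in Hoxb7Cre. There were 3831 (2446) genes called between the stimuli in Atp6v1b1Cre. There were 57 (228) genes called the same way for both stimuli in Hoxb7Cre, 78 (28) in opposite directions for the stimuli in Atp6v1b1Cre, 157 (98) the same way in both drivers for ischemia and 3 (12) in opposite directions in the drivers for volume depletion. There were 1419 (3480) genes called for one stimulus only in Hoxb7Cre, 2652 (1443) for one stimulus only in Atp6v1b1Cre and 2053 (3165) in one driver only for volume depletion. There were 234 (738) genes whose responses differed between the drivers for ischemia and 85 (621) between the drivers for volume depletion. There were 4 (2) Reactome sets for volume depletion in Atp6v1b1Cre. Pearson's r was 0.601 (0.645) for volume depletion in both drivers, 0.489 (0.241) for ischemia in both drivers, 0.190 (0.461) for both stimuli in Hoxb7Cre and -0.033 (-0.184) for volume depletion in Hoxb7Cre with ischemia in Atp6v1b1Cre. Pearson's r was -0.090 (0.227) for volume depletion in Atp6v1b1Cre with ischemia in Hoxb7Cre. A reversed sign was found in Hoxb7Cre after volume depletion for Havcr1 0.54 (-1.60), Krt20 -0.03 (0.24), Mmp7 0.09 (-0.29), Mmp8 0.70 (-1.05), Il34 -0.06 (0.02) and Slitrk6 0.53 (-2.62). In Hoxb7Cre after ischemia it reversed for Zfp36 -1.14 (0.03), Foxo3 -0.66 (0.07), Socs2 -0.60 (1.07), Spry1 -0.37 (0.24), Spry4 -0.31 (1.13), Cebpd -1.10 (0.26), Muc1 0.01 (-1.17) and Hsd11b2 0.08 (-1.0). In Atp6v1b1Cre after ischemia it reversed for Cish -0.05 (0.34), Pdk4 -0.33 (0.04) and Cebpd -0.32 (0.02).

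With females only, there were 21 (3478) genes called for volume depletion in Hoxb7Cre, 244 (598) for ischemia in Atp6v1b1Cre, 2095 (1091) for volume depletion in Atp6v1b1Cre and 553 (3112) between the stimuli in Hoxb7Cre. There were 4214 (2446) genes called between the stimuli in Atp6v1b1Cre and 412 (871) between the pulldowns. There were 6 (228) genes called the same way for both stimuli in Hoxb7Cre, 0 (15) in opposite directions for the stimuli in Hoxb7Cre, 27 (95) the same way for both stimuli in Atp6v1b1Cre and 11 (28) in opposite directions for the stimuli in Atp6v1b1Cre. There were 49 (98) genes called the same way in both drivers for ischemia, 0 (2) in opposite directions in the drivers for ischemia, 14 (690) the same way in both drivers for volume depletion and 0 (12) in opposite directions in the drivers for volume depletion. There were 449 (3480) genes called for one stimulus only in Hoxb7Cre, 2263 (1443) for one stimulus only in Atp6v1b1Cre, 586 (886) in one driver only for ischemia and 2088 (3165) in one driver only for volume depletion. There were 0, with 1525 at an unadjusted p under 0.05 (738) genes whose responses differed between the drivers for ischemia and 0, with 4450 at an unadjusted p under 0.05 (621) between the drivers for volume depletion. Log2 fold changes reversed in sign in Hoxb7Cre after volume depletion for Havcr1 3.66 (-1.60), Krt20 -0.18 (0.24), Alb -0.67 (1.13), Mmp7 0.99 (-0.29), Mmp8 3.49 (-1.05) and Slitrk6 1.66 (-2.62). In Atp6v1b1Cre after volume depletion it reversed for Havcr1 1.80 (-1.02), Cxcl5 -0.46 (0.15) and 4930579F01Rik 0.44 (-3.56). In Hoxb7Cre after ischemia it reversed for Lif -0.74 (2.91), Il34 -0.10 (1.98), Zfp36 -2.45 (0.03), Foxo3 -1.69 (0.07), Socs2 -2.27 (1.07), Socs3 -2.07 (2.20), Spry1 -1.20 (0.24) and Spry4 -2.09 (1.13). There it also reversed for Cebpd -2.60 (0.26), Cyp27b1 0.38 (-1.05), Muc1 1.31 (-1.17), Hsd11b2 1.33 (-1.0) and Gm8615 0.35 (-5.12). In Atp6v1b1Cre after ischemia it reversed for Cish -0.41 (0.34), Pdk4 -0.95 (0.04) and Cebpd -0.63 (0.02). In the difference between drivers for ischemia it reversed for Muc1 -0.12 (2.62) and Hsd11b2 -0.15 (2.01). In the Hoxb7Cre pulldown it reversed for Cd163 -0.24 (0.16) and Rhcg 0.00 (0.41). In Atp6v1b1Cre against Hoxb7Cre it reversed for Umod 0.08 (-0.22), Slc5a2 0.29 (-0.15), Rhcg 0.31 (-0.11), Tfcp2l1 0.19 (-0.07), Tmem117 0.08 (-0.05) and Il4ra -0.03 (0.23). In the Atp6v1b1Cre pulldown it reversed for Slc4a1 -0.41 (0.04) and Cd68 -0.05 (0.18).

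With only the groups compared in the fit, there were 683 (1091) genes called for volume depletion in Atp6v1b1Cre. There were 24 (15) genes called in opposite directions for the stimuli in Hoxb7Cre, 4 (2) in opposite directions in the drivers for ischemia, 438 (690) the same way in both drivers for volume depletion and 7 (12) in opposite directions in the drivers for volume depletion. A reversed sign was found in Hoxb7Cre after ischemia for Nmrk1 0.00 (0.01).

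With the replicate number as a block, there were 0, with 3279 at an unadjusted p under 0.05 (598) genes called for ischemia in Atp6v1b1Cre and 2228 (1091) for volume depletion in Atp6v1b1Cre. There were 0 (95) genes called the same way for both stimuli in Atp6v1b1Cre, 0 (28) in opposite directions for the stimuli in Atp6v1b1Cre, 0 (98) the same way in both drivers for ischemia and 0 (2) in opposite directions in the drivers for ischemia. There were 21 (12) genes called in opposite directions in the drivers for volume depletion, 2228 (1443) for one stimulus only in Atp6v1b1Cre and 464 (886) in one driver only for ischemia. There were 0, with 3813 at an unadjusted p under 0.05 (738) genes whose responses differed between the drivers for ischemia, 53 (621) between the drivers for volume depletion, 0, with 1915 at an unadjusted p under 0.05 (1479) between the sexes for ischemia in Hoxb7Cre and 1 (2294) between the sexes for volume depletion in Hoxb7Cre. There were 33 (18) Reactome sets for ischemia in Hoxb7Cre, 19 (7) for volume depletion in Hoxb7Cre, 0 (16) for ischemia in Atp6v1b1Cre and 4 (2) for volume depletion in Atp6v1b1Cre. Male ischemic and control mice of Atp6v1b1Cre share 0 replicate numbers, and the block left 7 of 16 residual degrees of freedom among the males. The counts of 0 among the males thus do not show that an effect is absent. For ischemia between the sexes in Hoxb7Cre, the block left 19 of 31 residual degrees of freedom and raised the variance 1.58-fold. Whether this accounts for that 0 was not tested. The sign reversed in Atp6v1b1Cre after volume depletion for Timp1 -0.46 (0.29) and Il34 0.33 (-0.36). In Hoxb7Cre after volume depletion it reversed for Mmp7 0.25 (-0.29), Il34 -0.05 (0.02) and Cish -0.08 (0.47). In Atp6v1b1Cre after ischemia it reversed for Mmp8 -0.87 (2.05), Wnt8b 0.00 (-0.37), Dusp1 0.08 (-1.19), Zfp36 0.43 (-0.78), Spry1 0.31 (-0.66), Spry2 0.77 (-0.09), Spry4 0.44 (-0.83) and Gadd45g 0.94 (-0.59). There it also reversed for Gadd45b 0.83 (-0.74), Nfil3 0.72 (-0.43) and Nmrk1 -0.09 (0.19). In Hoxb7Cre after ischemia it reversed for Zfp36 -0.32 (0.03), Foxo3 -0.01 (0.07), Spry1 -0.15 (0.24), Pdk4 0.04 (-0.27) and Cebpd -0.52 (0.26). In the Hoxb7Cre pulldown it reversed for Cd163 -0.12 (0.16) and Itgam -0.09 (0.25). In Atp6v1b1Cre against Hoxb7Cre it reversed for Slc5a2 0.49 (-0.15), Rhcg 0.14 (-0.11) and Tfcp2l1 0.27 (-0.07).

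With the library series as a covariate, there were 897 (488) genes called for ischemia in Hoxb7Cre. There were 534 (228) genes called the same way for both stimuli in Hoxb7Cre and 11 (2) in opposite directions in the drivers for ischemia. There were 1247 (738) genes whose responses differed between the drivers for ischemia, 1415 (621) between the drivers for volume depletion and 1 (0) between the sexes for volume depletion in Atp6v1b1Cre. A reversed sign was found in Hoxb7Cre after ischemia for Wnt8b 0.84 (-0.10), Dusp1 0.18 (-0.28), Spry2 0.37 (-0.03), Gadd45g 0.73 (0.00) and Gadd45b 0.23 (-0.53). In the Atp6v1b1Cre pulldown it reversed for Slc4a1 -0.06 (0.04). In the Hoxb7Cre pulldown it reversed for Itgax -0.04 (0.05).

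With no fold change threshold, there were 1298 (488) genes called for ischemia in Hoxb7Cre, 7521 (3478) for volume depletion in Hoxb7Cre, 1803 (598) for ischemia in Atp6v1b1Cre and 3086 (1091) for volume depletion in Atp6v1b1Cre. There were 7049 (3112) genes called between the stimuli in Hoxb7Cre, 6194 (2446) between the stimuli in Atp6v1b1Cre, 14113 (6874) between the Hoxb7Cre pulldown and total kidney RNA and 13511 (5866) between the Atp6v1b1Cre pulldown and total kidney RNA. There were 2103 (871) genes called between the pulldowns. There were 657 (228) genes called the same way for both stimuli in Hoxb7Cre, 88 (15) in opposite directions for the stimuli in Hoxb7Cre, 203 (95) the same way for both stimuli in Atp6v1b1Cre and 254 (28) in opposite directions for the stimuli in Atp6v1b1Cre. There were 179 (98) genes called the same way in both drivers for ischemia, 62 (2) in opposite directions in the drivers for ischemia, 2288 (690) the same way in both drivers for volume depletion and 49 (12) in opposite directions in the drivers for volume depletion. There were 7329 (3480) genes called for one stimulus only in Hoxb7Cre, 3975 (1443) for one stimulus only in Atp6v1b1Cre, 2619 (886) in one driver only for ischemia and 5933 (3165) in one driver only for volume depletion. There were 1649 (738) genes whose responses differed between the drivers for ischemia and 2231 (1479) between the sexes for ischemia in Hoxb7Cre.

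With a background of genes that pass filterByExpr, there were 12 (7) Reactome sets for volume depletion in Hoxb7Cre and 6 (2) for volume depletion in Atp6v1b1Cre. With fold changes set to 0 where a gene is not a DEG, Pearson's r was 0.357 (0.645) for volume depletion in both drivers, 0.173 (0.461) for both stimuli in Hoxb7Cre, -0.022 (-0.184) for volume depletion in Hoxb7Cre with ischemia in Atp6v1b1Cre and 0.055 (0.227) for volume depletion in Atp6v1b1Cre with ischemia in Hoxb7Cre. With all tested genes in place of the DEGs or the most variable genes, Pearson's r was 0.404 (0.645) for volume depletion in both drivers, 0.146 (0.241) for ischemia in both drivers, 0.401 (0.461) for both stimuli in Hoxb7Cre and -0.105 (-0.184) for volume depletion in Hoxb7Cre with ischemia in Atp6v1b1Cre. Pearson's r was 0.111 (0.227) for volume depletion in Atp6v1b1Cre with ischemia in Hoxb7Cre and 0.246 (0.138) for both stimuli in Atp6v1b1Cre. The percent of variance was 43.6 (54.1) on the first component of the 69 libraries, 11.9 (22.3) on the second component of the 69 libraries, 33.4 (43.2) on the first component of the 22 males and 11.7 (15.4) on the second component of the 22 males.

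With controls split between the stimuli, Pearson's r was 0.363 (0.461) for both stimuli in Hoxb7Cre and 0.058 (0.138) for both stimuli in Atp6v1b1Cre. With control libraries of 5.5 months only, the sign reversed in Atp6v1b1Cre against Hoxb7Cre for Slc5a2 0.08 (-0.15) and Slc4a1 -0.20 (0.19). In the Hoxb7Cre pulldown it reversed for Slc4a1 0.04 (-0.15) and Itgax -0.04 (0.05). In the Atp6v1b1Cre pulldown it reversed for Slc4a1 -0.16 (0.04). With males only in the baseline data, the sign reversed in Atp6v1b1Cre against Hoxb7Cre for Car2 -0.05 (0.30), Car12 -0.32 (0.08), Atp6v1b1 -0.01 (0.50), Nphs1 -0.32 (0.10) and Slc4a1 -0.27 (0.19). In the Atp6v1b1Cre pulldown it reversed for Aqp3 -0.06 (0.04) and Aqp4 0.15 (-0.06). In the Hoxb7Cre pulldown it reversed for Slc4a1 0.70 (-0.15) and Itgax -0.27 (0.05). With total RNA of mice with the same Cre only, the sign reversed in the Hoxb7Cre pulldown for Cd163 -0.08 (0.16), Itgam -0.01 (0.25) and Itgax -0.28 (0.05). In the Atp6v1b1Cre pulldown it reversed for Aqp3 -0.05 (0.04) and Aqp4 0.13 (-0.06).

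With blocks of genotype, sex and age, the sign reversed in the Hoxb7Cre pulldown for Cd163 -0.09 (0.16), Itgam -0.03 (0.25) and Itgax -0.28 (0.05). In the Atp6v1b1Cre pulldown it reversed for Aqp3 -0.06 (0.04) and Aqp4 0.13 (-0.06). With all 48 pulldown libraries, there were 15 (0) genes whose responses differed between the sexes for volume depletion in Atp6v1b1Cre. With a prior count of 0.5 in log2 CPM, the percent of variance was 38.8 (54.1) on the first component of the 69 libraries, 24.4 (22.3) on the second component of the 69 libraries, 31.2 (43.2) on the first component of the 22 males and 16.8 (15.4) on the second component of the 22 males. With DESeq2's variance stabilizing transformation, the percent of variance was 58.4 (54.1) on the first component of the 69 libraries, 20.6 (22.3) on the second component of the 69 libraries, 54.4 (43.2) on the first component of the 22 males and 11.5 (15.4) on the second component of the 22 males.

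Across the fits that each left out one library, the genes called ran from 302 to 526 for ischemia in Hoxb7Cre, from 233 to 645 for ischemia in Atp6v1b1Cre and from 695 to 1642 for volume depletion in Atp6v1b1Cre. Genes called ran from 140 to 249 the same way for both stimuli in Hoxb7Cre, from 33 to 1.2e+02 the same way for both stimuli in Atp6v1b1Cre, from 12 to 56 in opposite directions for the stimuli in Atp6v1b1Cre and from 53 to 1.1e+02 the same way in both drivers for ischemia. They also ran from 1 to 20 in opposite directions in the drivers for ischemia, from 438 to 1033 the same way in both drivers for volume depletion and from 5 to 14 in opposite directions in the drivers for volume depletion. Genes whose responses differed ran from 342 to 1214 between the drivers for ischemia, from 333 to 743 between the drivers for volume depletion, from 141 to 2639 between the sexes for ischemia in Hoxb7Cre and from 1220 to 3922 between the sexes for volume depletion in Hoxb7Cre. They also ran from 0 to 1 between the sexes for ischemia in Atp6v1b1Cre and from 0 to 14 between the sexes for volume depletion in Atp6v1b1Cre. Reactome sets ran from 12 to 35 for ischemia in Hoxb7Cre, from 4 to 9 for volume depletion in Hoxb7Cre, from 6 to 31 for ischemia in Atp6v1b1Cre and from 0 to 4 for volume depletion in Atp6v1b1Cre. Pearson's r ran from 0.606 to 0.659 for volume depletion in both drivers, from 0.122 to 0.291 for ischemia in both drivers, from 0.429 to 0.547 for both stimuli in Hoxb7Cre and from -0.282 to -0.103 for volume depletion in Hoxb7Cre with ischemia in Atp6v1b1Cre. It also ran from 0.184 to 0.265 for volume depletion in Atp6v1b1Cre with ischemia in Hoxb7Cre and from 0.004 to 0.260 for both stimuli in Atp6v1b1Cre. The percent of variance ran from 52.6 to 55.3 on the first component of the 69 libraries, from 21.9 to 22.9 on the second component of the 69 libraries, from 37.7 to 45.4 on the first component of the 22 males and from 14.2 to 17.3 on the second component of the 22 males.

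In Atp6v1b1Cre after volume depletion log2 fold changes whose sign reversed ran from -0.01 to 0.52 for Timp1, from -1.25 to 0.02 for Krt20, from -0.71 to 0.24 for Alb, from -2.01 to 0.18 for Mmp8 and from -0.25 to 0.94 for Cxcl5. In Atp6v1b1Cre after ischemia log2 fold changes whose sign reversed ran from -0.03 to 1.81 for Lif, from -0.14 to 1.36 for Socs3, from -0.39 to 0.11 for Spry2, from -0.30 to 0.23 for Pdk4 and from -0.65 to 0.45 for Cebpd. In Hoxb7Cre after volume depletion log2 fold changes whose sign reversed ran from -0.67 to 0.05 for Mmp7 and from -0.04 to 0.09 for Il34. In Hoxb7Cre after ischemia log2 fold changes whose sign reversed ran from -0.44 to 0.18 for Wnt8b, from -0.49 to 0.01 for Dusp1, from -0.19 to 0.29 for Zfp36, from -0.07 to 0.17 for Foxo3, from -0.18 to 0.22 for Spry2 and from -0.26 to 0.34 for Gadd45g. Others there ran from -0.45 to 0.07 for Pdk4, from -0.08 to 0.14 for Nmrk1 and from -0.02 to 1.05 for Cebpd.

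Of the DEGs of the 22 males, 202 of 488 were called in each of the 22 fits for ischemia in Hoxb7Cre and 2326 of 3478 for volume depletion. In Atp6v1b1Cre these were 167 of 598 and 513 of 1091. Among the DEGs of these comparisons, 0 changed sign in any of these fits. Without one library, named genes lost significance in 71 values, gained it in 22 and reversed in 50.

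With every library of the males thinned to 14237156 counts, the total of the smallest, ischemia changed 438 genes in Hoxb7Cre and 558 in Atp6v1b1Cre, and volume depletion 3300 and 1099. Depth limits the genes with few counts. At 3 counts or fewer in each library of a group, a fold change against that group is uncertain in size. This holds for Mmp3, Mmp8, Cxcl5 and Dlx5 against Hoxb7Cre controls and for Mmp7 and Hist1h1d against Atp6v1b1Cre controls. Without one library, Mmp3 ran from 3.45 to 6.93 after ischemia in Hoxb7Cre.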

Differences from the paper's values

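No test in this part was chosen after the results were seen, and no cause of a difference was tested.

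The paper counts 24 genes that the stimuli changed in opposing directions in Hoxb7Cre, against 15 here. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's with DESeq2 without a prior on the fold change (22), DESeq2's size factors in place of TMM (16), only the genes that pass filterByExpr (18), no count minimum (17), all 25 males (17), only the groups compared in the fit (24), the replicate number as a block (17) and the library series as a covariate (17). It did not with DESeq2 with a prior on the fold change (12), both sexes with sex as a covariate (14), females only (0) and no fold change threshold (88). It came within that limit in 11 of 22 fits that each left out one library, which gave from 10 to 21.

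For ischemia the paper counts 8 genes, 0.7% of DEGs, in opposing directions in the drivers, against 2 and 0.20% here. Both values came within 1.5 times the paper's with DESeq2 without a prior on the fold change (7, 0.59%), only the genes that pass filterByExpr (6, 0.60%) and the library series as a covariate (11, 0.75%). Neither did with DESeq2 with a prior on the fold change (4, 0.42%), DESeq2's size factors in place of TMM (2, 0.20%), no count minimum (2, 0.21%), all 25 males (3, 0.27%), both sexes with sex as a covariate (3, 0.25%), females only (0, 0.00%), only the groups compared in the fit (4, 0.41%), the replicate number as a block (0, 0.00%) and no fold change threshold (62, 2.17%). Of the 22 fits without one library, 2 came within that limit for the count and 4 for the percent.

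Of the genes in the paper's tables of opposing directions, 15 of 24 were called in opposite directions here for the stimuli in Hoxb7Cre, 28 of 41 in Atp6v1b1Cre, 2 of 8 for ischemia and 9 of 11 for volume depletion. With DESeq2 without a prior on the fold change these were 22, 41, 7 and 10, and over the settings other than fits without one library they ran from 0 to 22, from 0 to 41, from 0 to 7 and from 0 to 10. Adra2c in the Hoxb7Cre table was called in no setting.

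For correlations of log2 fold changes across DEGs, the limit is the SD over the fits that each left out one library, which leaves out the error of reading the figure by eye. The correlation for volume depletion in both drivers is about 0.38 in Fig. 5D, read by eye, in the paper and 0.645 here. None of the alternatives set before the data were examined came within the limit. It was 0.671 with DESeq2 without a prior on the fold change, 0.720 with DESeq2 with a prior on the fold change, 0.702 with only the genes that pass filterByExpr, 0.608 with all 25 males, 0.601 with both sexes with sex as a covariate, 0.357 with fold changes set to 0 where a gene is not a DEG and 0.404 with all tested genes in place of the DEGs. Of 22 fits without one library 0 came within it. Fold changes set to 0 and all tested genes gave values near the one read, so that the choice of genes and of values correlated may explain this gap. The correlation for both stimuli in Hoxb7Cre is about 0.03 in Fig. 5D, read by eye, in the paper and 0.461 here. None of the alternatives set before the data were examined came within the limit. It was 0.442 with DESeq2 without a prior on the fold change, 0.442 with DESeq2 with a prior on the fold change, 0.419 with only the genes that pass filterByExpr, 0.456 with all 25 males, 0.190 with both sexes with sex as a covariate, 0.173 with fold changes set to 0 where a gene is not a DEG, 0.401 with all tested genes in place of the DEGs and 0.363 with controls split between the stimuli. Of 22 fits without one library 0 came within it. The correlation for both stimuli in Atp6v1b1Cre is about -0.13 in Fig. 5D, read by eye, in the paper and 0.138 here. None of the alternatives set before the data were examined came within the limit. It was 0.124 with DESeq2 without a prior on the fold change, 0.111 with DESeq2 with a prior on the fold change, 0.100 with only the genes that pass filterByExpr, 0.124 with all 25 males, 0.117 with both sexes with sex as a covariate, 0.107 with fold changes set to 0 where a gene is not a DEG, 0.246 with all tested genes in place of the DEGs and 0.058 with controls split between the stimuli. Of 22 fits without one library 0 came within it.

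The correlation for volume depletion in Hoxb7Cre with ischemia in Atp6v1b1Cre is about -0.31 in Fig. 5D, read by eye, in the paper and -0.184 here. None of the alternatives set before the data were examined came within the limit. It was -0.168 with DESeq2 without a prior on the fold change, -0.187 with DESeq2 with a prior on the fold change, -0.191 with only the genes that pass filterByExpr, -0.206 with all 25 males, -0.033 with both sexes with sex as a covariate, -0.022 with fold changes set to 0 where a gene is not a DEG and -0.105 with all tested genes in place of the DEGs. Of 22 fits without one library 1 came within it. The correlation for volume depletion in Atp6v1b1Cre with ischemia in Hoxb7Cre is about -0.1 in Fig. 5D, read by eye, in the paper and 0.227 here. Within the limit came both sexes with sex as a covariate (-0.090). Outside it stayed DESeq2 without a prior on the fold change (0.222), DESeq2 with a prior on the fold change (0.262), only the genes that pass filterByExpr (0.243), all 25 males (0.231), fold changes set to 0 where a gene is not a DEG (0.055) and all tested genes in place of the DEGs (0.111). Of 22 fits without one library 0 came within it.

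The paper names the genes below as changed by the stimulus, and the edgeR test did not call them in the driver given. For Cish, Wnt8b and Spry2 the paper names no single driver. For Clu in Hoxb7Cre after ischemia, the value here was 0.97 (adjusted p = 0.0968). It was called with the library series as a covariate (1.28), and in 0 of 22 fits without one library. For Alb in Hoxb7Cre after ischemia, the value here was 0.78 (adjusted p = 0.369). None of 11 other settings and 0 of 22 fits without one library called it. For Mmp8 in Atp6v1b1Cre after ischemia, the value here was 2.05 (adjusted p = 0.0743). This passed the thresholds with all 25 males (2.41), both sexes with sex as a covariate (2.57) and females only (2.71), and in 1 of 22 fits without one library. For Cxcl5 in Atp6v1b1Cre after ischemia, the value here was 2.33 (adjusted p = 0.0578). It was called with DESeq2 without a prior on the fold change (2.36), DESeq2 with a prior on the fold change (1.30), only the genes that pass filterByExpr (2.33), all 25 males (2.47), both sexes with sex as a covariate (2.69), females only (2.96) and the library series as a covariate (2.33), and in 2 of 22 fits without one library.

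For Cish in Hoxb7Cre after volume depletion, the value here was 0.47 (adjusted p = 0.368). A call came with both sexes with sex as a covariate (1.63), and in 0 of 22 fits without one library. For Wnt8b in Atp6v1b1Cre after volume depletion, the value here was 1.52 (adjusted p = 0.0634). This passed the thresholds with DESeq2 without a prior on the fold change (1.57), DESeq2 with a prior on the fold change (1.18), all 25 males (1.68), both sexes with sex as a covariate (1.93), females only (2.14) and the library series as a covariate (1.39), and in 2 of 22 fits without one library. For Spry2 in Atp6v1b1Cre after volume depletion, the value here was 0.83 (adjusted p = 0.0366). It was called with females only (1.38) and the replicate number as a block (1.72), and in 1 of 22 fits without one library.

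The paper gives Atp6v1b1 as enriched in Atp6v1b1Cre pulldowns, and in the legend of Fig. 3 as not different from total kidney RNA. Here it was at -0.51 (adjusted p = 3.55e-03) against total kidney RNA, lower in each setting, and passed in each. Against the Hoxb7Cre pool it was at 0.50 (adjusted p = 0.0618), and only among females was its adjusted p under 0.05, at 0.99. The paper lists Rhcg and Atp6v1g3 in Hoxb7Cre and Slc9a2 in Atp6v1b1Cre as not different from total kidney RNA, and here they were at 0.41 (adjusted p = 0.0167), -0.38 (adjusted p = 3.75e-03) and -0.33 (adjusted p = 8.53e-03). Rhcg did not pass with control libraries of 5.5 months only, females only, total RNA of mice with the same Cre only, blocks of genotype with sex and age and the replicate number as a block, Atp6v1g3 not with males only in the baseline data and the replicate number as a block, and Slc9a2 not with females only and the replicate number as a block.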

Other observations

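The list of adipocyte genes below was made after their fold changes were seen, and its test was chosen then. Other tests in this part were chosen before the results were seen.

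Both stimuli were compared with the same 4 male controls of a driver, which alone makes the responses alike. With 2 of the controls for one stimulus and the other 2 for the other, over the ways to divide them, the stimuli shared a mean of 90.0 genes called the same way in Hoxb7Cre, against 141.2 with the same 2 controls for both. In Atp6v1b1Cre these were 31.0 and 51.2. Genes called in opposite directions averaged 13.8 with separate and 5.5 with shared controls in Hoxb7Cre, and 27.3 and 12.2 in Atp6v1b1Cre. In Hoxb7Cre shared controls thus do not account for most of the shared genes. In Atp6v1b1Cre calls in the same direction hardly exceeded opposite ones with separate controls, so this cannot be said there. Pearson's r over the tested genes fell from 0.498 to 0.143 in Hoxb7Cre and from 0.406 to -0.010 in Atp6v1b1Cre. Across the DEGs it fell from 0.502 to 0.363 in Hoxb7Cre and from 0.253 to 0.058 in Atp6v1b1Cre. Shared controls may thus account for most of the correlation in Atp6v1b1Cre and of that over the tested genes in Hoxb7Cre, while most of the correlation across DEGs in Hoxb7Cre stayed without them.

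Among the males, volume depletion changed more genes than ischemia in both drivers. Among females the order held in Atp6v1b1Cre, with 2095 genes for volume depletion and 244 for ischemia, and was the reverse in Hoxb7Cre, with 21 and 440. With each male library thinned to the same total, the ratio of the counts was 7.53 in Hoxb7Cre and 1.97 in Atp6v1b1Cre, so library size does not account for it. The Hoxb7Cre libraries of injured mice belong to one series of library numbers and their controls to more than one. Male Hoxb7Cre controls of the first series, 2 libraries, and of the second, 2, differed in 18 genes, against 488 for ischemia and 3478 for volume depletion. A difference between these series is thus not a source of most of these genes, as far as 2 against 2 libraries can show.

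Splits of the libraries into groups of the same sizes were counted for each comparison. For ischemia in Atp6v1b1Cre 1 of 35 splits gave as many genes, the real one, and the others at most 72. Where groups share replicate numbers, the real split was set against those that part as many pairs of the same number. Of these, 1 of 12 gave as many genes for ischemia in Hoxb7Cre, 1 of 20 for volume depletion in Hoxb7Cre, 1 of 20 for volume depletion in Atp6v1b1Cre, and between the stimuli 1 of 8 in Hoxb7Cre and 1 of 20 in Atp6v1b1Cre. These 5 counts are the smallest such designs can give, so these splits alone could not have told the results apart from a chance division. Splits that part another number of pairs gave no count as large. Over all 35 splits, which apply if the numbers pair no mice, 1 in each of the 5 gave as many genes, the real one, and a chance division would rarely give this. The highest count of another split was 1, 2262, 871, 1347 and 1787, in the same order.

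For the control libraries, 30 splits were drawn for each comparison. Of these 1 gave as many genes as the Hoxb7Cre pulldown against total kidney RNA, 1 as the Atp6v1b1Cre pulldown and 1 as the comparison of the pulldowns, the real split in each. The others gave at most 3775, 2161 and 81.

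Groups did not overlap in 86.7% of DEGs for ischemia and 93.9% for volume depletion in Hoxb7Cre, where chance gives 2.9% and 5.7% of genes. In Atp6v1b1Cre these were 92.0% and 67.2%, against 5.7% and 2.9% by chance. Against total kidney RNA they were 55.5% in Hoxb7Cre and 59.0% in Atp6v1b1Cre, where chance gives 4.5e-06% and 1.6e-06%. The shares by chance are those of genes not selected, while DEGs were selected for a difference between these same groups, so the gap follows largely from the selection and is no further evidence.

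Pulldown and total RNA differ in preparation, and the label enters uridine. Across 20333 genes with a reference transcript, Spearman's rho of the fold change against total kidney RNA with transcript length was 0.245 in Hoxb7Cre and 0.298 in Atp6v1b1Cre. With the share of uridine it was 0.184 and 0.224. Genes higher in the pulldown had a median length of 3802 bases in Hoxb7Cre and 4254 in Atp6v1b1Cre, and genes lower in it 2054 and 1995. Transcript length, and in Atp6v1b1Cre uridine content, may account for part of the fold changes against total kidney RNA, which cannot be told apart from it. In Hoxb7Cre, rho with uridine content stayed under the limit set beforehand.

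RNA of other kidney cells carried through the pulldown would respond alike in both drivers. Of the genes that ischemia changed the same way in both drivers, 36.7% were at least 2-fold lower in both pulldowns than in total kidney RNA, against 22.1% of those called in one driver, a ratio of 1.66. Among tested genes it was 15.5%. RNA of other kidney cells may thus contribute to the ischemia genes that the drivers share. For volume depletion these were 10.3% and 12.4%, a ratio of 0.83, which gives no sign of it.

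Ucp1 and Elovl3 were among the genes that fell most in Hoxb7Cre after ischemia, and fat around the kidney is a candidate source of their RNA. Over 11 adipocyte genes, the mean Spearman rho between pairs across the 22 male libraries, with group means taken out, was 0.295, below the limit set before it was computed. It was above that of each of 10000 random lists of as many genes, whose median was 0.010, and it was 0.254 without Ucp1 and Elovl3. In Hoxb7Cre after ischemia each of the 11 was lower, with Cidea at -2.96 (adjusted p = 1.75e-03), Plin1 at -1.80 (adjusted p = 2.14e-03), Cox8b at -1.81 (adjusted p = 0.0416) and Fabp4 at -0.92 (adjusted p = 0.0268), from edgeR's quasi-likelihood test. Adipoq was at -1.27 (adjusted p = 0.0459) there, and Lep, Cox7a1, Cfd and Retn had an adjusted p of 0.894, 0.294, 0.281 and 0.0785. After ischemia in Atp6v1b1Cre, Adipoq was at 1.19 (adjusted p = 0.0527), Retn at 2.36 (adjusted p = 3.15e-03) and Fabp4 at 0.96 (adjusted p = 0.0238). Cidea, Cox7a1, Cox8b and Lep were lower in that driver, none at an adjusted p under 0.05. The limit set was not reached, so the test does not show fat in the samples as the source. As the list was made after the fold changes were seen, their common direction does not count for or against it. No biological explanation was tested.

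Xist and Ddx3y showed the sex given by the label in each library, with 0 of 69 libraries at the level of the other sex.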
